# Dynamically expressed genes provide candidate viability biomarkers in a model coccidian

**DOI:** 10.1371/journal.pone.0258157

**Published:** 2021-10-01

**Authors:** Matthew S. Tucker, Celia N. O’Brien, Mark C. Jenkins, Benjamin M. Rosenthal

## Abstract

*Eimeria* parasites cause enteric disease in livestock and the closely related ***Cyclospora*** *cayetanensis* causes human disease. Oocysts of these coccidian parasites undergo maturation (sporulation) before becoming infectious. Here, we assessed transcription in maturing oocysts of *Eimeria acervulina*, a widespread chicken parasite, predicted gene functions, and determined which of these genes also occur in *C*. *cayetanensis*. RNA-Sequencing yielded ~2 billion paired-end reads, 92% of which mapped to the *E*. *acervulina* genome. The ~6,900 annotated genes underwent temporally-coordinated patterns of gene expression. Fifty-three genes each contributed >1,000 transcripts per million (TPM) throughout the study interval, including cation-transporting ATPases, an oocyst wall protein, a palmitoyltransferase, membrane proteins, and hypothetical proteins. These genes were enriched for 285 gene ontology (GO) terms and 13 genes were ascribed to 17 KEGG pathways, defining housekeeping processes and functions important throughout sporulation. Expression differed in mature and immature oocysts for 40% (2,928) of all genes; of these, nearly two-thirds (1,843) increased their expression over time. Eight genes expressed most in immature oocysts, encoding proteins promoting oocyst maturation and development, were assigned to 37 GO terms and 5 KEGG pathways. Fifty-six genes underwent significant upregulation in mature oocysts, each contributing at least 1,000 TPM. Of these, 40 were annotated by 215 GO assignments and 9 were associated with 18 KEGG pathways, encoding products involved in respiration, carbon fixation, energy utilization, invasion, motility, and stress and detoxification responses. Sporulation orchestrates coordinated changes in the expression of many genes, most especially those governing metabolic activity. Establishing the long-term fate of these transcripts in sporulated oocysts and in senescent and deceased oocysts will further elucidate the biology of coccidian development, and may provide tools to assay infectiousness of parasite cohorts. Moreover, because many of these genes have homologues in *C*. *cayetanensis*, they may prove useful as biomarkers for risk.

## Introduction

Coccidian parasites cause significant disease in animals and people. These parasites include species of *Toxoplasma*, *Sarcocystis*, *Neospora*, *Cyclospora*, and *Eimeria*. Coccidiosis, the enteric disease resulting from infection with species of *Eimeria* spp., cost the poultry industry an estimated $14 billion (U.S.) globally each year [1]. Seven species of *Eimeria* infect chickens and each parasitizes specific regions of the intestinal tract. Multiple species of *Eimeria* may coinfect flocks, complicating control efforts. Pathogenicity ranges from mild to severe disease and can include bloody diarrhea and severe inflammatory hemorrhage. Intestinal epithelial damage from coccidiosis can predispose birds to necrotic enteritis caused by *Clostridium perfringens* [2], which is also a common cause of foodborne illness worldwide.

Poultry farmers expend significant resources to limit losses to coccidiosis. Just as *Eimeria* spp. present a significant problem to the poultry industry, the related human parasite *Cyclospora cayetanensis* is emerging as an important food safety threat. Efforts by produce growers to curtail the health impact of *C*. *cayetanensis* have been hampered by difficulty in studying this enigmatic parasite. Thus, progress in studying the development of closely related coccidian oocysts could yield major benefits to animal production and public health.

Like other species of enteric coccidia, *C*. *cayetanensis* (first described over 25 years ago [3, 4]) is transmitted by the fecal-oral route. The parasite causes diarrhea, low-grade fever, abdominal cramping, bloating, weight loss, fatigue, and other symptoms [5, 6]. *C*. *cayetanensis*-contaminated fresh produce such as berries, leafy greens, raspberries, blackberries, mesclun, bagged mixed greens, snow and snap peas, coleslaw, cilantro, and basil have caused numerous food-borne outbreaks worldwide [7]. Transmission, in more than 60 countries, predominates in tropical and subtropical areas, where prevalence can exceed 10% in people [8]. The infection is perennially endemic in impoverished areas where water and food sanitation are poor, and children are at especially high risk [3, 6, 7]. Since the mid-1990s, *C*. *cayetanensis* has been increasingly recognized as the causative agent of multistate seasonal outbreaks of diarrheal illness in the United States and Canada [6, 7]. In fact, foodborne outbreaks of human cyclosporiasis have recently grown in their extent and cost; the Centers for Disease control and Prevention (CDC) reported ~2,500 cases and 144 hospitalizations in the United States (U.S.) in 2019 [9].

All *Eimeria* and *Cyclospora* species share a common life cycle: environmentally resilient immature oocysts are passed from infected hosts and undergo extrinsic development before becoming infectious. The oocysts of *Eimeria spp*. infecting chickens require oxygen and optimally sporulate at 29°C. Sporulation time varies by species, but sporulation is normally completed in 24–48 hours [10]. In *E*. *acervulina*, sporulation is typically complete by 22 hours [10]. Oocysts of *C*. *cayetanensis* may take up to a week to sporulate [3]. Sporulated (mature) avian *Eimeria* oocysts, once ingested, mechanically ruptured, and stimulated, each release four sporocysts. Each sporocyst contains two sporozoites, which are released upon sporocyst excystation. Exposure to bile salts and digestive enzymes hastens this process. Motile sporozoites invade intestinal enterocytes and then undergo asexual development. Sexual development produces oocysts, which are passed into the intestinal lumen and excreted (unsporulated) with feces.

Although the U.S. Food and Drug Administration (FDA) has recently validated a method for diagnosing the occurrence of *C*. *cayetanensis* in fresh produce [11], the produce industry and their regulators lack the means to determine whether a given cohort of oocysts is infectious. With no animal model and no cell culture means to propagate the human parasite, *in vitro* means to establish viability would provide a critical tool for risk assessment and regulatory action. Furthermore, future interventions might benefit from greater understanding of how such oocysts develop and become infectious. Poultry *Eimeria* serve as a safe and abundant source of oocysts, offering unparalleled means to elucidate parasite development and seek new, needed methods for risk assessment and control.

Here, we took advantage of a promising model organism (*E*. *acervulina*), making use of our ability to produce it in abundance. We aimed to understand the fundamental processes governing oocysts maturation and applicability to the human pathogen *C*. *cayetanensis*. We measured changing gene expression over the first 24 hours of extrinsic development using RNA-Sequencing (RNA-Seq), verifying highly expressed genes during oocyst sporulation by Reverse Transcription quantitative PCR (RT-qPCR). We identified strong candidate biomarkers during sporulation and up-regulated genes demarcating immature and mature *E*. *acervulina* oocysts. We further determined that many of these genes are also present in other coccidians, including *C*. *cayetanensis*. We thereby identified genes meriting validation as biomarkers for mature, infectious oocysts in a range of veterinary and human parasites.

## Materials and methods

### Parasites

Three male broiler chickens (Hubbard/Ross HR708, Longneckers Hatchery, Elizabethtown, PA, USA) were infected by oral gavage with 150,000 oocysts of *E*. *acervulina* (APU-1). Birds were fed a standard poultry starter ration (crumbles, 24% protein) and given water *ad libitum*. On day six post-inoculation, feces from each bird (A, B, C, representing biological replicates) were harvested. Unsporulated *E*. *acervulina* oocysts were isolated from chicken feces by flotation on saturated salt solution and washed 3–4 times with water. Briefly, feces were collected from individual chickens with a sterile spatula. Feces were resuspended in water and homogenized in a sterile blender. After straining to remove larger debris, oocysts were washed in water and centrifuged at 300 X g for 10 minutes. A saturated NaCl solution (360 g/L) was added to resuspend pellets and float oocysts. After centrifugation, oocysts were collected from the top of the solution and washed repeatedly with water. Oocysts were enumerated by microscopy with a hemocytometer (yielded 10^7^−10^8^ total oocysts per replicate). The final preparation of oocysts was resuspended in 2% v/v potassium dichromate in a sterile 1-L flask and incubated in a 29°C shaking water bath. During incubation, the oocyst suspension was aerated with an aquarium pump to promote sporulation. At the beginning of the time course (T0) and other time points (every four hours up to 24 hours [T4, T8, T12, T16, T20, T24]), 50 ml was taken from each replicate flask and a sample was counted with a hemocytometer (10^6^−10^7^ oocysts per replicate and time point). In this study, we define parasite cohorts enriched for unsporulated oocysts as immature and cohorts enriched for sporulated oocysts as mature. At each time point, oocysts were centrifuged at 300 X g for 5 min at 4°C and washed with deionized water to remove excess potassium dichromate. T0 and T24 oocysts were examined at 400X with a Zeiss AxioScope microscope (Zeiss, Germany). Images were captured using AxioVision imaging software. Initially, no oocysts were sporulated (S1 Fig). By the 24^th^ hour, 83% +/- 4% of oocysts appeared to have completed sporulation as indicated by the presence, in each, of four distinct sporocysts (S2 Fig). Oocysts were then incubated with sodium hypochlorite (6%) for 15 min with agitation at room temperature to clean them of exogenous microbial contamination. After bleach treatment, samples were diluted with water and the bleach was removed by repeated (4–5 times) centrifugation with water. After washing, Trizol (Thermo Fisher, Waltham, MA, USA) was added to the oocyst pellets and they were frozen at -80°C.

### Ethics statement

Animal experiments were performed following the protocol (19–04) approved by the Beltsville Area Animal Use and Care Committee, United States Department of Agriculture. Chickens employed in this study exhibited no outward signs of severe disease over the course of the study. After the study’s conclusion, these chickens were euthanized and all efforts were made to minimize animal suffering.

### Total RNA preparation

Total RNA was extracted from frozen oocyst Trizol pellets for each biological replicate by one of two methods. In the first method, frozen oocysts were thawed on ice and 1 ml was transferred to a glass homogenizing tube. Fresh Trizol was added to the oocysts and the suspension ground with a Teflon pestle for five cycles of 25 grinds each. The homogenate was transferred to microcentrifuge tubes containing sterile, Ribonuclease (RNase)-free 0.5 mm glass beads. The tubes were vortexed for 2 min, and centrifuged at 300 X g for 10 minutes at 4°C. The supernatant was transferred to new tubes, mixed with chloroform, and centrifuged at 12,000 X g for 15 minutes at 4°C. The organic phase was transferred to new tubes and mixed with an equal volume of 70% ethanol. Total RNA was then isolated using a RNeasy kit (Qiagen, Germantown, MD, USA) following manufacturer’s instructions.

The second method of isolation included these modifications: Organic layers from chloroform extraction were mixed with isopropanol and incubated for 10 min at room temperature. Tubes were centrifuged at 12,000 g for 10 min at 4°C. Pellets were resuspended in 1 ml of 75% ethanol, vortexed, and centrifuged at 7,500 X g for 5 min at 4°C. Isolated RNA was resuspended in RNase-free water and incubated at 65°C for 15 min. Total RNA was quantified using a Qubit 3.0 fluorometer (Thermo Fisher, Waltham, MA, USA) and quality was assessed using a Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). RNA samples were frozen at -80°C. Prior to RNA-Seq, DNA was removed from total RNA with a Turbo DNA-free kit (Thermo Fisher, Waltham, MA, USA). RNA quantity and quality were re-assessed by Qubit and Bioanalyzer. Total RNA of suitable quality for RNA-Seq had an RNA Integrity Number (RIN) ≥7 when assessed by a Bioanalyzer 2100.

### cDNA library construction and RNA-Seq

Whole coding transcriptome libraries were produced from 2–3 biological replicates of *E*. *acervulina* oocysts collected at each time point. Approximately 200 ng of total RNA was used as input with the TruSeq Stranded mRNA kit (Illumina, San Diego, CA, USA) for cDNA library preparation. cDNA libraries were selected for fragment sizes of between 120–210 bp. Sample cDNA libraries were quantified by Qubit, and the size distribution of libraries was characterized for each library using a Bioanalyzer 2100. The average library size for each sample was determined and normalized for stoichiometric balance. Libraries were pooled and sequenced en masse. Libraries were initially characterized on an Illumina MiSeq using a MiSeq Reagent Nano v2 kit (300 cycles), enabling final stoichiometric adjustment prior to initiating longer runs on an Illumina NextSeq 500. For whole transcriptome RNA-Seq, each library was run on four lanes using an Illumina NextSeq 500/550 High Output Kit v2.5 (150 Cycles). Up to ten sample libraries were run at a time on the NextSeq 500. Each sequencing run resulted in eight separate.fastq files per sample, containing two paired reads per lane. Reads were converted to.fastq format using Bcl2Fastq (Illumina) and demultiplexed. Forward and reverse reads from the four lanes were concatenated per sample to produce single forward and reverse read files.

Raw, unpaired Illumina sequencing read file were imported into Geneious Prime 2020.2.4 software (Biomatters Ltd., Auckland, New Zealand; https://www.geneious.com) for analysis. Reads were paired and then trimmed with the package BBDuk (version 38.84) to remove Illumina adapter sequences. Trimmed reads were aligned to the most current genome sequence for the *E*. *acervulina* Houghton reference strain [12] (annotated NCBI assembly EAH001) using the Geneious RNA mapper. After mapping, various metrics of expression for each transcript were calculated, including raw mapped reads, raw mapped transcripts, and normalized expression metrics such as Reads Per Kilobase Million (RPKM), Fragments Per Kilobase Million (FPKM), and Transcripts Per Million (TPM). To facilitate analysis, data tables were exported from Geneious as.csv files and further analyzed in Microsoft Excel (Redmond, WA, USA) to calculate mean and standard deviation (SD) of raw reads, raw transcripts, and TPM for biological replicates. Data analysis and visualization was aided by Daniel’s XL Toolbox addin for Excel, version 7.3.4, by Daniel Kraus, Würzburg, Germany (www.xltoolbox.net). Correlation of RNA-Seq TPM among biological replicates was depicted as a heat map constructed in R using the packages ggplot2 and reshape2. Mean transcript diversity among replicates at each time point was estimated by subtracting from one the sum of the square of each gene’s TPM. Bias in transcription (the excess contribution of especially abundant transcripts) was expressed as one minus the transcript diversity.

Bar graphs were produced in Microsoft Excel. A matrix of the log2 TPM for the 50 most variable genes was created in Microsoft Excel and imported into R. A filter was applied to eliminate any gene transcribed <0.01 TPM in one or more biological replicates. To visualize hierarchical clustering transcription among biological replicates, heatmap.2, pheatmap, and ComplexHeatmap packages in R were used to represent the matrix of Euclidean distances.

### Differential expression analysis

The DESeq2 package [13], as implemented in Geneious, calculated pairwise differential expression of time points in grouped biological replicates. This produced several estimates, including differential expression confidence, differential expression log2 ratio, and differential expression adjusted *p*-value. To facilitate analysis, data tables were exported from Geneious as.csv files and further analyzed in Microsoft Excel. We used thresholds of log2 fold change (FC) ±1.5 with adjusted *p*-value <0.05 to determine significantly differentially expressed genes (DEGs). Final volcano plots showing log2 FC vs.-log10 adjusted *p*-value for DEGs were constructed in the R package Enhanced Volcano.

### Homology searching and functional genomics analysis

We sought functional information on genes of interest using annotations available for the *E*. *acervulina* Houghton reference strain in NCBI (assembly EAH001) and ToxoDB v51 [14] (www.toxodb.org). To elucidate additional functions of genes, we utilized the functional analysis module in OmicsBox 1.4.12 (BioBam Bioinformatics, Valencia, Spain). Our workflow incorporated Blast2GO (Basic Local Alignment Search Tool, Gene Ontology) methodology [15], identifying similarities to known and predicted proteins, scanning InterPro domains, and assigning GO terms to each of the sequences associated with proteins identified by NCBI BLASTP (through CloudBlast). BLASTP settings included a BLAST expectation value of 1x10^-3^ against non-redundant protein databases filtered for Apicomplexa, 100 BLAST hits, Word Size = 3, and a low complexity filter. The rest of the workflow was run with default settings. Additionally, the EggNOG (evolutionary genealogy of genes: Non-supervised Orthologous Groups) [16] mapper (version 1.0.3 with EggNOG 5.0.0) inferred orthology relationships, gene evolutionary histories, and functional annotations to improve the Blast2GO sequence characterization. The KEGG (Kyoto Encyclopedia of Genes and Genomes) [17] pathway mapper enabled biochemical pathway enrichment analysis. Blast2GO results and lists of GO annotation terms and KEGG pathways were exported from OmicsBox and analyzed further in Microsoft Excel. Additional information for gene homologs and orthologs/paralogs was found by searching data sets in ToxoDB.

Genes annotated to encode *E*. *acervulina* transcription factors were identified and amino acid sequences were obtained from ToxoDB. The amino acid sequences were processed through the Blast2GO functional analysis workflow with the above settings using *E*. *acervulina* as a BLASTP taxonomy filter to identify GO information. To find hits in *C*. *cayetanensis*, the workflow was run using *C*. *cayetanensis* as a taxonomy filter. RNA-Seq data for these genes were extracted and paired with the Blast2GO results. To find homologs of *T*. *gondii* ApiAP2 transcription factors [18] in *E*. *acervulina*, amino acid sequences for *T*. *gondii* were first obtained from ToxoDB. The sequences were loaded into OmicsBox 1.4.12 and the above functional analysis workflow was performed using *E*. *acervulina* as a BLASTP taxonomy filter. The amino acid sequences for the *E*. *acervulina* homologs were downloaded from ToxoDB. To identify *E*. *acervulina* ApiAP2 homologs in *C*. *cayetanensis*, BLASTP of the *E*. *acervulina* ApiAP2 homolog amino acid sequences was performed with the above settings with a *C*. *cayetanensis* taxonomy filter. Blast2GO results were exported and paired with RNA-Seq data in Microsoft Excel.

### RT-qPCR

RNA-Seq estimates of gene expression were validated on a subsample of genes using semi-quantitative RT-qPCR. To do so, we synthesized cDNA from 10 ng of DNAse-treated RNA from 2–3 biological replicates per time point using the SuperScript™ IV First-Strand Synthesis System (Invitrogen). Individual RT-qPCR reactions were prepared with SsoAdvanced Universal SYBR Green Supermix (Bio-Rad, Hercules, CA.), 200–400 μM each primer (S1 Table), and 1–2 μl diluted cDNA in a total volume of 10 μL. Reactions were carried out on a CFX96 thermal cycler (Bio-Rad). Beta tubulin expression was used as a reference to normalize expression levels of other genes using the Pfaffl comparative quantification cycle (Cq) method [19]. All samples were run in triplicate. The abundance of mRNA in each biological replicate and time point was compared to that in unsporulated samples (T0). Gene expression was estimated for the reference and target genes after averaging Cq values for each biological replicate at each timepoint. Each experiment was performed three times and the mean of expression change was calculated for each gene and time point. Gene expression fold change was log2 transformed. The data was analyzed by CFX Software version 3.1 (Bio-Rad) and Microsoft Excel. All primers were designed using NCBI Primer-Blast [20] and synthesized by Integrated DNA Technologies (Coralville, IA, USA). Primer sequences are listed in S1 Table.

## Results

### RNA-Seq provides a global view of the *E*. *acervulina* transcriptome and identified differentially expressed genes during oocyst development

We achieved nearly two billion 75-bp paired-end reads from RNA-Seq (19 samples, representing 2–3 biological replicates per time point during the 24-hour *E*. *acervulina* oocyst sporulation time course). Table 1 summarizes the RNA-Seq data. 

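RNA from *E*. *acervulina* oocysts was sequenced at 7 times of sporulation, from freshly collected oocysts (T0) to oocysts held for 24 h (T24). Oocysts came from 3 chickens (birds A, B and C), and each bird's oocysts sporulated in a flask of their own, so the libraries of one letter follow the same oocysts through time. There were 3 libraries at T0, T4, T8, T12 and T24, and 2 libraries (birds B and C) at T16 and at T20, which makes 19 in all. Genes are named by the identifiers and protein descriptions of the *E*. *acervulina* Houghton annotation, and many of them, such as *EAH_00004110*, are described only as conserved hypothetical proteins. The authors trimmed the reads, mapped them to the Houghton genome assembly in Geneious and reported each gene in TPM, its length-corrected share of the transcripts of a library. TPM values are shares of a library, so they keep no counts and no scaling between libraries. The depth is known only from the paper's Table 1, which lists 44.3 to 196 M reads (1e+06 reads) per library with a median of 94.4 M. By time, the medians of the paper's read numbers were 93.3 M at T0, 94.4 M at T4, 107 M at T8, 161 M at T12, 70.5 M at T16, 57.9 M at T20 and 108 M at T24. For each comparison, genes with a mean of at least 0.1 TPM over the libraries compared were kept. limma with a trended prior variance was fitted to log2(TPM + 0.1) of the libraries of the 2 times alone. A gene was called higher or lower when its log2 fold change passed 1.5 in size and its adjusted p (Benjamini-Hochberg, two-sided) was under 0.05. Values are given as mean ± SD over birds, with n = 3, or n = 2 at T16 and T20.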

The number of reads per replicate and time point ranged from 44,335,874 (T20-C) to 195,666,302 (T12-B) (mean = 103,669,059 ± 37,595,932). A high percentage of reads (92.2%) mapped to the *E*. *acervulina* genome (range = 84.4–95.0%). The highest percentage of reads that mapped was for sample T12-C. Importantly, each biological replicate yielded at least 40 million mapped reads per time point, sufficient coverage to provide a global view of transcription [21].

**Table 1:** *E*. *acervulina* oocyst RNA-Seq reads depth and quality.

Time	Replicate*	Reads	% mapped
**0**	A	153,222,282	92.4
	B	78,702,846	91.5
	C	93,262,116	91.7
**4**	A	93,014,892	92.1
	B	94,418,254	84.4
	C	145,426,320	91.7
**8**	A	89,215,090	91.1
	B	107,410,556	93
	C	109,236,344	92.5
**12**	A	100,428,700	92.2
	B	195,666,302	92.8
	C	161,356,814	95
**16**	B	78,783,020	94.8
	C	62,231,814	94.6
**20**	B	71,554,584	92.6
	C	44,335,874	93
**24**	A	114,688,324	92.8
	B	68,638,488	92.2
	C	108,119,510	91.4
	Total	1,969,712,130	92.2
	Mean	103,669,059	92.2
	Median	94,418,254	92.4
	SD	37,595,932	2.2

*RNA-Seq was performed on 2–3 replicates (designated A, B, and C) initially (T0) and every four hours thereafter (T4-T24).

We used Transcripts Per Million (TPM) as a normalization method to summarize expression of the 6,867 annotated genes. S2 Table compiles TPM for biological replicates and time points. Strong correlation in expression characterized biological replicates at each time point (Fig 1); the least correlation among replicates (*r* = 0.768) occurred at 12 hours (T12-C). 

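Libraries of the same time shared most of their transcript profile. By Pearson's r of TPM they correlated least at T8 and T12, where 1 bird stood apart each time. At T12 the bird B library held 25062 TPM of *EAH_00059200*, a surface antigen (SAG) gene that rises during sporulation, against 50846 in bird A and 54229.6 in bird C. The same library held 33009 TPM of *EAH_00004110*, which is most abundant early, against 16152 and 14779 in birds A and C. At T8 it was bird A that held the most *EAH_00059200*, with 33643 TPM against 10356 in bird B and 18249 in bird C. Across genes, Pearson's r of TPM between 2 libraries of one time had a median of 0.968 over 17 pairs, from 0.768 between T12-B and T12-C to 0.999. T12-A and T12-C correlated at 0.986. Over the 154 pairs of different times the median was 0.894 and the lowest 0.477. On ranks, which weigh the few very abundant transcripts no more than others, the lowest correlation within a time was 0.956, between T24-A and T24-C. There T12-B correlated with T12-C at 0.984 and with T12-A at 0.969, so T12-B did not stand apart on ranks. Matched by rank correlation to the mean profile of the other birds, 13 of 19 libraries came closest to their own time, whereas T8-A came closest to T12, T12-B to T8, T4-A to T8, T12-A to T16, T8-B to T4 and T16-B to T12. All bird C libraries matched their own time. Genes are not independent replicates, so no p is given for these correlations.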

Expression at hours 8–16 correlated least with other time points, particularly at earlier stages, indicating that parasites undergo especially marked changes in gene expression during this time interval. Therefore, hours 8–16 represent an important developmental transition point during sporulation.

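Between T4 and T8, transcripts of several genes that were scarce at T0 multiplied, and their means were higher still at T12. The conserved hypothetical gene *EAH_00067240* rose from 15.7 ± 10.3 TPM at T4 to 120.4 ± 88.1 at T8 and 385 ± 176 at T12 (mean ± SD, n = 3, and n = 2 at T16). *EAH_00063420*, annotated as an aspartate aminotransferase, rose from 17.7 ± 13.2 TPM at T4 to 165 ± 122 at T8, 641 ± 332 at T12 and 765 ± 334 at T16. Against T0, the largest rises at T8 also included *EAH_00032920* (log2 fold change 7.77), *EAH_00049210* (7.43) and *EAH_00044830* (6.97), and at T12 *EAH_00066440* (9.08). The largest falls at T8 were in *EAH_00063530*, annotated as an exoribonuclease (log2 fold change -4.15), and in the conserved hypothetical genes *EAH_00006770* (-4.10), *EAH_00051500* (-4.03), *EAH_00025020* (-4.01) and *EAH_00045940* (-3.99). At T12, *EAH_00041340* (-3.72), *EAH_00055650* (-3.66) and *EAH_00025780*, annotated as a GDP-fucose transporter (-3.65), were among the lowest. From one time to the next, limma called 1051 genes between T4 and T8, of which 918 were higher at T8 and 133 lower, but the count was 0 without T4-B, T4-C or T8-C. Between T8 and T12 it called 1 gene, while 1630 genes had an unadjusted p under 0.05. With bird as a replicate block the count was 577, without T8-A it was 825 and without T12-B 986. It called 0 genes from T12 to T16 (252 at an unadjusted p under 0.05; 357 genes with bird as a block), 0 from T16 to T20 (736; 257) and 0 from T20 to T24 (203; 3). Across genes, the median Pearson's r of a library with libraries of other times was 0.899 at T0, 0.922 at T4 and at T8, 0.824 at T12, 0.843 at T16, 0.929 at T20 and 0.882 at T24. By rank correlation the order differed, with the lowest median at T0 (0.804) and the highest at T16 (0.941). The other rank medians were 0.886 at T4, 0.926 at T8, 0.931 at T12, 0.934 at T20 and 0.894 at T24. The low values at T12 and T16 thus held for Pearson's r alone. From the lower correlation of hours 8–16 with the other times, the paper reasons that gene expression changes markedly in this interval, and concludes that it is a transition point of sporulation.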

**Fig 1:**
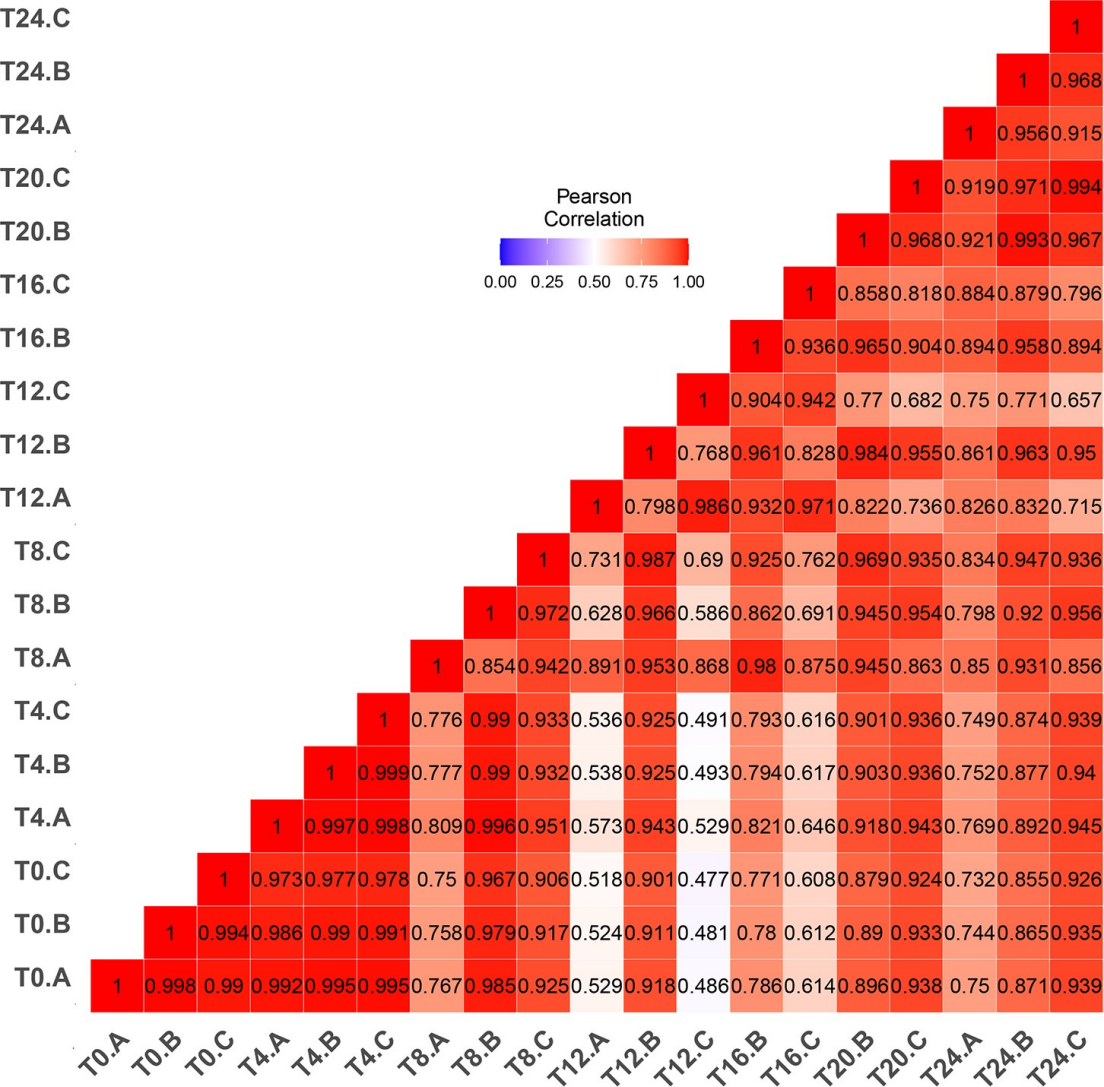
**Correlation of global transcription among biological replicates (A-C) for ~6,900 *E*. *acervulina* genes as oocysts sporulate.** Transcripts Per Million (TPM) were compared for each biological replicate every four hours during sporulation. Individual squares represent Pearson Product correlations among replicates at each time point. Correlations were greatest initially (hours 0–4 [T0-T4]) and after sporulation’s completion (hours 20–24: [T20-T24]).

### Genes expressed at high levels throughout sporulation

To identify highly expressed genes that might serve as markers of oocyst viability, we first sought to understand how uniformly genes contribute to the transcriptome during oocyst development. We examined mean TPM of biological replicates at each time point (S3 Table). A large majority of the ~6,900 annotated genes contributed few transcripts (mean TPM = 145.62, < .02% of total transcripts). 

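Few transcripts dominated the oocyst at any time, and which genes passed 100 TPM changed as sporulation went on. The gene of ribosomal protein L18 (*EAH_00032130*) had 530.1 ± 116 TPM at T0 and 87.1 ± 34.1 at T4 (mean ± SD, n = 3, and n = 2 at T16 and T20), so it stopped passing 100 TPM, and at T20 it passed it again with 238 ± 179 TPM. *EAH_00027160*, annotated as apical membrane antigen 1, an invasion protein, had 1.13 ± 0.428 TPM at T0, 75.0 ± 64.8 at T8 and 779.9 ± 449 at T16. Translation elongation factor 1-beta (*EAH_00062030*) passed 100 TPM at T0, missed it at T8 and passed it again at T24, with 251 ± 42.6 TPM at T0, 27.3 ± 3.98 at T8 and 193 ± 87.5 at T24. Genes with a mean above 100 TPM numbered 824 at T0, 604 at T4, 750 at T8, 852 at T12, 922 at T16, 826 at T20 and 836 at T24, which is 8.86% (T4) to 13.5% (T16) of the genes. Genes listed at 0 in all libraries of a time numbered 143 at T0 and 43 at T24.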

Only ~600–900 genes (<15% of the genes) at each time point were expressed >100 TPM (Table 2). To better understand global expression, we conducted an analysis of transcriptional bias at each time point. That bias reflects the variance in how much each transcript contributes to the total. Transcription was slightly more biased in genes expressed at TPM >100 (Fig 2). Among all genes (and those >100 TPM), the greatest transcriptional bias was observed at 4 hours. However, bias did not increase more than 2.5% for any time point. 

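The 10 most abundant genes took a larger part of the transcripts at T4 than at any other time, 37.5% against 30.4% at T0 and 20.7% at T16. Early transcripts carried this rise: *EAH_00034270*, a zinc finger DHHC domain gene, went from 37011 ± 4298 TPM at T0 to 46849 ± 963 at T4 (mean ± SD, n = 3), and *EAH_00037050*, a conserved hypothetical gene, from 38736 ± 4539.7 TPM at T0 to 44746 ± 2359.9 at T4. Transcript bias over all genes, the sum of squared transcript shares, was 1.49% ± 0.270 at T0, 2.13% ± 0.0822 at T4, 1.29% ± 0.374 at T8, 1.01% ± 0.108 at T12 and 1.03% ± 0.111 at T24 (SD, n = 3). At T16 and T20, with 2 libraries each, it was 0.825% and 1.08%. Among genes above 100 TPM it reached 2.47% ± 0.0947 at T4 (SD, n = 3). Every T4 library was more biased than every T0 library (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). Over all 7 times the bias differed more than with permuted times (permutation test, p = 0.00110, 100000 resamples).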

The amount of bias observed for all genes and those with TPM >100 correlated well (*r* = 0.999).

**Fig 2:**
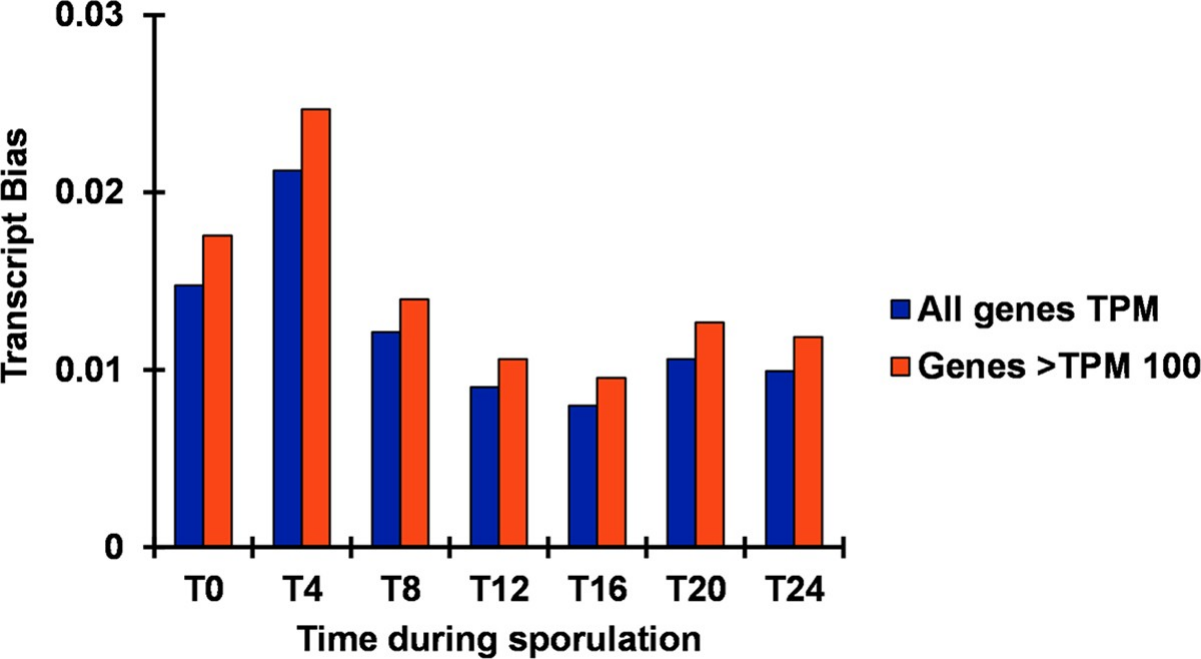
Transcript bias during oocyst sporulation. The bias in transcription (when a subset of genes most disproportionately contribute to transcripts) is greatest earlier in sporulation and peaks at hour 4 (T4). Parallel temporal patterns in transcriptional bias hold whether the analysis is performed on all genes (blue) or restricted to those each contributing at least 100 transcripts per million (TPM >100) (orange). The mean among the biological replicates is shown for each timepoint.

**Table 2:** RNA-Seq expression analytics for *E*. *acervulina* oocysts during sporulation.

Time (hours)	Most transcribed gene (TPM)	Number of genes				
		TPM >1000	TPM >100	TPM <100	Up-regulated*	Down-regulated*
0	42,934	95	826	6,041	N/A	N/A
4	52,966	78	605	6,262	794	780
8	41,238	131	751	6,116	1,554	943
12	43,379	142	853	6,014	1,897	836
16	34,457	141	923	5,944	1,893	881
20	30,654	131	826	6,041	1,663	796
24	30,802	127	836	6,031	1,843	1,085

Transcripts Per Million (TPM), averaged among biological replicates, for each time point.

*Genes expressed significantly more, or less, than initially (T0); pairwise differential expression ±1.5 fold change (FC) and adjusted *p*-value <0.05.

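Within 4 h of sporulation, single genes such as a replication licensing factor and smc1 lost most of their transcripts, while several hypothetical genes rose. The largest falls at T4 were in *EAH_00063400*, an SPX domain gene (from 13.5 ± 6.07 TPM at T0 to 0.740 ± 0.315 at T4 (mean ± SD, n = 3)), *EAH_00024360*, a DNA replication licensing factor (log2 fold change -3.82), *EAH_00001530*, the 9 kDa signal recognition particle protein (-3.81), *EAH_00059910* (-3.79) and *EAH_00066410*, the chromosome segregation protein smc1 (-3.77). The largest rises at T4 were in *EAH_00067240* (4.75), *EAH_00044830* (4.36), *EAH_00032920* (4.32), the aspartate aminotransferase gene *EAH_00063420* (3.81) and *EAH_00021630* (3.81). At T16 and T20 the largest rises were in *EAH_00032920* (log2 fold change 10.73 and 10.59), *EAH_00064490* (10.18 and 10.92), *EAH_00049210* (10.31 and 10.15), *EAH_00066440* (10.00 and 9.86) and *EAH_00049920* (9.93 and 10.28). The falls at T16 included *EAH_00010730*, an Spc97/Spc98 family gene of microtubule nucleation (-3.78), and *EAH_00058300*, a SET domain gene (-3.65). Those at T20 included *EAH_00034390* (-3.75), *EAH_00047360*, an adaptor complex gene (-3.63), and *EAH_00035960* (-3.63). limma called 477 genes higher and 1439 lower at T4, 982 genes higher and 2239 lower at T8, 1313 genes higher and 1740 lower at T12, 1545 genes higher and 1205 lower at T16, and 1326 higher and 1129 lower at T20, each against T0, among 6237 to 6491 genes tested. TPM is relative, and the median log2 fold change of all genes was -0.57 at T4, -0.93 at T8, -0.64 at T12, -0.27 at T16, -0.25 at T20 and -0.18 at T24. With median-of-ratios scaling, which sets this median near 0, the counts were 676 higher and 748 lower at T4, 1358 higher and 894 lower at T8, 1664 higher and 805 lower at T12, 1714 higher and 850 lower at T16, and 1494 and 770 at T20. The share of called genes that were higher thus moved from 24.9% to 47.5% at T4, 30.5% to 60.3% at T8, 43.0% to 67.4% at T12, 56.2% to 66.8% at T16 and 54.0% to 66.0% at T20.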

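The most abundant transcript changed during sporulation between a conserved hypothetical gene, an oocyst wall gene and a surface antigen gene. At T0, T4 and T20 it was *EAH_00004110*, a conserved hypothetical gene, with 42934 ± 4301 TPM at T0, 52966 ± 2156 at T4 and 30654 ± 2112 at T20 (mean ± SD, n = 3, and n = 2 at T16 and T20). At T8 it was *EAH_00033530*, annotated as an oocyst wall protein, and the same gene led again at T24, with 41238 ± 4582 TPM at T8 and 30802 ± 3651 at T24. At T12 and T16 the SAG gene *EAH_00059200* led, with 43379 ± 15953 TPM at T12 and 34457 ± 873 at T16. At T12 the bird B library differed from this order, since *EAH_00004110* there exceeded *EAH_00059200*. The leading gene held 5.30% of the transcripts at T4 and 3.07% at T20.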

Maximum expression for any gene ranged from 30,654 (T20) to 52,966 (T4) (accounting for 3.1–5.3% of total transcripts, Table 2). To narrow our search for important and easily amplified biomarkers, we thereafter established 1,000 TPM (0.1% of the total) as a cutoff for expression, reasoning that those genes comprising an appreciable portion of the total transcripts throughout sporulation would make for especially productive diagnostic targets.

Seeking markers of viable and infectious oocysts, we examined which transcriptional activities occur throughout the entire sporulation time course. At any given time, as few as 78 or as many as 142 genes were transcribed >1,000 TPM (at 4 and 12 hours, respectively; Table 2). Of these, 53 genes were transcribed > 1,000 TPM throughout the 24-hour time course (Fig 3). 

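The genes that stayed above 1000 TPM at every time numbered 53, the same 53 as in the study's list, and 26 of them encode hypothetical proteins. Among those with a description are polyubiquitin (*EAH_00027310*), an aspartyl protease (*EAH_00006490*), a rhomboid family gene (*EAH_00020500*), insulysin (*EAH_00006480*), the translation initiation factor SUI1 (*EAH_00029060*) and a rhoptry neck protein (*EAH_00036740*). Together they took 63.3% of all transcripts at T0, 74.0% at T4, 38.7% at T12 and 47.8% at T24. Only 2 of them were called higher at T24 than at T0 and none was called lower, and both, profilin (*EAH_00057690*) and actin (*EAH_00000650*), serve motility. At T12, *EAH_00015640*, a conserved hypothetical gene, was the 1 called lower, going from 14317 ± 1992 TPM at T0 to 4715 ± 1533 at T12 (mean ± SD, n = 3). As a group they did not move apart from the other genes at T24 (camera on ranks, preset correlation 0.01, adjusted p = 0.107) or at T12 (adjusted p = 0.586). Without T12-B the group lay below other genes at T12, and without T0-C, T24-B or T24-C it did so at T24. Over 11 alternatives the adjusted p from camera ran from 2.2e-06 to 0.908 at T12 and from 0.0193 to 0.497 at T24. The study chose the list on these libraries, so this is not independent evidence.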

For present purposes, we designate as “constitutive” the expression of these genes which were highly expressed throughout the 24-hour period we studied. We do not, however, know which of these genes are transcribed throughout the entire life cycle, including those stages infecting host cells. Of these, 49% (26/53) are annotated as hypothetical proteins in current NCBI and ToxoDB genome annotations; among these are some of the most highly-expressed genes. 

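Of the 53 genes above 1000 TPM at every time, 22 had their highest mean at T4 and 12 at T0, and 25 had higher means at T4 than at T0 and T12 and at T20 than at T12 and T24. *EAH_00004780*, a conserved hypothetical gene, is 1 of the 25, with 38390.5 ± 555 TPM at T4, 16896 ± 7865 at T12, 26662 ± 1022 at T20 and 24319.5 ± 1764 at T24 (mean ± SD, n = 3, and n = 2 at T20). *EAH_00020500*, annotated as a rhomboid family domain gene, had its highest mean at T4, and *EAH_00006490*, annotated as an aspartyl protease, had its highest mean at T4 and its lowest at T12. The higher mean of *EAH_00004780* at T20 than at T12 rests on 2 birds at T20, and at T12 its TPM was 13109 in bird A, 25938 in bird B and 11640.4 in bird C. At T12, 16 of the 53 genes had their lowest mean.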

Expression of a subset of genes peaked at T4, diminished at T12, peaked again at T20, and again decreased slightly by T24.

**Fig 3:**
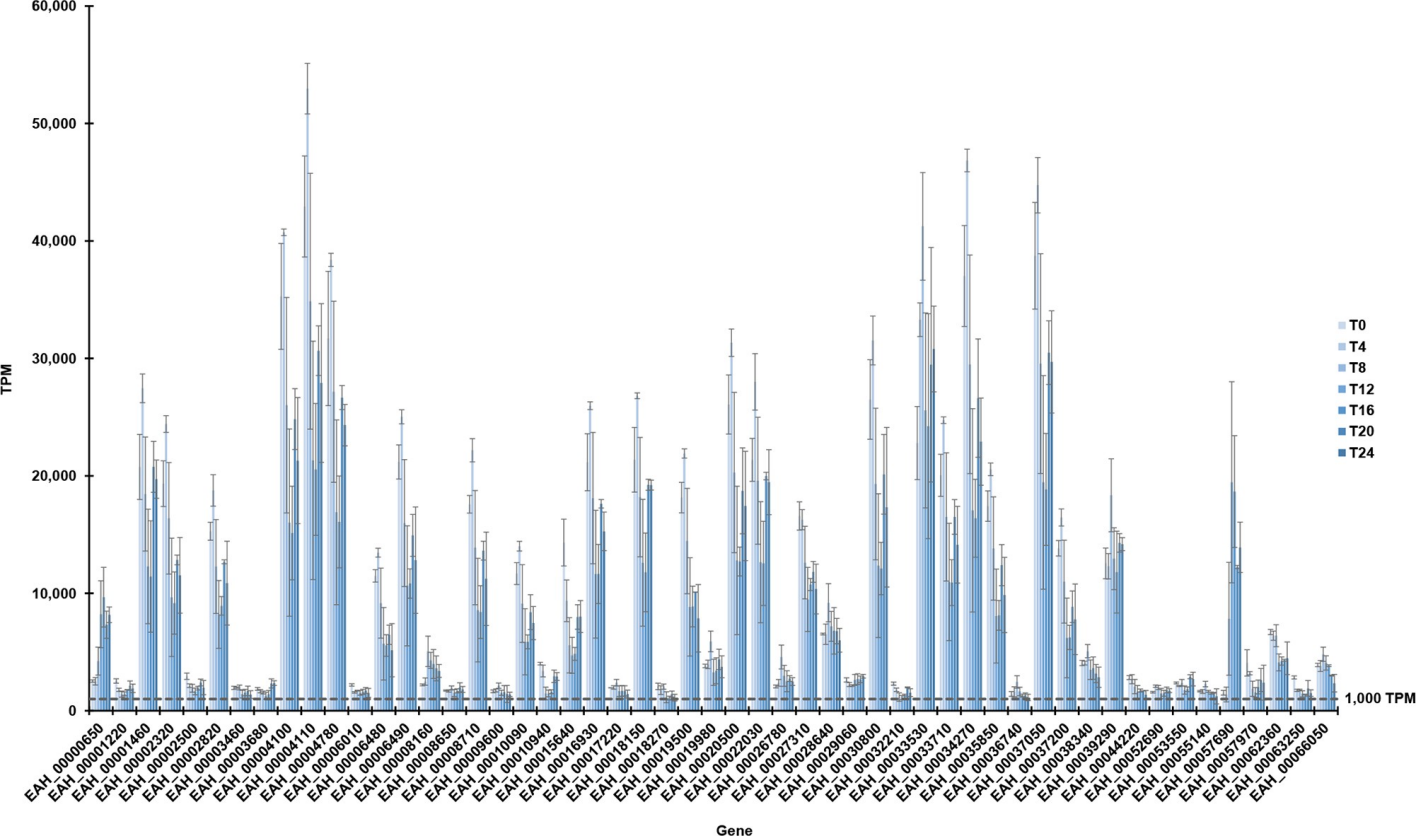
Dynamic constitutive expression of major transcripts throughout *E*. *acervulina* sporulation (T0-T24). Fifty-three genes contributed at least 1000 transcripts per million (0.1%) throughout the 24-hour period. Some (*i*.*e*. EAH_0000120; EAH_00002500) contributed a modest and relatively unchanging proportion of total transcripts, whereas others (*i*.*e*. EAH_00004100 and EAH_00004110) contributed more to the total and underwent greater change through time. (Mean TPM and SD among biological replicates).

#### Inferred function of highly expressed genes

Notably high expression characterized a few genes. These serve as the most promising candidate biomarkers for viability: expression of some exceeded a mean of 25,000 TPM over the entire time course (Fig 3, S4 Table). Two of these genes (*EAH_00004100* and *EAH_00004110*) are located near each other in the genome and are functionally related (see below). *EAH_00004110* had the highest consistent TPM across all time points (overall mean = 33,808). Other highly-expressed genes included *EAH_00037050* (encoding a hypothetical protein), *EAH_00033530* (encoding an oocyst wall protein), *EAH_00034270* (encoding a zinc finger DHHC domain-containing protein), and *EAH_00004780* (encoding a hypothetical protein). 

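The 6 genes with an overall mean above 25000 TPM were led by *EAH_00004110* and *EAH_00037050*, and all but 1 peaked at T4. *EAH_00037050* had an overall mean of 30799 TPM and 18844 ± 4764 TPM at T16 and 29698 ± 4353 at T24 (mean ± SD, n = 3, and n = 2 at T16). *EAH_00034270*, whose DHHC zinc finger domain marks enzymes that attach palmitate to proteins, had an overall mean of 28737 TPM and fell to 16388 ± 3314 TPM at T16. *EAH_00004100*, annotated as a cation-transporting ATPase, had an overall mean of 26206 TPM and went from 35275 ± 4504 TPM at T0 to 40731 ± 281 at T4, 15128 ± 3986 at T16 and 21296 ± 5372 at T24. *EAH_00033530*, the oocyst wall protein gene, was the exception, with 22791 ± 3114 TPM at T0 and 33292 ± 1429 at T4 before its T8 peak. At T24 against T0 none of the 6 was called: the log2 fold changes were -0.65 in *EAH_00004110*, -0.39 in *EAH_00037050*, 0.44 in *EAH_00033530*, -0.70 in *EAH_00034270*, -0.37 in *EAH_00004780* and -0.75 in *EAH_00004100*. The identifiers *EAH_00004100* and *EAH_00004110* follow each other in the annotation.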

On the lower end of the expression spectrum (~ ≤2,100 TPM), several genes define general and housekeeping functions (such as beta tubulin, aquaporin, and glycerol-3-phosphate dehydrogenase).

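Beta tubulin (*EAH_00006010*), a subunit of microtubules, and glycerol-3-phosphate dehydrogenase (*EAH_00002500*), which links glycolysis to lipid synthesis, were both highest at T0 and lower in the mean afterwards, but not called at T24. Beta tubulin had 2195 ± 101 TPM at T0, 1709 ± 35.8 at T8 and 1517 ± 381 at T24 (mean ± SD, n = 3) and an overall mean of 1694 TPM. Glycerol-3-phosphate dehydrogenase had 2933 ± 269 TPM at T0, 1647 ± 283 at T12 and 1971 ± 603 at T24 and an overall mean of 2129 TPM. Aquaporin (*EAH_00008650*), a water channel, had an overall mean of 1756 TPM and its highest mean at T20. At T24 against T0, the log2 fold change of *EAH_00006010* was -0.57 (standard error 0.24, adjusted p = 0.0502) and that of *EAH_00002500* was -0.62 (standard error 0.26, adjusted p = 0.0462).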

Because the nominal function of about half these genes cannot be inferred from existing genome annotations, we pursued additional means to explore gene function. We used Blast2GO to search gene homologs and identify function of proteins. After performing a BLASTP search narrowed to Apicomplexa, 21 of the 26 genes initially identified only as encoding “hypothetical proteins” yielded a more informative protein hit in the results returned (bolded in S4 Table). The protein sequences encoded by five genes (italicized in S4 Table) either matched to a hypothetical or uncharacterized protein in another species or did not have any hit (*EAH_00055140*).

Importantly, all but four genes (*EAH_00019980*, *EAH_0053550*, *EAH_0055140*, *EAH_0057970*) matched proteins in *C*. *cayetanensis*. Of these 49 genes, 23 matched the same annotated protein in *Eimeria* or a related species, 5 matched another annotated protein, and 21 matched to an uncharacterized or hypothetical protein in another species. With a few exceptions, the uncharacterized protein hits matched to original hypothetical protein annotations in *E*. *acervulina*. For the highly-expressed genes described above, only *EAH_00033530* (oocyst wall protein) and *EAH_00034270* (palmitoyltransferase ZDHHC15-like) had informative hits in *C*. *cayetanensis*.

Of the 53 total genes, 45 (85%) were successfully annotated with at least one Gene Ontology (GO) term. The genes without GO terms were mostly those encoding hypothetical proteins. In total, there were 285 GO terms annotated (S4 and S5 Tables), categorized into subontologies of Biological Process (BP, 109), Molecular Function (MF, 92), and Cellular Component (CC, 84). The most dominant BP terms included those related to protein ubiquitination, proteolysis, translation, and those encompassing microtubule/actin/cytoskeleton, response to drug, transmembrane transport, nitrogen compound metabolism, and mitosis. In addition, many terms pertained to regulation and cellular responses. The most numerous CC terms included integral component of membrane, cytoplasm, cytosol, nucleus, and ubiquitin ligase complex. In addition, other terms were identified that we could group into cytoskeleton and the endomembrane system. The dominant MF terms were ATP binding, protein, cytoskeleton, and ribosome functions, fatty acid synthesis enzymes, and ubiquitin ligase binding. Other terms pertained to protein modification and calcium binding/activity.

We chose to focus on some of the highly-expressed genes for further functional analysis. EAH_*00004110*, annotated only to encode a hypothetical protein, matched to *EAH_00004100* by BLAST and other Cation-transporting ATPases in related taxa (it was more like *E*. *maxima* Cation-transporting ATPase than EAH_00004100, however). These genes were enriched for CC GO terms, including mitochondrion and integral membrane component (S4 Table). For some of the higher-expressed genes that encode hypothetical proteins (see above), Blast2GO revealed more information. *EAH_00037050* encodes a protein related to membrane proteins in *Neospora caninum* and *T*. *gondii* and *EAH_00004780* encodes a protein related to a putative transmembrane protein in *T*. *gondii*. For each of these genes, a single GO term was identified (integral component of membrane). *EAH_00033530*, the third highest expressed gene (by mean TPM) had several GO terms, including chitin binding, extracellular region, and integral membrane component. *EAH_00034270* also had several GO terms grouped into multiple subontologies, including integral component of membrane, protein-cysteine S-palmitoyltransferase activity (protein S-acyltransferase), nitrogen compound metabolism, macromolecule modification; and primary and cellular metabolic processes. As a point of comparison, several genes encoding general function proteins had a relatively high number of terms (*e*.*g*. *EAH_00000650*, *EAH_00029060*, *EAH_00052690*) and they were toward the middle to low end of the spectrum in terms of mean TPM across sporulation.

We also applied KEGG pathway analysis to constitutively expressed genes, assigning gene-encoding enzymes to large metabolic networks. Of the 53 genes, 13 were identified as involved in more than one metabolic pathway (Fig 4A and shaded in S4 Table). Interestingly, none of these genes included any of the higher-expressed genes noted above. In fact, these genes were among the lowest-expressed throughout the time course: in the range of ~1,600–13,000 mean TPM (Fig 3, S4 Table). We also noted that some of these genes were among those with a larger number of GO annotations than others. A total of 18 pathways were identified for these genes. The major pathways defining these genes included thiamine metabolism (18.5%), purine metabolism (14.8%), glycerophospholipid metabolism (7.4%), fatty acid elongation (7.4%), and biosynthesis of unsaturated fatty acids (7.4%). 

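Transcripts of *EAH_00019500*, annotated as a transhydrogenase, an enzyme that passes hydride between NADH and NADP, were highest at T4 and lowest at T24. It had 18145 ± 1296 TPM at T0, 21905 ± 393 at T4, 14449 ± 4486 at T8, 8839.6 ± 4186 at T12 and 7871 ± 2872 at T24 (mean ± SD, n = 3). At T24 against T0 this is a log2 fold change of -1.27 (standard error 0.25, adjusted p = 6.9e-04), inside the threshold of 1.5. Over 16 alternatives the log2 fold change ran from -1.92 to -0.96 and the adjusted p from limma from 2.5e-05 to 0.0229, and it passed that threshold without T24-C (-1.52) and with label date as a term over all 19 libraries (-1.92).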

Of the genes linked to a pathway (nicotinate and nicotinamide metabolism), *EAH_00019500* had the highest expression (mean TPM = 13,241, but highest expression at T0-T4). The modestly and constitutively expressed genes encode enzymes in metabolic pathways that underlie basic housekeeping functions.

**Fig 4:**
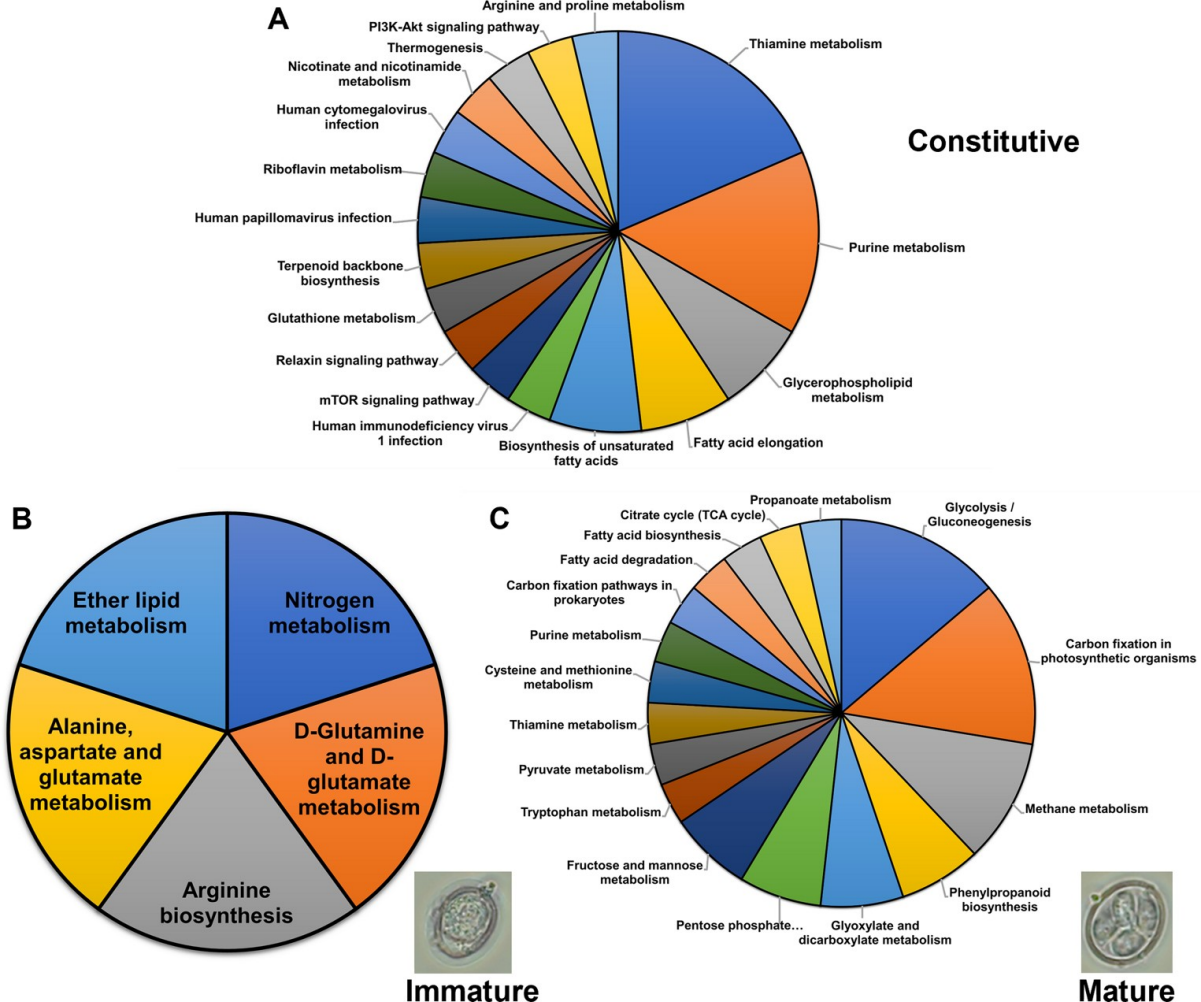
KEGG Biochemical pathway assignment for constitutively expressed genes and differentially expressed genes in immature and mature oocysts. (A) Constitutively expressed genes (13 genes were involved in 17 pathways). (B) Immature oocysts, T0 (2 genes, 5 pathways). (C) Mature oocysts, T24 (9 genes, 18 pathways). Representative photomicrographs of immature and mature oocysts are shown.

### Expressed transcription factors

As part of our RNA-Seq analysis, we wished to investigate expression of transcription factors (TFs) and if they may play a factor in sporulation. We first searched for *E*. *acervulina* genes annotated to encode TFs, identifying 17 genes (S6 Table). Only one of these (*EAH_00013480*, encoding the CCR4-NOT transcription complex subunit) was expressed over 100 TPM at any time during sporulation. Seven putative TFs were most expressed at T24 and five of them met our criteria for increased expression (>1.5 log2 fold change and *p*<0.05). The most differentially expressed gene in T24 oocysts was *EAH_00043880* (encoding transcription elongation factor TFIIS) although TPM did not exceed 2.9 during the entire time course GO terms for these genes mostly related to transcription and translation regulation. 

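Most annotated transcription factor genes stayed scarce and were not called at T24, and 1 of them, the CCR4-NOT subunit gene *EAH_00013480*, reached more than 100 TPM. CCR4-NOT is the complex that shortens the poly(A) tails of mRNA. *EAH_00013480* had 74.4 ± 2.49 TPM at T0, 37.0 ± 14.0 at T4, 267 ± 119 at T16 and 322 ± 155 at T24 (mean ± SD, n = 3, and n = 2 at T16), a log2 fold change of 2.01 (standard error 0.32, adjusted p = 1.3e-04) at T24. *EAH_00043880*, annotated as the transcription elongation factor TFIIS, had 0.380 ± 0.131 TPM at T0 and 2.93 ± 1.31 at T24, a log2 fold change of 2.62 (standard error 0.42, adjusted p = 1.2e-04). Over 16 alternatives this ran from 1.47, with a pseudocount of 1 TPM and no longer called, to 2.89. The 2 called lower were *EAH_00010010*, a leucine-zipper-like regulator, with 32.2 ± 3.76 TPM at T0 and 9.52 ± 2.75 at T24, and *EAH_00014080*, the chromatin remodeller SNF2, with 16.5 ± 3.59 TPM at T0 and 5.73 ± 2.00 at T24. At T12 the elongation factor SPT4 (*EAH_00067260*) had fallen and was back at T24, with 40.6 ± 11.6 TPM at T0, 10.4 ± 3.29 at T12 and 39.4 ± 17.6 at T24, and IWS1 (*EAH_00034610*) fell by 2.11 on the log2 scale. Of the 17 genes on the study's list, 7 had their highest mean at T24, and 2 were called higher and 2 lower (the same counts when adjusted over the list alone). The list as a whole did not move apart from other genes at T24 (camera, adjusted p = 0.648) or at T12 (adjusted p = 0.845), where its median log2 fold change was -0.27, or 0.14 with median-of-ratios scaling.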

Blast2GO found homologs of these TFs in *C*. *cayetanensis* and the top hits generally had similar annotations.

We also sought to find homologs of ApiAP2 TFs, since these are recognized as the key factors regulating apicomplexan stage differentiation during development [18, 22]. We focused on ApiAP2 TFs in *T*. *gondii* [18] and Blast2GO provided functional characterization of these genes and identified homologs in *E*. *acervulina* (S7 Table). Of the 67 *T*. *gondii* genes, all but 7 had a hit in *E*. *acervulina*. An analysis of the BLAST results found that matching hits were mostly hypothetical proteins. Also, multiple *T*. *gondii* genes had the same best hit in *E*. *acervulina*. Therefore, we identified 49 unique *E*. *acervulina* ApiAP2 homologs. Again, GO annotations for these *E*. *acervulina* hits pertained to transcriptional regulation. Eight of the 61 hits did not have any associated GO annotations. No KEGG pathways were identified for the *E*. *acervulina* matches. We blasted these 49 unique *E*. *acervulina* ApiAP2 homolog amino acid sequences against *C*. *cayetanensis*, looking for hits already annotated as ApiAP2 TFs (listed in S7 Table). Of the 49 sequences, 31 (63%) identified a sequence annotated as an ApiAP2 family member. Other TF hits were sometimes returned as well.

From the ApiAP2 homolog data set, two genes had mean TPM >100 over the entire time course. Expression of these genes did not significantly differ in immature and mature oocysts. Twenty-two unique gene homologs in *E*. *acervulina* met our criteria for significant differential expression (bolded in S7 Table). However, five of these genes (*EAH_00000660*, *EAH_00000670*, *EAH_00021020*, *EAH_00046540*, and *EAH_00051470*) were expressed >37-fold (log2 = 5.22) in mature vs. immature oocysts. Some of these genes (although not abundant) were markedly increased for expression over the time course. Therefore, these TFs may help orchestrate sporulation.

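Among tested homologs of the ApiAP2 family, the main DNA-binding regulators of apicomplexan parasites, more were called lower than higher at T24. Of the 3 largest rises tested, 2 peaked before T24. *EAH_00021020* went from 0.987 ± 0.342 TPM at T0 to 30.2 ± 16.6 at T8, 95.9 ± 9.55 at T16 and 56.2 ± 10.5 at T24 (mean ± SD, n = 3, and n = 2 at T16), a log2 fold change of 5.72 (standard error 0.35, adjusted p = 2.6e-08) at T24. *EAH_00046540* went from 0.420 ± 0.240 TPM at T0 to 17.2 ± 6.11 at T8 and 25.7 ± 6.27 at T12, with a log2 fold change of 4.78 (standard error 0.57, adjusted p = 1.2e-05) at T24. *EAH_00051470* rose later, from 0.0267 ± 0.00577 TPM at T0 to 3.23 ± 1.33 at T16 and 6.20 ± 3.82 at T24, with a log2 fold change of 5.46 (standard error 0.45, adjusted p = 3.7e-07). *EAH_00000660* and *EAH_00000670* were below 0.1 TPM on average over the libraries compared and were not tested, and both were listed at 0 in every T0 library. At T24, *EAH_00000660* had 0.0867 ± 0.0208 TPM and *EAH_00000670* 0.160 ± 0.0557 TPM. Falls included *EAH_00013510*, with 24.0 ± 6.11 TPM at T0 and 4.60 ± 0.571 at T24, and *EAH_00058170*, with 13.1 ± 2.94 TPM at T0 and 2.59 ± 0.880 at T24, and at T12 *EAH_00022830* (log2 fold change -2.42) and *EAH_00056900* (-1.91). Of 46 homologs tested at T24, 7 were higher and 12 lower (the same counts when adjusted over the list alone), with a median log2 fold change -0.90, or -0.72 relative to the median of all genes (camera, adjusted p = 0.151). With median-of-ratios scaling the counts at T24 were closer, with 8 higher and 10 lower. At T12, 5 were higher and 9 lower, and the sign of their median changes with median-of-ratios scaling, from -0.55 to 0.17.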

### Temporal dynamic gene expression defines temporally variable patterns and markers for immature and mature oocysts

We sought maturation biomarkers by identifying genes whose stage-specific differential expression identified immature, maturing or fully mature oocyst cohorts. Mature oocyst cohorts are enriched for fully sporulated oocysts. To conduct a preliminary, global analysis, we analyzed expression variance for all biological replicates through time. A heatmap of the 50 most temporally-variable genes revealed consistent patterns in differential gene expression over the first 24 hours of sporulation (Fig 5). A graded, chronological increase in expression is evident for many genes. Of these genes, upregulation for some began at T8, and almost all increased expression by T12; some reached highest expression at T24. 

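All 50 of the most variable genes rose during sporulation: 28 were called higher than at T0 by T4, 46 by T8 and 50 by T12, and 0 were called lower at any of these times by limma. Their highest mean was at T24 in 31 genes, at T16 in 17 and at T12 in 2. The most variable was *EAH_00064490*, and others near the top were *EAH_00010650*, *EAH_00066440*, *EAH_00049920* and the peroxisomal catalase gene *EAH_00041420*. *EAH_00066440*, a hypothetical gene, went from 0.150 ± 0.121 TPM at T0 to 2.04 ± 2.15 at T4, 23.8 ± 18.0 at T8, 149 ± 96.0 at T12 and 383 ± 115 at T24 (mean ± SD, n = 3, and n = 2 at T16 and T20). Other genes peaked earlier and fell again, among them the rhoptry kinase gene ROP25 (*EAH_00025330*), with 8.13 ± 6.24 TPM at T0, 372 ± 178 at T8 and 36.8 ± 25.8 at T24. The conserved hypothetical gene *EAH_00006390* did so too, with 42.2 ± 30.4 TPM at T0, 1569.6 ± 679 at T8 and 189 ± 78.9 at T24, as did *EAH_00048880*, *EAH_00032220* and *EAH_00060900*, all highest at T8. Highest at T12 were *EAH_00053490*, with 15.8 ± 12.9 TPM at T0, 2961 ± 1246 at T12 and 742 ± 351 at T24, and *EAH_00036220*, *EAH_00003300* and *EAH_00019820*. Highest at T16 were *EAH_00056010*, with 2.44 ± 0.0656 TPM at T0, 2198 ± 1124 at T16 and 1544 ± 144 at T24, and *EAH_00037680*. Highest at T4, but little above T0 there, were *EAH_00065600*, with 176 ± 22.0 TPM at T0, 217 ± 59.1 at T4 and 40.0 ± 9.46 at T24, and *EAH_00027850*, *EAH_00027520*, *EAH_00009020* and *EAH_00020000*. *EAH_00016250*, the 1 called gene highest at T20 with a mean of 100 TPM or more at any time, was there level with T0, at 167 ± 53.2 TPM at T0, 55.3 ± 31.8 at T12 and 167 ± 48.5 at T20. By limma's F test over the 7 times, 4905 of 6516 genes changed (adjusted p under 0.05 and a log2 range of at least 1.5). Of these, 2167 were highest at T0, 101 at T4, 313 at T8, 400 at T12, 659 at T16, 101 at T20 and 1164 at T24. Variance was taken over log2 TPM of 6269 genes with at least 0.01 TPM in every library. The 50 genes were chosen for their variance over these same libraries, so their calls are not independent evidence. Large changes at T24 were mostly rises, with 437 genes called higher by more than log2 4 and 12 lower, and a ranking by log2 variance takes these first.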

A group of down-regulated genes defines immature oocysts (not strongly expressed after hour 8). The greatest consistency among biological replicates occurred initially (T0-T4) and in mature oocysts (T24). Thus, many genes may serve as biomarkers for sporulated, infectious oocysts of *E*. *acervulina*.

**Fig 5:**
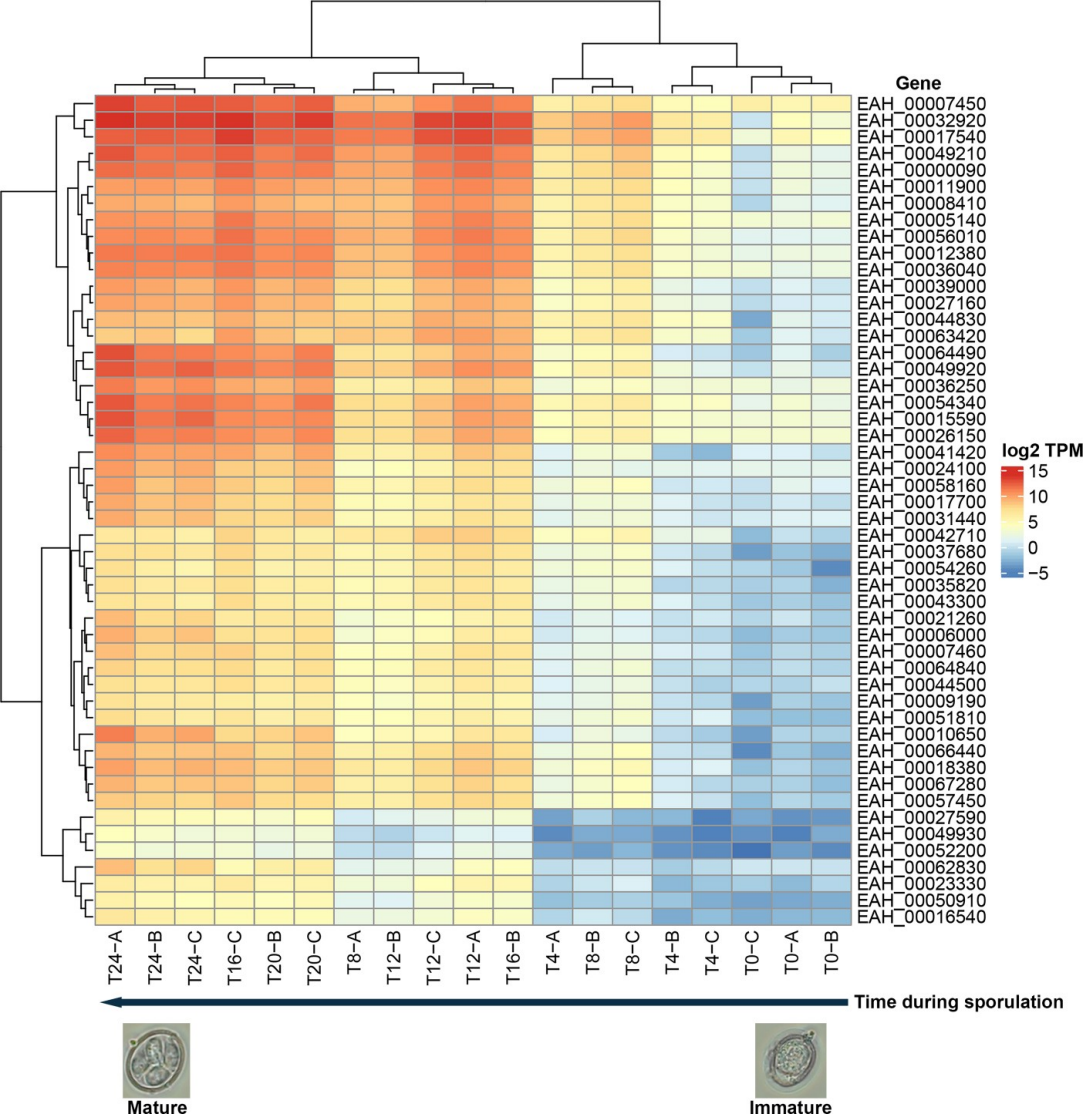
Coordinated change in the top 50 genes undergoing the greatest extent of variation in expression through time. Maximal expression of such genes occurs in mature oocysts (left side of heatmap). Note considerable agreement among biological replicates. Expression is displayed as log2 TPM.

### Genes especially expressed in immature oocysts

Comparing expression at hour 0 and 24 identified genes most associated with either immature or mature oocysts. Biological replicates at each timepoint were pooled for this purpose. Initially, we considered all genes whose expression differed at hours 0 and 24 (S8 Table); we then examined such genes meeting additional thresholds. 

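By the end of sporulation, the 12 genes with the largest rises were mostly hypothetical, with a microneme gene, a heat shock gene and a catalase gene among them, and those with the largest falls were mostly hypothetical too. The largest rise was in *EAH_00064490*, from 0.983 ± 1.12 TPM at T0 to 3821 ± 2611 at T24 (mean ± SD, n = 3). It was followed by *EAH_00049920* (log2 fold change 11.41), *EAH_00010650* (11.41), *EAH_00032920* (11.03), *EAH_00049210* (10.68), *EAH_00066440* (10.66), *EAH_00018380* (10.46) and *EAH_00006000* (10.06), all annotated as hypothetical. Of the next 4, *EAH_00000090* encodes a microneme protein (log2 fold change 9.82), *EAH_00067280* a heat shock protein (9.79), *EAH_00027150* a hypothetical protein (9.62) and *EAH_00041420* a peroxisomal catalase (9.46). The largest falls were in *EAH_00059910*, from 58.3 ± 3.21 TPM at T0 to 2.94 ± 2.26 at T24, in *EAH_00051500*, from 474 ± 132 TPM at T0 to 25.0 ± 11.8 at T24, and in *EAH_00055650*, from 423 ± 126 TPM at T0 to 24.1 ± 12.1 at T24. They were followed by *EAH_00034390* (-4.19), *EAH_00068630* (-4.18), *EAH_00034210* (-4.17), *EAH_00041340* (-4.15), *EAH_00060710* (-4.11) and *EAH_00064450* (-4.04), hypothetical genes as well. Then came a structural maintenance of chromosomes gene (*EAH_00053620*, -3.96), a sugar permease (*EAH_00048990*, -3.90) and a SET domain gene (*EAH_00058300*, -3.89). These 24 genes were chosen among those that moved the same way in all 3 birds, and their adjusted p from limma was 4.2e-06 at most. Of 6556 genes tested, 2899 passed both thresholds, with 1542 higher and 1357 lower at T24. With median-of-ratios scaling 1673 were higher and 1094 lower. The library labels carry 2 dates, and all T0 libraries carry the earlier and all T24 libraries the later one. With label date as a term in a fit of all 19 libraries, 2821 genes were called, and the term rests on the 3 T12 libraries, the only time with both dates.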

Of the ~6900 genes, 2,928 were significantly differentially expressed (1,843 up-regulated, 1,085 down-regulated) using +/- 1.5 log2 fold change (FC) and adjusted *p*< 0.05 as threshold criteria (Fig 6, Table 2).

**Fig 6:**
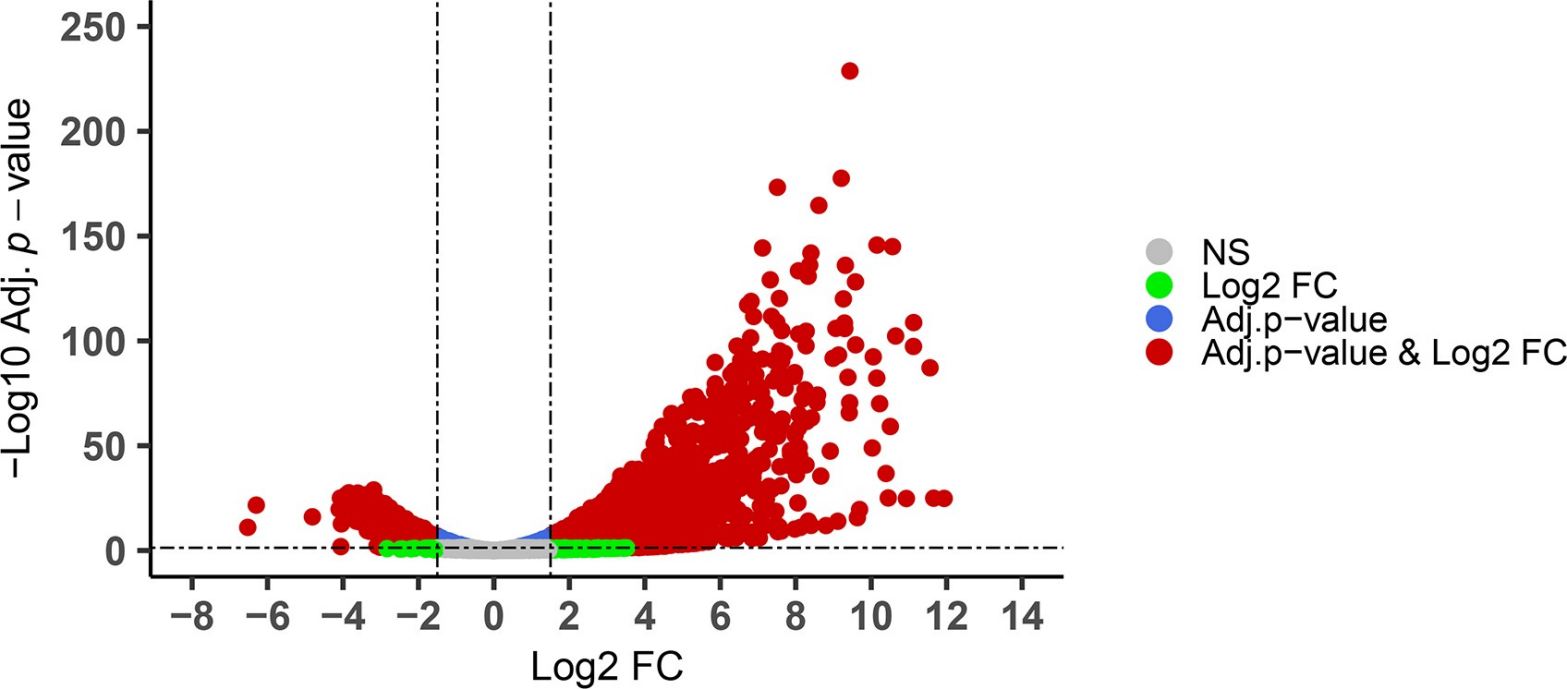
Differentially expressed genes in mature and immature oocysts of *E*. *acervulina*. Expression at hour 24 was compared to expression at hour 0, using ±1.5 log2 Fold Change (FC) with an adjusted *p* <0.05 as threshold criteria. By these criteria, 2,928 significantly differentially expressed genes were identified (1,843 up-regulated, 1,085 down-regulated). NS indicates non-significant.

Among these differentially-expressed genes, we then focused on those expressed with >1,000 TPM at T0. A group of only eight genes met this expression threshold (Fig 7). Notably, each of these genes constituted a greater proportion of total transcripts at T0 than at any other time point. 

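The 8 genes of immature oocysts were each most abundant at T0 and fell within 4 h, apart from *EAH_00002160*, a microtubule-binding protein gene, which fell more slowly. *EAH_00006770*, a conserved hypothetical gene, went from 10092 ± 3137 TPM at T0 to 812 ± 281 at T4 and 575 ± 84.9 at T8 (mean ± SD, n = 3). *EAH_00050370* went from 4112 ± 911 TPM at T0 to 860.3 ± 285 at T4 and 522 ± 164 at T8, and *EAH_00034940* from 2853 ± 629 TPM at T0 to 562 ± 178 at T4. *EAH_00002160* went from 1238 ± 294 TPM at T0 to 773 ± 190.5 at T4 and 321 ± 148 at T8. Against the next highest time, the T0 level was 10.4 times as high in *EAH_00006770*, 4.21 times in *EAH_00050370*, 4.14 times in *EAH_00000360* and 1.60 times in *EAH_00002160*. At T4, 7 of the 8 genes were called lower than at T0, and at T8 all 8.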

Table 3 shows the mean TPM for each of these genes throughout sporulation and log2 FC compared to T24 by differential expression analysis. Initial TPM of these genes exceeded the next-highest time point by 1.6–10.4-fold (for *EAH_00002160* and *EAH_00006770*, respectively). Although initial expression of these genes (T0) significantly exceeded that of mature oocysts (T24), differential expression never exceeded 12-fold (*EAH_00006770*, log2 = 3.6). 

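At T24 all 8 genes were lower than at T0, by log2 fold changes between -1.96 in *EAH_00020350*, a haloacid dehalogenase-like hydrolase, and -3.88 in *EAH_00006770*. The fall in *EAH_00006770* had a standard error of 0.29 (adjusted p = 1.4e-07), and that in *EAH_00000360* was -3.04 (standard error 0.27, adjusted p = 9.1e-07). *EAH_00002160* fell by 2.92 on the log2 scale (standard error 0.28, adjusted p = 1.4e-06) and *EAH_00050370* by 2.83 (standard error 0.39, adjusted p = 3.9e-05). Bird C kept more of these transcripts at T24 than the other birds, for example 1145 TPM of *EAH_00050370* against 292 in bird A and 548 in bird B, and 1099 TPM of *EAH_00034940* against 291 and 411. As a group the 8 genes had a median log2 fold change -2.65, or -2.47 relative to the median of all genes (camera, adjusted p = 1.9e-04, and adjusted p = 0.593 with an estimated correlation). They were chosen by the study on these libraries, so their direction is not independent evidence. Counted anew, 10 genes had more than 1000 TPM at T0 and were called lower at T24: these 8, and *EAH_00014220* (log2 fold change -1.79) and *EAH_00065710* (-1.61), which were named after their values were seen. Without T24-C the count was 16.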

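In 5 of the 8 genes most abundant at T0, the mean at T20 lay above those at T16 and T24. *EAH_00048170*, which encodes a subtilase family serine protease, had 466 ± 120.1 TPM at T12, 655 ± 362 at T16 and 1117 ± 632 at T20 (mean ± SD, n = 3, and n = 2 at T16 and T20). *EAH_00020350* had 253 ± 38.4 TPM at T12, 303 ± 75.3 at T16 and 558 ± 154 at T20, and *EAH_00031010*, the NADP-specific glutamate dehydrogenase gene, 188 ± 59.7 TPM at T12, 451 ± 299 at T20 and 346 ± 242 at T24. In contrast, the mean of *EAH_00002160* went from 354 ± 80.1 TPM at T16 to 198 ± 108 at T20 and 164 ± 41.1 at T24. Followed within one bird, the T20 level exceeded both neighbours in 5 of 8 genes in bird B and in 5 of 8 in bird C, the only birds sequenced at T16 and T20. The 2 libraries at T20 lay far apart, for example with 670.4 TPM of *EAH_00048170* in bird B and 1564 in bird C.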

All genes were expressed more in at least one intermediate stage compared to T24, and five experienced a secondary peak at T20 before decreasing again at T24. *EAH_00006770* was expressed >10,000 TPM at hour zero, a proportion at least twice as great as any other gene in the group. The next highest expressed gene in the group (*EAH_00050370*) had 5-fold (log2 = 2.3) higher expression than at T24. *EAH_00048170* (the third highest expressed gene) was expressed ~3.8-fold (log2 = 1.94) more than at T24.

**Fig 7:**
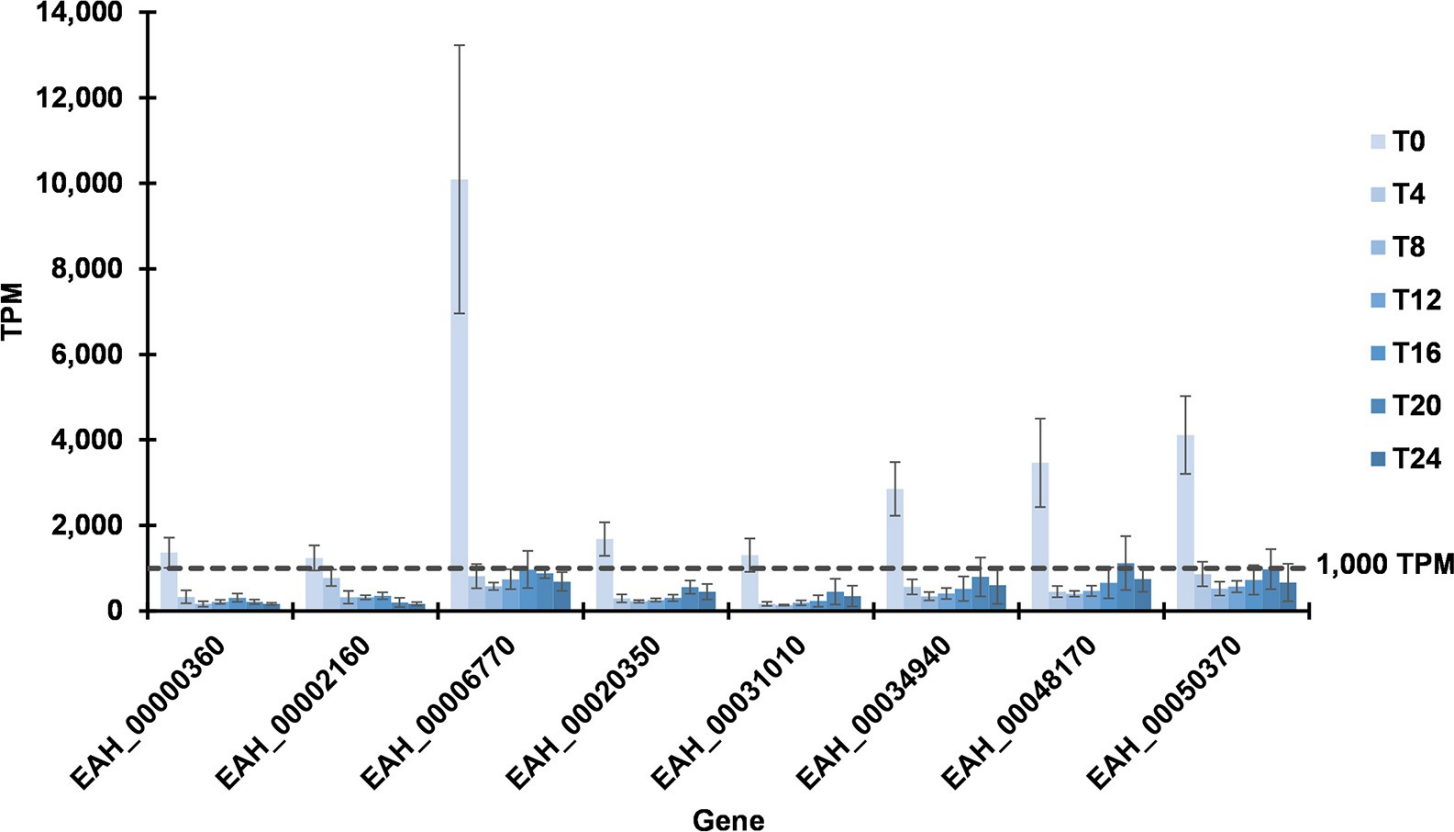
Significantly up-regulated major transcripts in immature oocysts. Eight genes contributed at least 1,000 transcripts per million (TPM) and were transcribed more at hour 0 than at hour 24 (using >1.5 log2 fold change and adjusted *p* <0.05 as threshold criteria).

**Table 3:** Significantly differentially expressed genes between immature (T0) and mature (T24) *E*. *acervulina* oocysts.

**T0 Up-regulated genes**							
**Gene**	**T0 TPM**	**T12 TPM**	**T24 TPM**	**Mean TPM** *	**Log2 FC** **	**Adjusted *p-*value**	**Original annotation**
EAH_00006770	10,092	739	685	2,232	3.59	4.63E-21	hypothetical protein, conserved CDS
EAH_00050370	4,112	569	662	1,241	2.32	3.21E-06	hypothetical protein, conserved CDS
EAH_00048170	3,465	466	744	1,058	1.94	3.53E-06	subtilase family serine protease, putative CDS
EAH_00034940	2,853	407	601	891	1.94	1.46E-04	hypothetical protein CDS
EAH_00020350	1,678	253	446	547	1.64	6.09E-05	haloacid dehalogenase-like hydrolase domain-containing protein, putative CDS
EAH_00000360	1,363	212	164	407	2.81	1.24E-16	hypothetical protein, conserved CDS
EAH_00031010	1,305	188	346	410	1.61	1.37E-03	NADP-specific glutamate dehydrogenase, putative CDS
EAH_00002160	1,238	318	163	502	2.68	4.59E-14	microtubial-binding protein, putative CDS
**T24 up-regulated genes**							
**Gene**	**T0 TPM**	**T12 TPM**	**T24 TPM**	**Mean TPM** *	**Log2 FC** **	**Adjusted *p*-value**	**Original annotation**
EAH_00011300	1,622	8,200	22,929	8,368	3.9	4.17E-31	hypothetical protein, conserved CDS
EAH_00059200	588	43,379	19,815	19,577	5.1	1.79E-19	SAG family member CDS
EAH_00059950	448	30,353	14,306	14,459	5.0	1.67E-17	SAG family member CDS
EAH_00057690	1,531	19,450	13,911	10,216	3.4	2.97E-36	profilin family protein, putative CDS
EAH_00032920	9.0	7,138	11,461	5,134	10.0	1.17E-49	hypothetical protein CDS
EAH_00045000	347	7,074	9,793	4,856	4.9	1.08E-55	actin depolymerizing factor, putative CDS
EAH_00000650	2,524	8,211	8,164	5,836	1.9	1.55E-10	actin, putative CDS
EAH_00007450	39.7	1,624	6,839	2,177	7.6	5.61E-121	glyceraldehyde-3-phosphate dehydrogenase, putative CDS
EAH_00022290	50.3	656	5,848	1,502	7.0	8.73E-78	hypothetical protein CDS
EAH_00017770	105	4,878	5,704	3,328	5.8	2.23E-34	hypothetical protein, conserved CDS
EAH_00013230	672	5,962	5,156	3,607	3.1	1.11E-22	hypothetical protein, conserved CDS
EAH_00049200	125	10,834	4,768	5,013	5.2	2.12E-16	hypothetical protein CDS
EAH_00017540	17.9	5,311	4,614	3,031	8.0	9.87E-56	hypothetical protein, conserved CDS
EAH_00049920	1.8	761	4,414	1,224	11.1	4.46E-98	hypothetical protein, conserved CDS
EAH_00002690	44.8	857	4,400	1,286	6.7	1.38E-85	serine protease inhibitor, putative CDS
EAH_00015590	7.0	478	4,277	1,050	9.3	8.62E-137	hypothetical protein, conserved CDS
EAH_00049210	3.0	2,433	4,033	1,737	10.2	8.80E-71	hypothetical protein, conserved CDS
EAH_00044990	169	3,263	3,951	2,136	4.7	4.61E-66	Hsp20/alpha crystallin domain-containing protein, putative CDS
EAH_00058140	43.3	5,237	3,851	2,757	6.4	1.57E-31	hypothetical protein, conserved CDS
EAH_00064490	1.0	338	3,821	941	10.9	1.53E-25	hypothetical protein CDS
EAH_00040110	62.0	7,430	3,598	3,449	5.8	3.22E-25	hypothetical protein, conserved CDS
EAH_00054340	5.1	459	3,589	984	9.4	2.23E-83	lactate dehydrogenase, putative CDS
EAH_00047270	18.9	598	2,878	902	7.4	2.04E-112	peroxiredoxin, putative CDS
EAH_00001100	84.6	10,150	2,853	4,024	5.0	1.47E-17	hypothetical protein, conserved CDS
EAH_00026150	8.8	406	2,748	763	8.4	6.79E-137	hypothetical protein, conserved CDS
EAH_00000090	3.7	1,938	2,716	1,338	9.4	1.99E-66	Microneme protein etmic-2/7h, related CDS
EAH_00031210	116	9,179	2,433	3,890	4.4	4.75E-14	hypothetical protein, conserved CDS
EAH_00034850	107	9,976	2,390	3,827	4.5	1.04E-19	hypothetical protein, conserved CDS
EAH_00012380	4.2	1,120	2,336	976	9.2	2.55E-178	hypothetical protein, conserved CDS
EAH_00001210	27.7	4,277	2,213	2,075	6.3	1.61E-34	serine proteinase inhibitor TgPI-2, putative CDS
EAH_00011540	527	2,473	2,143	1,542	2.2	1.90E-16	14-3-3 protein, putative CDS
EAH_00049190	54.1	7,835	2,037	3,116	5.2	1.76E-18	hypothetical protein CDS
EAH_00053040	19.0	571	1,911	681	6.8	3.17E-102	superoxide dismutase, putative CDS
EAH_00011680	96.5	8,727	1,903	3,305	4.3	1.07E-13	SAG family member CDS
EAH_00043500	112	869	1,739	728	4.1	1.62E-39	hypothetical protein, conserved CDS
EAH_00036040	5.0	1,048	1,731	808	8.6	2.27E-165	hypothetical protein, conserved CDS
EAH_00062880	124	616	1,719	674	3.9	4.02E-33	uridine phosphorylase, putative CDS
EAH_00019100	70.9	5,744	1,699	2,388	4.6	1.35E-17	myosin light chain TgMLC1, putative CDS
EAH_00036250	5.4	164	1,586	404	8.3	1.44E-131	hypothetical protein, conserved CDS
EAH_00039520	123	1,300	1,568	836	3.8	1.86E-39	hypothetical protein, conserved CDS
EAH_00056010	2.4	1,445	1,544	910	9.4	1.69E-229	hypothetical protein, conserved CDS
EAH_00057900	13.9	458	1,507	545	6.9	2.29E-112	Fructose-bisphosphate aldolase, related CDS
EAH_00009280	16.1	2,311	1,411	1,117	6.4	1.60E-34	hypothetical protein CDS
EAH_00017580	32.2	3,021	1,377	1,353	5.4	2.43E-26	hypothetical protein, conserved CDS
EAH_00002760	74.5	5,292	1,373	2,107	4.2	2.52E-17	hypothetical protein, conserved CDS
EAH_00067850	12.6	431	1,290	484	6.8	1.46E-119	Fructose-bisphosphate aldolase, related CDS
EAH_00054350	30.1	2,849	1,214	1,299	5.3	1.83E-19	hypothetical protein, conserved CDS
EAH_00010660	14.7	95.7	1,182	289	6.4	7.91E-59	hypothetical protein, conserved CDS
EAH_00010650	0.3	49.8	1,175	238	11.6	6.69E-88	hypothetical protein, conserved CDS
EAH_00065220	13.8	1803	1,138	910	6.3	2.01E-28	hypothetical protein CDS
EAH_00022310	12.4	435	1,133	417	6.6	1.02E-96	hypothetical protein, conserved CDS
EAH_00005140	6.9	1251	1,126	724	7.5	5.36E-174	hypothetical protein, conserved CDS
EAH_00002610	45.5	542	1,092	474	4.7	2.76E-31	Heat shock protein, related CDS
EAH_00037890	27.8	3146	1,070	1,359	5.2	5.88E-19	hypothetical protein, conserved CDS
EAH_00044180	47.2	3601	1,066	1,477	4.6	6.05E-25	hypothetical protein, conserved CDS
EAH_00041420	1.4	170	1,060	313	9.6	6.96E-129	peroxisomal catalase, putative CDS

Transcripts Per Million (TPM), averaged among biological replicates, for time points T0, T12, and T24. Genes are sorted by TPM at T0 or T24.

*Mean TPM = mean gene TPM for all biological replicates and time points

**Genes expressed significantly more in T0-T24 pairwise comparison, meeting thresholds of >1.5 log2 fold change (FC) and adjusted *p* <0.05 and had >1,000 TPM assessed at T0 and T24. Log2 FC and adjusted *p*-value were determined from DeSeq2

#### Functions of genes expressed most in immature oocysts

Blast2GO analysis found that of the four genes originally only annotated as encoding a hypothetical protein, two (*EAH_00000360*, *EAH_00034940*) matched to a more informative sequence (bolded in S9 Table). The top two up-regulated genes at T0, *EAH_00006770* and *EAH_00050370* (italicized in S9 Table), returned matches only to hypothetical or uncharacterized proteins from related species. A hit was identified for *C*. *cayetanensis* for each of the eight genes. Three of the *C*. *cayetanensis* hits were annotated only as hypothetical or uncharacterized proteins, but three others matched to a protein with similar annotation in another species. Two other hits matched to different proteins, including an endoribonuclease YBEY, chloroplastic and alkyldihydroxyacetonephosphate synthase, peroxisomal (the latter being the hit for *EAH_00034940*).

Of these same 8 genes, all except *EAH_00006770* were annotated with at least one Gene Ontology (GO) term and some terms were assigned to genes originally annotated as hypothetical proteins. In total, there were 37 GO terms annotated (S9 and S10 Tables) categorized into subontologies of BP (11), MF (10), and CC (16). Three genes were associated with only one GO term (integral component of membrane [*EAH_00000360*, *EAH_00050370*] or hydrolase activity [*EAH_00020350*]). Three GO terms were associated with *EAH_00048170*, including proteolysis, serine-type endopeptidase activity, and membrane. Most of the terms overall were assigned to the remaining genes (*EAH_00002160*, *EAH_00031010*, and *EAH_00034940*) and encompassed a diversity of important functions and processes. *EAH_00002160* (encodes a microtubial-binding protein) had 15 associated GO terms including autophagy, organelles (apicoplast, Golgi apparatus), SNARE binding, and intracellular transport. *EAH_00034940* (encodes a hypothetical protein) matched to lactate dehydrogenase [LDH] in *E*. *necatrix*) and had 10 GO terms, including mitochondria and peroxisome components and processes, oxidoreductase activity, Flavin Adenine Dinucleotide (FAD) binding, and ether lipid biosynthesis. *EAH_00031010* (encodes Nicotinamide adenine dinucleotide phosphate [NADP]-specific glutamate dehydrogenase) also had several GO term annotations, including those involved in glutamate metabolism, nucleic acid metabolic process/nucleotide binding, apicoplast, and cytosol. KEGG pathway analysis performed on this gene set found two genes (*EAH_00031010* and *EAH_00034940*, shaded in S9 Table) were associated with 5 pathways (Fig 4B). These pathways included nitrogen metabolism, ether lipid metabolism, and several amino acid (glutamine, glutamate, arginine, alanine, aspartate) metabolic pathways. *EAH_00048170* (while not identified as integral to a metabolic pathway), encodes a putative subtilase family serine protease that appears to have broad and diverse activity. Genes encoding proteins linked to these pathways, although not with highest TPM, were still ~3-fold higher expressed than at any other time point during sporulation. This indicates these pathways may be unique to immature oocysts.

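The glutamate dehydrogenase gene *EAH_00031010*, an enzyme of nitrogen metabolism, and *EAH_00034940*, a hypothetical gene the study links to ether lipid metabolism, were both most abundant at T0. *EAH_00031010* had 1305 ± 389 TPM at T0, 164 ± 48.1 at T4 and 139 ± 13.6 at T8 (mean ± SD, n = 3, and n = 2 at T20), and its T0 level was 2.90 times that at T20, the next highest time. *EAH_00034940* had 342 ± 96.1 TPM at T8, 795 ± 457 at T20 and 601 ± 436 at T24, and its T0 level was 3.59 times that at T20. At T24 against T0 the log2 fold change was -2.08 (standard error 0.39, adjusted p = 4.5e-04) in *EAH_00031010* and -2.46 (standard error 0.39, adjusted p = 1.3e-04) in *EAH_00034940*. With label date as a term over all 19 libraries, the fall in *EAH_00031010* was -2.07 and no longer passed the test. Over 16 alternatives its log2 fold change ran from -2.62 to -1.80 and its adjusted p from 4.3e-07 to 0.0535, which was with label date.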

### Genes especially expressed in mature oocysts

Finally, we identified 56 genes expressed >1,000 TPM at T24 and to a significantly greater extent compared to T0. As illustrated in Fig 8, some genes increased in relative abundance as early as 8 or 12 hours after commencing sporulation, some accounting for their maximum proportion of total transcripts midway through the study (at hour 12 or 16). 

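From T8 to T12, transcripts of the SAG genes *EAH_00059200* and *EAH_00059950* went higher in each of the 3 birds, though limma called neither for this step. *EAH_00059200* had 588 ± 450.2 TPM at T0, 3430.1 ± 2057 at T4 and 20749 ± 11843 at T8 (mean ± SD, n = 3, and n = 2 at T16 and T20), before 19581 ± 7105 TPM at T20. *EAH_00059950* had 448 ± 353 TPM at T0, 2529 ± 1496 at T4, 14882 ± 7838 at T8, 30354 ± 11686 at T12 and 29478 ± 6252 at T16. From T8 to T12, *EAH_00059950* went from 23358 to 37429 TPM in bird A, from 7895 to 16865 in bird B and from 13394 to 36767 in bird C. Against T0, the log2 fold change of *EAH_00059200* was 5.33 (standard error 0.55, adjusted p = 6.2e-06) at T8 and 6.48 (standard error 0.55, adjusted p = 3.6e-06) at T12. That of *EAH_00059950* was 5.29 at T8 and 6.37 at T12.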

Notably, two genes encoding surface antigens (SAGs) (which had the highest overall mean TPM throughout the time course) increased ~2-fold from T8 to T12. Of the 56 genes, 52% (n = 29) peak at an intermediate time point, and not at T24. Approximately 45% (n = 25) of the genes were expressed higher at T12 than T24 (Table 3). 

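The 56 genes of mature oocysts held 1.03% of all transcripts at T0, 26.8% at T12 and 22.8% at T24. Their highest mean was at T12 in 16 genes, at T16 in 14 and at T24 in 26, and 25 were higher at T12 than at T24. *EAH_00056010*, a conserved hypothetical gene, was among those that peaked at T16 (log2 fold change 9.66 there and 9.24 at T24). *EAH_00049210*, also hypothetical, was among those highest at T24, and went from 2.97 ± 2.39 TPM at T0 to 510.4 ± 421 at T8, 2433 ± 1532 at T12 and 4033 ± 1649 at T24 (mean ± SD, n = 3). Of the 56, 30 were called higher than at T0 already at T4, 48 at T8 and 56 at T12, T16, T20 and T24 each (the same count at T24 when adjusted over the list alone). With above 1000 TPM at T24 and a call higher than at T0, the same 56 genes were found anew, and 35 of them are annotated as hypothetical. As a group they had a median log2 fold change 6.34, which is 6.53 above the median of all genes (camera, adjusted p = 6.3e-22, and adjusted p = 0.591 with an estimated correlation), and since the study chose them on these libraries this is not independent evidence of a rise.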

Strong expression of these genes indicates that the oocysts are undergoing, or have successfully completed, sporulation.

**Fig 8:**
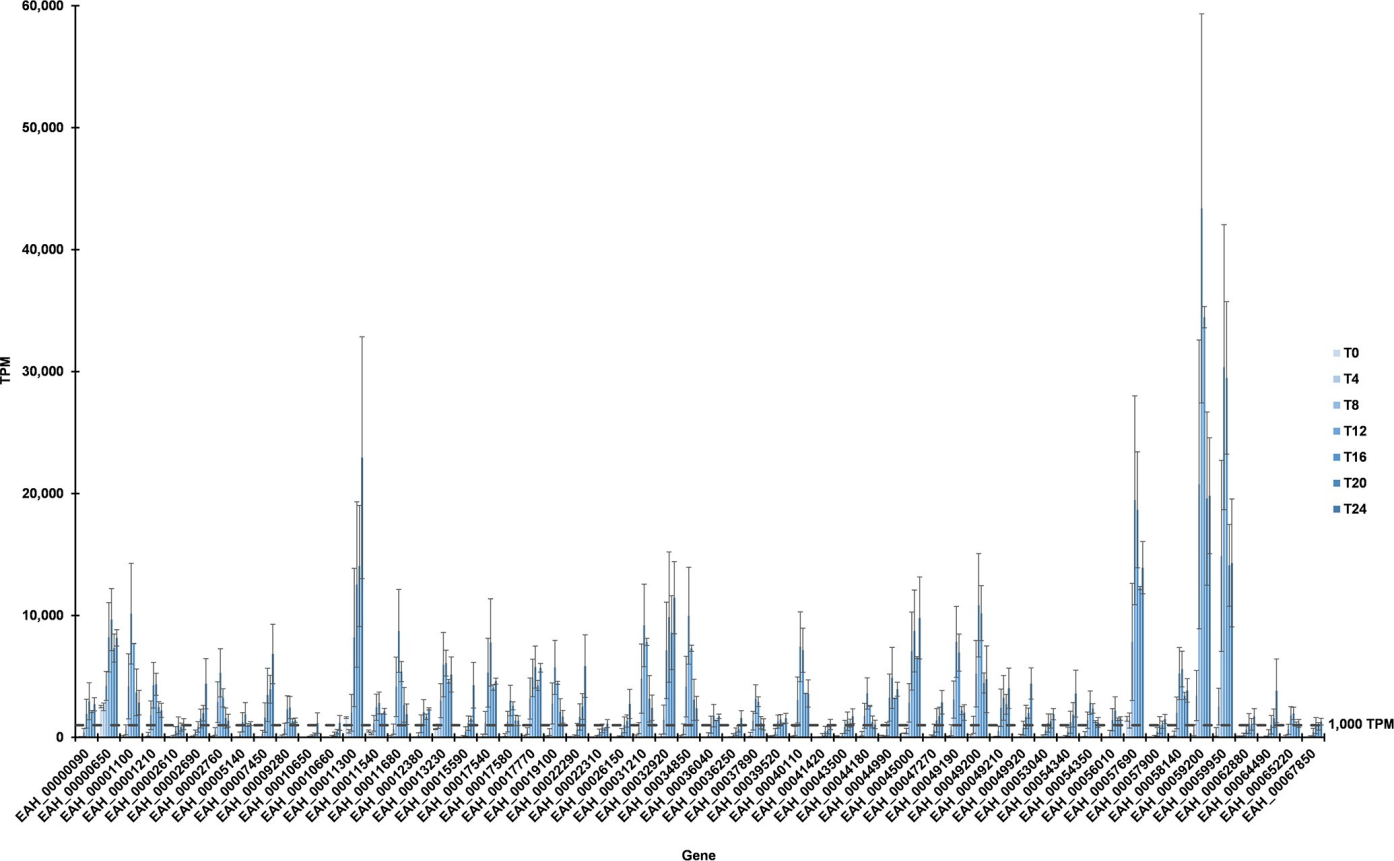
Significantly up-regulated genes in mature oocysts. Fifty-six genes contributed at least 1,000 transcripts per million at hour 24 and were transcribed more at hour 24 than at hour 0 (using >1.5 log2 fold change and adjusted *p* <0.05 as threshold criteria).

Of genes expressed more at hour 24 than hour 0, the one most expressed at hour 24 was *EAH_00011300*. 

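*EAH_00011300* encodes a conserved hypothetical protein and held 34382 TPM in bird A, 17134 in bird B and 17272 in bird C at T24. Its mean was 1622 ± 65.1 TPM at T0, 498 ± 135 at T4, 2022 ± 1509.7 at T8, 8199.7 ± 5664 at T12 and 22929.5 ± 9919 at T24 (mean ± SD, n = 3, and n = 2 at T16 and T20), so it fell before it rose. At T24 against T0 the log2 fold change was 3.74 (standard error 0.26, adjusted p = 7.5e-08), and at T4 it was -1.74 (standard error 0.19, adjusted p = 1.8e-04). In the 2 birds sequenced at T16 and T20 it had 12538 ± 6781 TPM at T16 and 14056 ± 4971 at T20.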

Its expression increased markedly beginning at hour 8 and steadily increased to a peak at hour 24, undergoing a ~15-fold (log2 = 3.9) increase in expression as compared to hour 0 (Table 3). Several of the top 10 genes at T24 (by TPM) also had elevated TPM (>~5,700) but mid-range differential expression vs. T0. However, *EAH_00032920* (encoding a hypothetical protein) was an exception in that while its expression also increased noticeably at T8 (and peaked at T16 and T24), it underwent a >1,000-fold (log2 = 10) increase in expression at T24 as compared to T0 (Table 3). Two other genes in the top 10 TPM at T24 experienced a steady increase in TPM before peaking at T24: *EAH_00007450* (encodes a glyceraldehyde 3-phosphate dehydrogenase) and *EAH_00022290* (encodes a hypothetical protein). These genes were expressed 189-fold (log2 = 7.6) and 127-fold (log2 = 7.0) higher, respectively, than at T0.

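*EAH_00007450*, *EAH_00022290* and *EAH_00032920* rose strongly from T0 to T24, and all 3 birds showed the rise. *EAH_00007450*, the glycolytic enzyme glyceraldehyde 3-phosphate dehydrogenase, had 39.7 ± 11.3 TPM at T0, 1624 ± 1205 at T12, 3483 ± 2182 at T16 and 6839 ± 2435 at T24 (mean ± SD, n = 3, and n = 2 at T16 and T20), a log2 fold change of 7.40 (standard error 0.30, adjusted p = 8.6e-10) at T24. *EAH_00022290*, a hypothetical gene, had 50.3 ± 18.1 TPM at T0, 656 ± 497 at T12, 1675 ± 1082 at T16 and 5848 ± 2562 at T24, a log2 fold change of 6.83 (standard error 0.35, adjusted p = 5.0e-09). *EAH_00032920*, also hypothetical, had 9.05 ± 8.91 TPM at T0, 1465 ± 1189.8 at T8, 9863 ± 5344 at T16, 8592 ± 3023 at T20 and 11461 ± 2957 at T24, and its T24 fold change had a standard error of 0.72 (adjusted p = 4.2e-08).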

Other genes were most-highly expressed at T24 but never reached or greatly exceeded an overall mean of 1,000 TPM (Fig 8, Table 3). Some of these genes (including many encoding hypothetical proteins) contributed at least twice as many TPM at T24 than at any other time. Compared to T0, these genes (*EAH_00002690*, *EAH_00010650*, *EAH_00010660*, *EAH_00015590*, *EAH_00026150*, *EAH_00036250*, *EAH_00049920*, and *EAH_00064490*) were differentially expressed ~84–3,000-fold (log2 = 6.4–11.6). *EAH_00002690* was the only gene meeting these criteria that encoded (by original *E*. *acervulina* annotation) a non-hypothetical protein (serine protease inhibitor [serpin]).

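Of the 56 genes, 9 had at least 2 times the TPM at T24 of any other time, and *EAH_00002690* is the 1 with a described product. *EAH_00010650*, a conserved hypothetical gene, had 4.24 times the TPM of T20, with 0.320 ± 0.221 TPM at T0, 135 ± 65.0 at T16, 277 ± 78.2 at T20 and 1175 ± 839 at T24 (mean ± SD, n = 3, and n = 2 at T16 and T20). *EAH_00015590* had 6.95 ± 1.21 TPM at T0, 1165 ± 591 at T16, 1535 ± 194 at T20 and 4277 ± 1871 at T24, or 2.79 times the next highest time. *EAH_00026150* had 8.84 ± 0.503 TPM at T0 and 2748 ± 1196 at T24, *EAH_00036250* 5.39 ± 1.51 TPM at T0 and 1586 ± 609 at T24 and *EAH_00010660* 14.7 ± 2.96 TPM at T0 and 1182 ± 614 at T24. The T24 level was 2.52 times the next highest in *EAH_00010660*, 2.43 times in *EAH_00064490*, 2.31 times in *EAH_00022290*, 2.30 times in *EAH_00036250*, 2.22 times in *EAH_00002690*, 2.22 times in *EAH_00049920* and 2.04 times in *EAH_00026150*. Against T0, the log2 fold change was 9.17 (standard error 0.33, adjusted p = 6.4e-10) in *EAH_00015590*, 8.18 (standard error 0.31, adjusted p = 6.4e-10) in *EAH_00026150*, 8.15 (standard error 0.34, adjusted p = 9.3e-10) in *EAH_00036250* and 6.22 (standard error 0.35, adjusted p = 9.8e-09) in *EAH_00010660*. The rise over T20 rests on 2 birds at that time.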

#### Functions of genes expressed most in mature oocysts

Of the 56 genes identified, 35 (62.5%) were provisionally annotated as hypothetical proteins (S11 Table), exceeding the proportion lacking annotation in constitutively expressed (49%) or initially expressed (50%) genes. Blast2GO found a more informative hit for 17 of the 35 genes lacking any annotation (bolded in S11 Table). The other 18 genes (italicized in S11 Table) either matched to a hypothetical or uncharacterized protein in another species or did not have any other hit (*EAH_00009280*).

Overall, ~66% (37/66) of sequences matched to a protein in *C*. *cayetanensis*. Of these hits, 18 matched a homologous annotated protein in *Eimeria* or in a related species, 8 matched a different annotated protein, and 11 matched uncharacterized proteins or hypothetical proteins. With one exception (*EAH_00000090*), uncharacterized/hypothetical protein hits in *C*. *cayetanensis* matched to original hypothetical protein annotations in *E*. *acervulina*. With a few exceptions, the “uncharacterized protein” hits matched to original hypothetical protein annotations in *E*. *acervulina*. For the most highly expressed genes (see above), only a few had homologs that were identified in *C*. *cayetanensis*, and these were not always informative hits.

In total, 215 GO terms were annotated (S11 and S12 Tables). These were categorized into subontologies of BP (87), MF (73), and CC (55). Forty of the genes (71%) were annotated with at least one term. The genes without GO terms mostly encoded hypothetical proteins. Blast2GO analysis did assign some GO terms to hypothetical proteins, however. Many of the genes strongly expressed at T24 lacked either an informative BLAST hit or GO annotation (other than integral component of membrane, S10 Table). *EAH_00032920* (TPM = 11,461), especially expressed in mature oocysts, had only one homolog as identified by a BLASTP search (a hypothetical protein in *E*. *maxima*) and zero GO annotations. A few exceptions included *EAH_00002690*, *EAH_00007450*, *EAH_00017540* (a hypothetical protein matching a TRAP-like protein in *Plasmodium chabaudi adami*), *EAH_00049210* (a hypothetical protein matching tubulin-promoting proteins from other species), *EAH_00049920* (a hypothetical protein matching dense granule protein [GRA]12 in *T*. *gondii*), and *EAH_00064490* (matching a SAG family member protein in *E*. *mitis*). GO terms associated with these genes included proteolysis, peptidase, and extracellular space (*EAH_00002690*), a number relating to glycolysis and a variety of other biosynthetic processes (*EAH_00007450*), regulation of protein polymerization and microtubule (*EAH_00049210*), and integral component of membrane or cellular anatomical entity (*EAH_00017540*, *EAH_00049920*, *EAH_00064490*). With some exception, most genes encoding hypothetical proteins (S11 Table) were associated with a single GO term grouped in CC sub-ontology (integral membrane component).

Many of the GO terms were assigned to just seven of the 56 genes (*EAH_00000650*, *EAH_00002610*, *EAH_00007450*, *EAH_00047270*, *EAH_00054340*, *EAH_00057900*, *EAH_00067850*). Except for *EAH_00000650* and *EAH_00007450*, these genes had overall moderate or low expression. Within this group of genes (and others), we identified some common functions.

- Some encoded enzymes involved in glycolysis and fermentation (*EAH_00007450*, *EAH_00054340*, *EAH_00057900*, and *EAH_00067850*); these were associated with GO annotations such as carbohydrate and respiration metabolic processes (e.g. glycolysis, gluconeogenesis, pyruvate synthesis, glyceraldehyde-3-phosphate dehydrogenase (NAD^+^) (phosphorylating) activity, NAD^+^/NADP^+^ binding, L-LDH activity, L-malate dehydrogenase activity, fructose-bisphosphate aldolase activity, ATP biosynthesis, ATPase binding, cytosol, apical cytoplasm, actin, nucleotide processes, and others.
- Some mediate stress response and cellular detoxification (*EAH_00002610*, *EAH_00047270*, *EAH_00041420*, *EAH_00044990*, and *EAH_00053040*). These encode heat shock proteins, peroxisomal catalase, peroxiredoxin, superoxide dismutase. GO terms for these genes included responses to stress/chemical, copper ion transport, mitochondrion, cytosol, DNA protection, nucleus, metal ion binding, ATP and ATPase binding, cellular detoxification, response to heat, protein binding and folding, cell redox homeostasis, and thioredoxin peroxidase, and removal of superoxide radicals.
- Additionally, a group of genes (not necessarily highly differentially expressed vs. T0) were involved in actin or myosin processes (*EAH_00000650*, *EAH_00019100*, *EAH_00045000*, *EAH_00057690*) and encoded SAGs (*EAH_00011680*, *EAH_00059200*, *EAH_00059950*). The former included an assortment of cytoskeleton and organelle GO terms and calcium binding while the latter were associated with integral membrane component.

We found that 9 of the 56 genes (shaded in S11 Table) were classified into KEGG pathways (18 total, Fig 4C). Six of these genes comprised the largest number of GO terms, indicating these genes are involved in well-recognized pathways and functions. Metabolic pathways were enriched for glycolysis/gluconeogenesis (11.4%), carbon fixation in photosynthetic organisms (11.4%), purine metabolism (11.4%), thiamine metabolism (11.4%), methane metabolism (8.6%), glyoxylate and dicarboxylate metabolism (5.7%), pentose phosphate pathway (5.7%), and fructose and mannose metabolism (5.7%). Other pathways encompassing amino acid, fatty acid, and citric acid cycle were also present, but at lower numbers.

### RT-qPCR validated RNA-Seq results

To validate RNA-Seq, we selected six genes for further analysis by RT-qPCR. These genes included some of the most highly expressed genes (two each from the gene lists identified above: constitutively expressed [*EAH_00004110*, *EAH_00033530*], T0 [*EAH_00006770*, *EAH_00050370*], and T24 [*EAH_00007450*, *EAH_00032920*]). Importantly, these genes encompassed a range of TPM and fold changes through time. This enabled us to verify differential expression estimates from RNA-Seq for a wide range of conditions.

For these six genes, we compared expression as estimated from RNA-Seq and RT-qPCR. The log2 FC at each time point estimated by RNA-Seq (using mean of biological replicates for each time point compared to T0) was compared to that found by RT-qPCR (mean of three trials, normalized to T0). As shown in Fig 9A, expression levels determined by RT-qPCR were consistent with those obtained by RNA-Seq. From the RNA-Seq results (Fig 9B, diagonal stripes), *EAH_00004110* fluctuated around +/-1 log2 FC over time relative to T0. *EAH_00033530* (ranged ~0.39–1.8 log2 FC), *EAH_00007450* (ranged 0.32–7.6 log2 FC), *EAH_00032920* (ranged 3.3–10.0 log2 FC), were up-regulated at each time point. 

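By RNA-Seq, the 6 genes tested by RT-qPCR fell into 2 not called at any time, 2 rising and 2 falling. *EAH_00004110* and the oocyst wall protein gene *EAH_00033530* were not called, *EAH_00032920* rose at T4 and later, *EAH_00007450* at T8 and later, and *EAH_00006770* and *EAH_00050370* were lower at every later time. From T4 to T24, the log2 fold change against T0 ranged from -1.10 to 0.31 in *EAH_00004110* and from 0.04 to 0.86 in *EAH_00033530*, which at T8 (adjusted p = 4.7e-04) passed the threshold with median-of-ratios scaling, at 1.83 (adjusted p = 6.4e-04). It ranged from -0.45 to 7.40 in *EAH_00007450*, with the lowest value at T4, and from 4.32 to 11.03 in *EAH_00032920*. In the falling genes it ranged from -4.10 to -3.41 in *EAH_00006770*, and *EAH_00050370* stayed at -2.14 or below. At T4 the log2 fold change of *EAH_00007450* was -0.45 (standard error 0.36, adjusted p = 0.325), and with median-of-ratios scaling its sign changed, to 0.19. *EAH_00004110* changed sign at T8 with the same scaling, from -0.35 to 0.62. RT-qPCR values were not analysed here.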

Genes *EAH_00006770* (ranged -2.9 - -3.6 log2 FC) and *EAH_00050370* (ranged -1.6 - -2.3 log2 FC) were downregulated. These results show that qPCR validated RNA-Seq as a method to investigate dynamic gene expression as oocysts develop. Furthermore, the methods correlated almost perfectly (Fig 9B, *r* = 0.985) when applied to the whole dataset.

**Fig 9:**
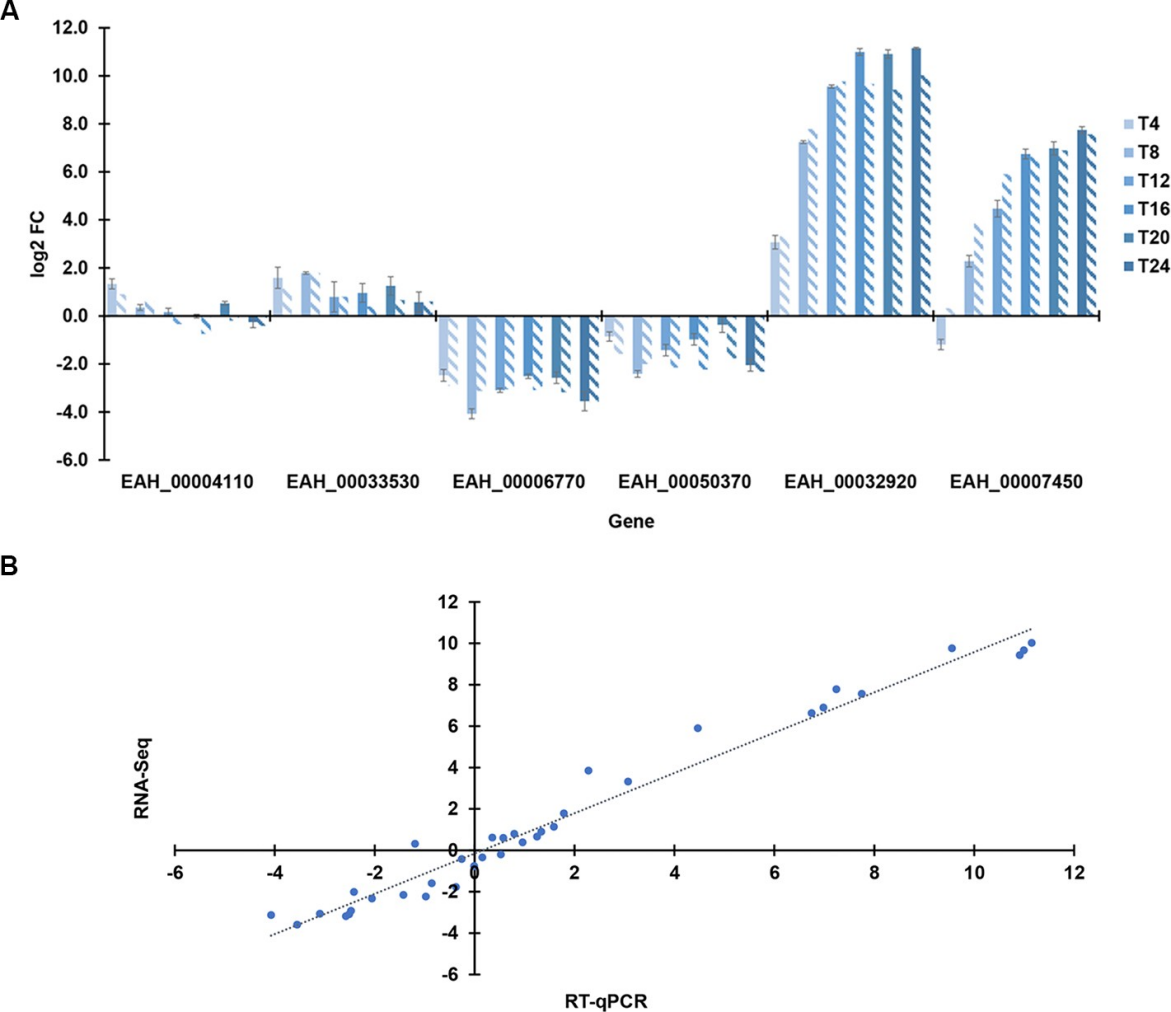
Highly correlated estimates of transcription from RNA-Seq and RT-qPCR assays. (A) Temporal changes in expression of genes selected for validation by qPCR. Log2 fold change (FC) of each gene estimated by each method side by side. Bars with diagonal stripes indicate RNA-Seq data. Expression for each time point is depicted relative to initial transcription level (T0). Note that these six genes include ones with stable, decreasing, and increasing expression through time. Error bars depict variance among RT-qPCR estimates among biological replicates. (B) Correlation of expression as estimated from RT-qPCR and RNA-Seq for six genes at each of six time points. Gray dots indicate regression line.

## Discussion

*Eimeria* are ubiquitous parasites of poultry, causing devastating disease. Control efforts largely depend on vaccines that must be administered as fresh, viable oocysts. Storing vaccines for extended periods can, therefore, undermine immunization efficacy [23]. Various approaches exist to determine apicomplexan oocyst viability *in vitro* [24–40] and *in vivo* [24, 27, 28, 30–32, 35–39, 41–47]. Understanding gene expression in maturing and senescing oocysts might improve upon these available means to evaluate oocyst viability. Molecular methods can also aid assessment of oocyst viability [30, 43–46, 48, 49], and understanding changing gene expression represents a welcome addition to the toolkit. However, all methods have advantages and limitations, which have recently been reviewed in protozoa including the apicomplexans *Cryptosporidium parvum* and *T*. *gondii* [50].

Better understanding of oocyst development and underlying mechanisms of viability would not only improve vaccine efficacy but could also foster progress in managing the public health risk posed by the agent of human cyclosporiasis. *Cyclospora cayetanensis* is a member of a large, ubiquitous family of coccidian parasites in the phylum Apicomplexa. Phylogenetically, *Cyclospora* may constitute a specialized, morphologically distinct type of *Eimeria* [51, 52] and more recent studies have further shown the close relationship between *C*. *cayetanensis* and avian-infecting *Eimeria* spp. [53–55]. Progress in understanding and managing *C*. *cayetanensis* has been hindered by the fact that it infects only humans and lacks a suitable animal model [56]. Therefore, researchers have turned to surrogate organisms, including *E*. *acervulina* and *T*. *gondii* [35, 36, 42, 57, 58]. *Eimeria acervulina* is intriguing as a surrogate because it poses no occupational safety risk to researchers, it has a low infectious dose, and is relatively easy to passage *in vivo* and produce many oocysts. Although sensitive methods exist to detect *C*. *cayetanensis* oocyst contamination in food and water matrices [59–62], a means to determine oocyst viability (and thus, infection risk oocysts pose to public health) remains elusive. Our transcriptome analysis is ideal for addressing this issue. In addition to finding putative markers of viable oocysts and differentially expressed genes demarcating immature and mature oocysts, we defined temporal changes during sporulation. Furthermore, functional analysis allowed us to identify homologs of these markers in other apicomplexans, including *C*. *cayetanensis*.

### Constitutively expressed genes as putative biomarkers of viability

We identified over 50 genes expressed constitutively throughout oocyst sporulation, some of which contributed to the highest proportion of transcripts (as estimated by TPM). These genes include those with general housekeeping functions. The consistent expression of these genes suggests their utility as markers of viability.

#### ATPases with possible mitochondrial function

The two proteins with homology to Cation-transporting ATPases (encoded by EAH_00004100 and *EAH_00004110*) matched most to an *E*. *acervulina* sequence (named *Eimeria-*conserved protein [63]) and an *E*. *maxima* Cation transporting ATPase (EMWEY_00006260), respectively. We found matches for each in *C*. *cayetanensis*, but function was not obvious to interpret as the matched genes encoded “low quality proteins”. The *E*. *tenella* homolog of *EAH_00004100* was found to be developmentally expressed, with highest gene expression in sporozoites; expression was also higher in mature oocysts than immature oocysts [63]. Furthermore, expression levels of this ATPase in mature oocysts were downregulated in precocious lines of *E*. *maxima* [64] and *E*. *tenella* [63], indicating it could be important for parasite development. Our results differed from these studies, as we observed highest expression for both genes during early oocyst development (T4 and T0). Both genes matched another *E*. *tenella* gene (*ETH_00003230*, encodes a hypothetical protein) listed as an ortholog/paralog in ToxoDB and it was shown to be highest expressed in immature oocysts [12]. GO terms identified for *EAH_00004100* and *EAH_00004110* included integral component of membrane (both) and mitochondrion (*EAH_00004100*). These P-type ATPases use the energy of ATP hydrolysis to transport cations and lipids across membranes. In apicomplexans, P-type ATPases may be responsible for transporting Calcium, which is critical to a number of cellular functions, including parasite growth and differentiation [65]. Mitochondria are known calcium stores. We cannot yet state conclusively a role for these ATPases in sporulation, but these data may indicate an important role for ATPases and mitochondrial function in viable oocysts.

#### Oocyst Wall Proteins (OWPs) and palmitoyltransferases

*EAH_00033530* was expressed most in T8 oocysts, maintaining strong expression throughout sporulation. An *E*. *tenella* gene (*ETH_00025735*) encoding a homologous OWP was reported to be up-regulated in immature oocysts [12]. OWPs in *Eimeria* spp. were also reported to be expressed most in gametocytes [66, 67] but studies in *T*. *gondii* [68] and *E*. *tenella* [69] found elevated expression of OWPs (or a protein matching to OWPs in other species) in mature oocysts. It is unclear why *EAH_00033530* fluctuated in expression throughout the sporulation course, with highest expression earlier in sporulation. It is possible that sporozoite and sporocyst synthesis increases early and then stabilizes once sporocysts are fully formed in mature oocysts. Another interesting up-regulated gene was *EAH_00034270* (encodes a zinc finger DHHC domain-containing protein), which had very high expression early in sporulation (T4). It matched to a similar protein in *E*. *maxima* and *T*. *gondii* and also matched to palmitoyltransferases in other apicomplexans, including *C*. *cayetanensis* and *Plasmodium* spp. DHHC domains are found in palmitoyltransferases, which localize to the inner membrane complex (IMC) in apicomplexan parasites such as *Plasmodium falciparum* and *T*. *gondii*, and palmitoylated proteins play key roles in the organization and function of the IMC [70, 71]. Perhaps the early and continued upregulation in oocysts is indicative of macromolecule modification and cellular organization important for growth and development.

### Developmentally-distinct gene expression and concerted expression changes demarcating sporulation

Comparing constitutively expressed genes and those differentially expressed between immature and mature oocysts revealed that distinct expression profiles typify each phase of development, and such profiles have been reported previously among *Eimeria* spp. life cycle stages. In *E*. *tenella*, sporozoites and sporulated oocysts share many common transcripts, whereas immature oocysts have many transcripts not shared by either sporozoites or merozoites [72]. Similar developmental patterns occurred in immature, maturing, and mature oocyst stages of *E*. *acervulina*, *E*. *maxima*, and *E*. *tenella* [73]: sporulating oocysts more resembled unsporulated oocysts, whereas mature oocysts more closely resembled sporozoites. These results are in line with those described by Lal et al. [74], who reported on proteins expressed in *E*. *tenella* stages. Transcriptomes of *C*. *parvum* oocysts and sporozoites are also related [75].

We affirmed studies, of other species of *Eimeria*, determining that genes defining sporulation predominate about 12 hours into sporulation [76–78]. 

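By T12, many genes of invasion and motility were higher than at T0, and many genes of protein synthesis, protein turnover and DNA replication were lower. Of 16 microneme and apical adhesin genes, which serve host cell entry, 13 were higher at T12 than at T0 and 0 lower, and of 16 SAG genes 11 were higher and 0 lower. Of 30 actin, myosin and glideosome genes 19 were higher and 5 lower, of 10 rhoptry genes 6 and 1, and of 14 vacuolar ATPase subunits, which acidify organelles, 9 and 1. Of 74 cytosolic ribosomal protein genes 38 were lower and 3 higher, of 30 proteasome subunits 18 lower and 1 higher, of 43 translation factors 20 lower and 3 higher, and of 46 DNA replication genes 28 lower and 3 higher. With median-of-ratios scaling these counts were 19 lower and 4 higher, 11 and 2, 9 and 5, and 23 and 4. Large falls were in the ribosomal protein genes P0 (*EAH_00015900*, from 201 ± 25.5 TPM at T0 to 31.7 ± 5.80 at T12 (mean ± SD, n = 3)) and L13 (*EAH_00033860*, log2 fold change -2.50), and in the proteasome subunits beta type 1 (*EAH_00009790*, -3.56) and *EAH_00012400* (-2.75). DNA primase fell as well (*EAH_00049330*, from 30.1 ± 6.64 TPM at T0 to 3.85 ± 1.74 at T12). Large rises were in microneme protein 2 (*EAH_00011900*, 8.64), vacuolar ATPase subunit A (*EAH_00047950*, 5.35), the membrane skeletal protein IMC1 (*EAH_00020140*, 4.99) and small heat shock protein 20 (*EAH_00035300*, 6.19). These counts were the same when adjusted over each list alone. In camera on ranks with a preset correlation of 0.01, 12 of 33 lists moved apart from other genes at T12. The lists above T0 were micronemes (adjusted p = 3.4e-05), SAGs (1.7e-04), actin and myosin (0.00204), vacuolar ATPase (0.00685), glycolysis (0.0169) and rhoptries (0.0174). The lists below were ribosomal proteins (adjusted p = 1.6e-05), DNA replication (2.0e-05), the proteasome (0.00550) and translation factors (0.0281). Over 11 alternatives the adjusted p of translation factors ran from 0.0121 to 0.0554, which was without T0-A. The study's 56 and 8 genes of mature and immature oocysts were the other 2 (adjusted p = 8.5e-19 and 3.3e-05), and they are not independent evidence. Other splits of the 6 libraries of T0 and T12 into 3 and 3 also called up to 12 lists, so the number called does not set the times apart. None of the 12 lists called at T12 was called with an estimated correlation. It gave adjusted p = 0.542 with an estimated correlation for micronemes, SAGs, actin and myosin, rhoptries, DNA replication and the study's 2 lists, 0.561 for vacuolar ATPase and ribosomal proteins, and 0.783 for glycolysis, the proteasome and translation factors.

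**Figure D1:**
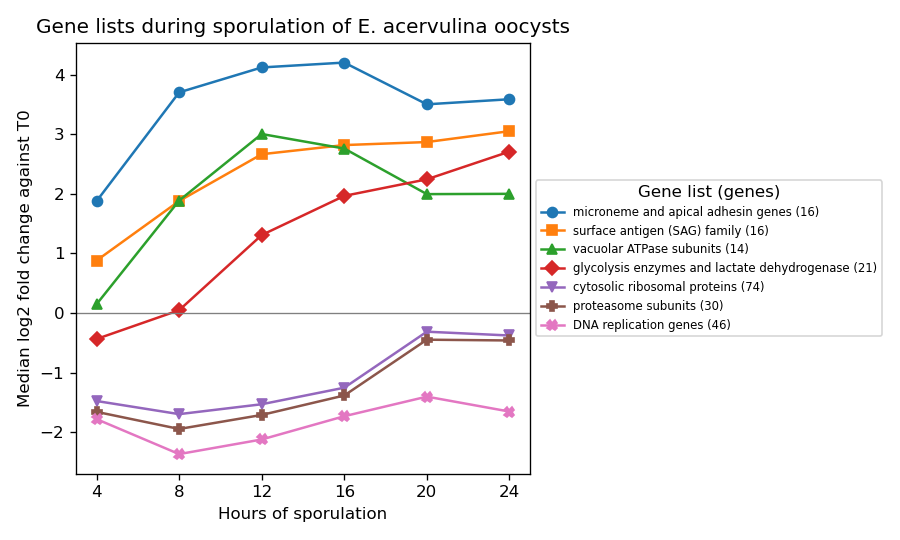
Median log2 fold change against T0 (y axis) of 7 gene lists at 4 to 24 h of sporulation (x axis); each point is the median over the genes of a list, with the number of genes in the legend. Ribosomal protein genes lie at -1.70 at T8 and -0.38 at T24, and micronemes at 4.20 at T16; with median-of-ratios scaling the sign changes only for glycolysis at T4, from -0.44 to 0.19.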

We observed a shift in expression patterns between hours 8 and 16. Some of the most variable genes could clearly be attributed to stages of development. Some of the highest-expressed genes in mature oocysts monotonically increased toward T24. We also identified genes that increase in expression early in development. For example, certain constitutively-expressed genes peak early and undergo a subsequent expression peak around T20. For some genes expressed abundantly in immature oocysts, expression subsequently ebbed and then increased, never regaining their prior peak levels. These results may indicate that sporulation is asynchronous, an observation also made in other *Eimeria* spp. [73], or that distinct expression profiles may typify each phase of development.

### Transcripts characteristic of immature oocysts

Our analysis enabled the identification of a few genes most characteristic of immature oocysts. The two highest-expressed genes (*EAH_00006770*, *EAH_00050370*), which were annotated as encoding hypothetical proteins in *E*. *acervulina* had homology only to genes encoding hypothetical proteins in other species. An *E*. *tenella* gene (*ETH_00023355)* encoding a similar hypothetical protein was also reported to be highly expressed in immature oocysts [12]. Their conserved nature of these genes beckons further analysis to characterize function, as they may define a signature for young oocysts.

#### Early expression of a subtilase family serine protease

We identified a serine protease (encoded by *EAH_00048170*) with similarity to subtilisins in other apicomplexans. Subtilisins are related to subtilases, and the latter are involved in processing secreted proteins in apicomplexans, having roles in secretory organelle maturation, assembly and trafficking of organellar content proteins, invasion, and egress processes [79, 80]. Subtilisins are expressed in different stages of the *E*. *tenella* life cycle (including throughout oocyst sporulation [81]) and some can be expressed higher in immature oocysts [67, 81, 82]. These studies showed subtilisins in *Eimeria* spp. likely contribute to oocyst wall formation, microneme processing, and cell invasion in different life stages. We found *EAH_00048170* was most expressed at T0 (with a secondary peak at T20 and with decreased expression in mature oocysts). 

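Subtilisin-like protease genes moved both ways during sporulation, with *EAH_00011930* rising and *EAH_00048170* and others falling. *EAH_00011930*, annotated as TgSUB2 after a *T*. *gondii* protease, went from 1.25 ± 0.219 TPM at T0 to 18.9 ± 15.7 at T8, 175 ± 93.2 at T16 and 156 ± 29.4 at T24 (mean ± SD, n = 3, and n = 2 at T16). *EAH_00048170* went from 3465 ± 1033 TPM at T0 to 448 ± 132 at T4, 399 ± 66.5 at T8 and 744 ± 293 at T24, a log2 fold change of -2.26 (standard error 0.31, adjusted p = 4.1e-05) at T24. Among the rest, *EAH_00044410* went from 157 ± 37.3 TPM at T0 to 45.8 ± 16.9 at T24 and *EAH_00015690* from 122 ± 16.9 TPM at T0 to 41.9 ± 7.37 at T24. Of 8 members, 1 was higher and 3 lower (the same counts when adjusted over the list alone) at T24, and 1 was higher and 1 lower at T12. The list did not move apart from other genes at T24 (camera, adjusted p = 0.260) or at T12 (adjusted p = 0.675).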

Perhaps this protein is important for early oocyst developmental processes packaging sporozoites but it becomes down-regulated as oocysts progress to a fully mature and dormant state. A gene encoding a homologous subtilisin-like protein in *E*. *tenella* (*ETH_00005950*) was also up-regulated in immature oocysts [12], indicating this type of protease is likely important for immature oocysts.

#### Metabolic enzymes especially characteristic of immature oocysts

Two other genes encoded or matched to important metabolic enzymes.

- *EAH_00031010* encodes NADP-specific glutamate dehydrogenase, and KEGG analysis found it functions in amino acid and nitrogen metabolism. A gene encoding a homologous protein in *E*. *tenella* (*ETH_00033375*) was up-regulated in immature oocysts [12]. Glutamate dehydrogenases were found to localize to the apicoplast or cytosol in *P*. *falciparum* [83]. Therefore, it is possible this enzyme acts in a similar way in *Eimeria* oocysts, but we cannot yet state a definitive role for this gene.
- *EAH_00034940* encodes a hypothetical protein and a gene encoding a homologous hypothetical protein in *E*. *tenella* (*ETH_00007785*) was also up-regulated in immature oocysts [12]. Each protein resembled LDH in *E*. *necatrix* and peroxisomal alkyldihydroxyacetonephosphate synthase in *C*. *cayetanensis*. The GO terms and KEGG pathway identified for *EAH_00034940* seemed to apply to the alkyldihydroxyacetonephosphate synthase hit, which is a peroxisomal enzyme involved in ether lipid biosynthesis. This enzyme was found to be upregulated in *E*. *maxima* gametocytes, characterized as an oxidoreductase linked to oocyst wall biosynthesis [67]. As described above, we observed high expression of an OWP early during sporulation. As ether lipids are constituents of cell membranes, perhaps this enzyme is necessary for early oocyst structure formation.

#### Other genes characteristic of immature oocysts may mediate protein synthesis, organization, compartmentalization, cleaving, and packaging

Three more genes in immature oocysts, while having more muted expression, were still expressed >3 times higher than T24 oocysts (Table 3).

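*EAH_00000360* and *EAH_00020350*, less abundant members of the group of immature oocysts, kept their T0 peak and lost most of their transcripts by T8. *EAH_00000360*, a conserved hypothetical gene, had 1363 ± 353 TPM at T0, 329 ± 149 at T4, 162 ± 64.6 at T8 and 163 ± 28.1 at T24 (mean ± SD, n = 3). *EAH_00020350*, the hydrolase gene, had 1678 ± 391 TPM at T0, 291 ± 93.7 at T4, 224 ± 31.0 at T8 and 446 ± 180.2 at T24, a log2 fold change of -1.96 (standard error 0.30, adjusted p = 1.0e-04) at T24. Its T0 level was 3.01 times that at T20, the next highest time.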

- *EAH_00000360* encodes a hypothetical protein and had informative homology only to an *E*. *tenella* secreted protein (with signal peptide, 12 KAZAL repeats, and a mucin-like stretch of threonines, *ETH_00006770*). This gene was up-regulated in unsporulated *E*. *tenella* oocysts [12]. *C*. *parvum* oocysts contained a secreted glycoprotein with 12 KAZAL repeats that was rich in serine and threonine [84]. While this protein was not directly implicated, other mucins associate with the sporozoite surface and tether them to the inner surface of oocyst walls. A mucin-associated surface protein was also found exclusively in early oocysts in *E*. *tenella* [74]. It is possible that the protein we identified may be involved in very early sporocyst and sporozoite synthesis and anchoring.
- *EAH_00020350* encodes a haloacid dehalogenase-like hydrolase domain-containing protein. These proteins are a large superfamily of phosphatases present in eukaryotes that possess a plastid-like organelle (*e*.*g*. plants and apicomplexans). In *P*. *falciparum*, they are known to regulate metabolic processes and factor in homeostasis [85]. A gene encoding a homologous protein in *E*. *tenella* (ETH_*00027645*) was reported to be expressed more in mature vs. immature oocysts [12] and to a great extent in gametocytes [67]. A gene encoding a protein with a haloacid dehalogenase-like hydrolase domain was expressed comparatively higher in immature *T*. *gondii* oocysts [68]. This protein also matched a chloroplastic endoribonuclease YBEY in *C*. *cayetanensis*. This is likely because plant endoribonuclease YBEY proteins contain haloacid dehalogenase domains [86] and apicoplasts are non-photosynthetic chloroplast-like organelles. The significance of this gene in oocysts remains to be determined.
- *EAH_00002160* encodes a microtubule-binding protein and similar proteins were identified in other *Eimeria* spp. as well as autophagy-related proteins in *C*. *cayetanensis* and *T*. *gondii*. Autophagy facilitates cellular homeostasis, promotes cell survival by eliminating/recycling damaged organelles, and is important for invasion in apicomplexan parasites [87]. Microtubules factor importantly in autophagy, mainly in the formation and motility of autophagosomes [88]. The related autophagy protein in *T*. *gondii* (ATG8) plays essential roles in autophagosome biogenesis and the inheritance of apicoplasts during cell division [89]. ATG8 in *E*. *tenella* sporozoites activates upon starvation [90]. Deletion of another autophagy protein in *T*. *gondii* (ATG3) inhibits conjugation of ATG8 to the autophagosome, thereby disrupting mitochondrial homeostasis and normal growth of tachyzoites [91]. A gene encoding a homologous microtubial-binding protein in *E*. *tenella* (*ETH_00016760*) was expressed in multiple life cycle stages, but highest in immature oocysts [12]. Therefore, the upregulation of microtubule proteins facilitating autophagy in immature oocysts may indicate autophagy plays important roles in oocyst development.

These data identify genes supporting metabolic processes that evidently contribute to young oocyst growth and development. Immature oocysts appear to activate distinct processes from those in mature oocysts; early developmental processes may prepare oocysts for subsequent division and differentiation into sporocysts and sporozoites. These processes likely require protein synthesis, organization, compartmentalization, cleaving, and packaging. Similar protein and gene expression profiles occur in other species of *Eimeria* spp. [74, 92–94] and in *T*. *gondii* [68], indicating broadly conserved developmental processes in Apicomplexa, writ large.

### Transcripts characteristic of mature oocysts

#### Genes most expressed in mature oocysts appear least phylogenetically conserved and may demarcate functional specialization

We identified 56 genes most expressed in mature oocysts. The most highly-expressed gene in mature oocysts (*EAH_00011300)* encodes a hypothetical protein resembling a late embryogenesis abundant (LEA) protein in *C*. *cayetanensis*. LEA proteins are associated with cellular protection from water loss and cold stress in plants and animals [95]. A gene encoding a similar protein in *E*. *tenella* (*ETH_00030440*) was also expressed highest in mature oocysts [12]. The protein also had similarity to *T*. *gondii* LEA orthologs and paralogs in ToxoDB. Four LEA-encoding genes increased expression throughout sporulation in *T*. *gondii* oocysts [68].

The function of another major transcript in mature oocysts (*EAH_00032920*), which undergoes more >1,000-fold increase in expression (Table 3), remains unclear. Functional analysis, even with the most relaxed BLAST settings, identified only a single match to a hypothetical protein in *E*. *maxima*. Because it appears to be an important transcript in mature oocysts, we intend to further characterize it and determine if it serves as a marker of viability

In comparison to constitutively-expressed genes and those characterizing immature oocysts, genes characterizing mature oocysts were least annotated. Many of these lacked informative matches in other species, including *C*. *cayetanensis*. Acknowledging the rudimentary state of the current genome annotation, it is reasonable to surmise that mature oocysts may tend to increase expression of genes encoding proteins unique to apicomplexans. Similarly, a study of *C*. *parvum* concluded that oocysts (and sporozoites) preferentially express genes encoding specialized functions which have few orthologs outside of related protozoa [75].

#### Metabolic enzymes characteristic of mature oocysts

We identified four genes (*EAH_00007450*, *EAH_00054340*, *EAH_00057900*, and *EAH_00067850*) that steadily increased in expression in maturing oocysts and encode enzymes involved in major energy and metabolic pathways. These enzymes (glyceraldehyde-3-phosphate dehydrogenase, LDH, and two Fructose-bisphosphate aldolases, respectively) are key components of processes that likely provide energy stores to sporozoites, including glycolysis and gluconeogenesis glycolysis/gluconeogenesis, methane metabolism, the pentose phosphate pathway, and fructose and mannose metabolism. 

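Most genes of glycolysis were higher at T24 than at T0, among them lactate dehydrogenase and triosephosphate isomerase. Lactate dehydrogenase (*EAH_00054340*), which turns pyruvate to lactate and renews NAD, went from 5.11 ± 2.88 TPM at T0 to 96.2 ± 61.1 at T8, 1244 ± 905 at T16 and 3589 ± 1926 at T24 (mean ± SD, n = 3, and n = 2 at T16 and T20), a log2 fold change of 9.43 (standard error 0.42, adjusted p = 1.4e-09) at T24. Phosphoglycerate mutase (*EAH_00044500*) went from 0.610 ± 0.210 TPM at T0 to 9.53 ± 9.50 at T8 and 109 ± 17.3 at T24 and triosephosphate isomerase (*EAH_00044240*) from 1.51 ± 0.384 TPM at T0 to 15.6 ± 12.7 at T8 and 133 ± 36.8 at T24. *EAH_00007450* had 30.8 ± 15.6 TPM at T4, 297 ± 269 at T8 and 3951 ± 1142 at T20. Of 21 members, 13 were higher and 1 lower (the same counts when adjusted over the list alone) at T24, with a median log2 fold change 2.71, which is 2.89 above the median of all genes (camera, adjusted p = 0.00471, and adjusted p = 0.593 with an estimated correlation). At T12, 9 of 21 were higher and 0 lower.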

Amylopectin (a branched polysaccharide composed of glucose) accumulates in coccidian oocysts and serves as an energy source for excystation and subsequent penetration of cells [96, 97]. In fact, in *E*. *acervulina*, amylopectin is utilized by dormant sporozoites in mature oocysts and as levels decreased, oocysts were less viable and less infective *in vivo* [96]. Upregulated gluconeogenesis enzymes may be necessary to maintain glucose and subsequent amylopectin stores.

Expression of *LDH* (encoded by *EAH_00054340*) increased more than 600-fold in mature oocysts when compared to hour 0 (Table 3). *LDH* expression in *E*. *tenella* was found to be restricted to schizonts; protein levels did not differ among various stages (including oocysts assessed at multiple time points during sporulation) [98]. Other *E*. *tenella* studies showed LDH protein levels were similar in oocyst stages but transcription levels of *LDH* were lower in mature vs. immature oocysts (although highest expressed in merozoites) [12, 99]. High *LDH* expression has been reported in mature oocysts in another coccidian, *C*. *parvum* [75, 100]. An *E*. *maxima* study showed that LDH and fructose bisphosphate aldolase in sporozoites bound chicken jejunal epithelial cells [101] and it is known that immunization with *E*. *acervulina* LDH can induce protective immunity [102]. Fructose bisphosphate aldolase was found to be important for energy production and invasion in *T*. *gondii* [103] and *P*. *falciparum* [104]. We found that two genes encoding aldolase enzymes were upregulated in mature oocysts and expression began to increase around 12 hours during sporulation. 

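Both aldolase genes, *EAH_00057900* and *EAH_00067850*, were not called at T4, had risen by T8 and were highest at T24. *EAH_00057900* had 13.9 ± 1.39 TPM at T0, 10.5 ± 3.09 at T4, 85.6 ± 79.0 at T8, 458 ± 359.8 at T12 and 1507 ± 384 at T24 (mean ± SD, n = 3). *EAH_00067850* had 12.6 ± 0.735 TPM at T0, 9.97 ± 4.92 at T4, 71.5 ± 65.4 at T8, 431 ± 307 at T12 and 1290.1 ± 273 at T24. Against T0 the log2 fold change of *EAH_00057900* was 2.22 (standard error 0.51, adjusted p = 0.00194) at T8 and 6.73 (standard error 0.28, adjusted p = 9.3e-10) at T24. That of *EAH_00067850* was 2.12 (standard error 0.50, adjusted p = 0.00210) at T8 and 6.65 (standard error 0.27, adjusted p = 8.6e-10) at T24. How reads that fit both genes were shared between them is not stated in the paper's text.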

Of the two genes encoding aldolase homologs in *E*. *tenella* (*ETH_00008600*, *ETH_00015505*), *ETH_00008600* peaked in expression in sporulated oocysts [12]. These data indicate the enzymes are important in maturing oocysts.

Clearly, certain energy-synthesizing pathways (aerobic and anaerobic) are important to sporulation. Many enzymes involved in energy metabolism pathways, such as glycolysis and fermentation, were highly expressed in *C*. *parvum* sporulated oocysts [100]. In *E*. *tenella*, RNA-Seq characterized gene expression in oocysts (0–96 hrs of development) and sporozoites, documenting increased expression of some metabolic enzymes (integral to glycolysis, the citric acid cycle, and pentose phosphate pathways) in sporulated oocysts (48 h) [92]. A proteomic study, also conducted in *E*. *tenella*, found several proteins involved in metabolic pathways (glycolysis, gluconeogenesis, amino acid metabolism and lipid metabolism) in merozoites, sporozoites, and oocysts [74]; no appreciable difference between immature and mature oocysts was noted. Proteins were most numerous in oocyst stages, particularly enriched for those involved in glycolysis and gluconeogenesis. Interestingly, enzymes involved in the mannitol cycle were found in all stages, except merozoites. Mannitol is known to concentrate at high levels in immature oocysts and it is thought to be a main energy source necessary for sporulation [105]. Here, we found the only *E*. *acervulina* gene annotated to encode a mannitol cycle enzyme (*EAH_00033080*, Mannitol-1-phosphate dehydrogenase) is significantly up-regulated in mature oocysts but never reached high levels of expression (<100 TPM throughout sporulation, S2 Table).

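Mannitol-1-phosphate dehydrogenase (*EAH_00033080*), an enzyme of the mannitol cycle, was called higher than at T0 from T16 on. It had 17.6 ± 0.644 TPM at T0, 7.51 ± 2.57 at T4, 16.1 ± 4.91 at T8, 83.4 ± 58.4 at T16 and 99.0 ± 32.4 at T24 (mean ± SD, n = 3, and n = 2 at T16). At T24 against T0 the log2 fold change was 2.44 (standard error 0.31, adjusted p = 2.0e-05), and as the 1 gene of its list it was also called when adjusted over the list alone. At T12 it was 0.92 (standard error 0.41, adjusted p = 0.0590) and not called. Single enzymes of the other carbohydrate store, amylopectin, changed as well. Glycogen phosphorylase (*EAH_00041130*), which releases its sugar, went from 14.0 ± 1.21 TPM at T0 to 237 ± 144 at T12 and 369.5 ± 132 at T24 and debranching enzyme (*EAH_00046680*) from 0.310 ± 0.125 TPM at T0 to 12.9 ± 7.32 at T24. In contrast, alpha-glucan water dikinase (*EAH_00002060*) fell from 44.6 ± 9.03 TPM at T0 to 12.9 ± 3.84 at T24. Of 10 amylopectin and glycogen enzymes tested, 6 were higher and 2 lower (the same counts when adjusted over the list alone) at T24 (camera, adjusted p = 0.0790), and 7 were higher and 2 lower at T12 (adjusted p = 0.0695). Over 11 alternatives the latter adjusted p ran from 0.0299 to 0.140, and it passed 0.05 without T0-A or T12-B.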

#### Transcription factors

In our search for markers of viability, we hypothesized that TFs might orchestrate sporulation. A class of TFs unique to Apicomplexa (ApiAP2) was first reported by Balaji et al [22]. They carry a domain with similarity to an Apetala2/ethylene response factor (AP2/ERF) integrase DNA binding domain, present in plants. ApiAP2 TFs play critical roles in for parasite differentiation, development, and virulence [18, 106–112]. Most of these studies were in *Plasmodium* and *Toxoplasma* spp.; much less is known in other apicomplexan species. In *Eimeria* spp., 44–54 genes containing ApiAP2 domains have been identified. These include 21 *Eimeria*-specific ApiAP2 groups, 22 groups shared with other coccidia, and five pan-apicomplexan clusters [12]. Genes containing ApiAP2 domains were previously found up-regulated in *E*. *necatrix* gametocytes and merozoite stages [113, 114]. This difference in expression profiles for ApiAP2 domain-encoding genes was associated with the developmental fates of second- and third-generation merozoites. Three genes encoding hypothetical proteins (with similarity to AP2 domain TFs) were upregulated in *E*. *tenella* gametocytes [67].

Here, we identified low expressed genes annotated as generic TFs but some were significantly expressed compared to T0 oocysts. We also focused on *T*. *gondii* ApiAP2 homologs in *E*. *acervulina* and found 49 unique matches (annotated mostly as hypothetical proteins but having GO annotations for regulation of transcription). While most were also expressed at a low level, several were significantly differentially expressed between immature and mature oocysts. Recently, CRISPR-Cas9 was used to disrupt the repertoire of ApiAP2 genes in *E*. *tenella* [110]. Systematic targeting of the 33 ApiAP2 TFs found that 23 are essential for development and survival in the host. A cursory analysis of transcription data [12] for these TFs in ToxoDB found many were differentially expressed between immature and mature oocysts. Clearly, ApiAP2 TFs play important roles in *Eimeria* spp. and more studies are required to assess the roles they play in oocyst development. Their low but stage-specific expression in sporulating oocysts make them intriguing for markers of development and potentially markers of viability.

#### Surface proteins and secretory organelle proteins upregulated in mature oocysts

The high expression of secretory and surface proteins, and serpins in sporulating oocysts has not only been captured in our data but also reported by others. Micronemes and GRAs (dense granule proteins) are part of the apical complex of organelles; proteins secreted from these organelles enable host invasion by promoting parasite motility, host cell adhesion, and host cell remodeling [80, 115]. Some surface antigens (termed Surface Antigen Related Sequences [SRSs]), GRAs, and micronemes were up-regulated in *T*. *gondii* sporulating oocysts, indicating induction as sporozoites begin to form [68].

SAGs are abundant glycosylphosphatidylinositol-anchored molecules on the surface of invasive stages of apicomplexan parasites. SAGs elicit strong immune responses and promote ligand binding, -zoite maturation, host cell invasion, immune evasion, and pathogenicity [116, 117]. SAGs are the principal surface antigen gene family in *E*. *tenella* and are differentially expressed in a variety of *E*. *tenella* stages, including immature and mature oocysts [12, 117]. The major SAG genes in oocysts are of the *sagA* type, common in all *Eimeria* spp. These genes may promote attachment and facilitate invasion of host cells [12]. We observed three genes encoding SAGs (*EAH_00011680*, *EAH_00059200*, *EAH_00059950*) and another gene (*EAH_00064490*) encoding a protein resembling a SAG protein in *E*. *mitis*. Two of these were among the top three highest-expressed genes (by TPM) in mature oocysts and *EAH_00064490* was expressed over 1900-fold compared to immature oocysts. 

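SAG genes, which encode proteins anchored on the surface of invasive stages, were mostly higher at T24 than at T0, and the abundant ones peaked at T12 or T16. *EAH_00011680* went from 96.5 ± 71.4 TPM at T0 to 676 ± 420.4 at T4, 4151 ± 2435 at T8, 8727 ± 3399 at T12 and 1903 ± 835 at T24 (mean ± SD, n = 3, and n = 2 at T16 and T20), a log2 fold change of 4.53 (standard error 0.51, adjusted p = 6.8e-06) at T24. At T24 the log2 fold change of *EAH_00059200* was 5.40 (standard error 0.48, adjusted p = 7.5e-07) and that of *EAH_00059950* 5.29 (standard error 0.52, adjusted p = 1.8e-06). *EAH_00003690* also peaked at T12, with 32.9 ± 21.1 TPM at T0, 845 ± 266 at T12 and 255 ± 95.0 at T24. *EAH_00011670* differed, staying low to T8 and rising to T24, with 2.15 ± 0.537 TPM at T0, 0.983 ± 0.323 at T8 and 33.7 ± 17.9 at T24. *EAH_00064490*, not on the list, had 54.8 ± 51.2 TPM at T8, 338 ± 290.4 at T12, 1035 ± 755 at T16 and 1574 ± 753 at T20. Of 16 SAG genes, 11 were higher and 0 lower (the same counts when adjusted over the list alone) at T24, with a median log2 fold change 3.05, which is 3.23 above the median of all genes (camera, adjusted p = 8.0e-05, and adjusted p = 0.591 with an estimated correlation).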

The SAGs we identified matched only to SAGs in other *Eimeria* spp. and *C*. *cayetanensis*, suggesting these proteins are characteristic of these eimeriid parasites. SAGs in *Eimeria* are different than the predominant surface antigens families in the apicomplexans *Toxoplasma* and *Plasmodium* [12]. Also, a recent study showed that a fold within a representative SAG^B^ subfamily protein in *E*. *tenella* are distinct from surface antigens of *Toxoplasma* and *Plasmodium*, and that this fold defines other *Eimeria* SAG sub-families [118]. Furthermore, this fold is conserved in *Eimeria* and *C*. *cayetanensis* and unrelated to SAGs or SRS proteins in other cyst-forming coccidia.

Miska et al. [72] identified an abundant transcript from *E*. *tenella* sporulated oocysts encoding the microneme protein Etmic-1. In both virulent and precocious *E*. *maxima* strains, RNA-Seq found genes encoding microneme, rhoptry (another apical complex organelle), and IMC proteins were up-regulated in mature oocysts [94]. In addition, one GRA and over 20 SAGs were upregulated in mature oocysts. Abundant transcripts for microneme proteins (also a protein disulfide isomerase-like protein and SAGs) were also reported in *E*. *tenella* sporulated oocysts [69]. Microneme proteins (MIC1-5, MIC7) were also detected in mature *E*. *tenella* oocysts but absent from early oocysts [74]. Additionally, expression of EtMIC1-5 is highly coordinated during sporulation; these proteins were detected only after sporozoites began to mature. Interestingly, mRNA levels for all of these genes were detected 10–12 hr earlier in sporulation [119]. These data suggest that microneme protein expression is regulated at both the transcriptional and translational levels and this coincides with sporozoite development.

We found similar timing of microneme expression here:

- *EAH_00000090* and *EAH_00017580* were minimally expressed at T0, and peaked at T12-T16. 

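Microneme genes, whose products are secreted to bind and enter host cells, were mostly higher at T12 and T24 than at T0, and the abundant ones were highest at T12 or T16. *EAH_00000090*, annotated as related to the microneme protein etmic-2, went from 3.67 ± 2.64 TPM at T0 to 33.0 ± 29.0 at T4, 397 ± 334 at T8, 1938 ± 1181 at T12, 2959.9 ± 1518 at T16 and 2716 ± 546 at T24 (mean ± SD, n = 3, and n = 2 at T16). *EAH_00017580* went from 32.2 ± 20.5 TPM at T0 to 189 ± 119 at T4, 1296 ± 845 at T8, 3021 ± 1256 at T12, 2592 ± 326 at T16 and 1377 ± 387 at T24, a log2 fold change of 5.61 (standard error 0.44, adjusted p = 2.4e-07) at T24. Microneme protein 2 (*EAH_00011900*) had 3.22 ± 2.53 TPM at T0, 1475 ± 499.6 at T16 and 909 ± 106 at T24 and microneme protein 7 (*EAH_00011530*) 9.32 ± 7.68 TPM at T0, 1220.1 ± 463 at T12 and 528 ± 124 at T24. At T24, *EAH_00000090* had an adjusted p of 5.1e-09, and apical membrane antigen 1 (*EAH_00027160*) a log2 fold change of 9.16 (standard error 0.35, adjusted p = 6.4e-10). Of 16 microneme and apical adhesin genes, 12 were higher and 1 lower (the same counts when adjusted over the list alone) at T24, with a median log2 fold change 3.59, which is 3.77 above the median of all genes (camera, adjusted p = 8.0e-04, and adjusted p = 0.591 with an estimated correlation).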

The genes were expressed over 40-fold in mature vs. immature oocysts. A single homolog to *EAH_0000090* was identified in *E*. *tenella* (Etmic-2, encoded by *ETH_00006930*) and it was expressed in mature oocysts, sporozoites, and merozoites with no expression in immature oocysts [12]. Microneme proteins in *Eimeria* spp. sporozoites interact with chicken jejunal cells, indicating an important binding role to cells [101, 120]. Therefore, the upregulation of micronemes in mature oocysts may indicate that fully-formed packaged sporozoites express these proteins, necessary for invasion.

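*EAH_00049920*, which resembles the dense granule protein GRA12 of *T*. *gondii*, was nearly absent at T0 and among the abundant transcripts at T24. It had 1.80 ± 1.46 TPM at T0, 123 ± 117 at T8, 761 ± 573 at T12, 1679 ± 956 at T16 and 4414 ± 1283 at T24 (mean ± SD, n = 3, and n = 2 at T16). Its T24 fold change had a standard error of 0.44 (adjusted p = 6.4e-10). Genes annotated as dense granule proteins moved both ways. GRA9 (*EAH_00052480*) rose from 27.1 ± 0.816 TPM at T0 to 529 ± 185 at T24, GRA10 (*EAH_00006870*) from 0.973 ± 0.123 TPM at T0 to 12.6 ± 8.68 at T24. GRA11 (*EAH_00064030*) fell instead, from 39.0 ± 7.26 TPM at T0 to 6.76 ± 2.07 at T24. Of 4 annotated dense granule genes 3 were higher and 1 lower at T24, and 2 higher and 1 lower at T12 (the same counts when adjusted over the list alone), too few for a test of the list. Rhoptry genes, of the other secretory organelle of invasion, rose in most cases, for example ROP21 (*EAH_00057630*) from 21.5 ± 3.88 TPM at T0 to 312 ± 232 at T24 and ROP35 (*EAH_00045380*) from 1.08 ± 0.375 TPM at T0 to 17.2 ± 8.96 at T24. ROP17 (*EAH_00014170*) peaked at T8 with 1062 ± 499 TPM, as did ROP23 (*EAH_00014120*) with 2274 ± 973 TPM. Of 10 rhoptry genes, 8 were higher and 1 lower (the same counts when adjusted over the list alone) at T24, with a median log2 fold change 2.03, which is 2.21 above the median of all genes (camera, adjusted p = 0.0317, and adjusted p = 0.593 with an estimated correlation).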

We also observed that a gene (*EAH_00049920*) resembling a GRA in *T*. *gondii* (GRA12) was expressed over 2000-fold in mature vs. immature oocysts. Two genes encoding homologs (*ETH_00023950*, *ETH_00024035*, hypothetical proteins) in *E*. *tenella* were expressed highly in mature oocysts and sporozoites (highest) and not expressed in immature oocysts [12]. GRAs are secreted during parasite entry into a host cell and likely serve a role in remodeling the parasitophorous vacuole and maintaining the host-parasite relationship [121]. The functions of GRAs are not completely understood, best characterized in *Sarcocystis* and *Toxoplasma* spp. (~20 GRAs in *Toxoplasma*). With little known about GRAs in *Eimeria* spp., one study attempted expression of GRA7 from *T*. *gondii* in *E*. *tenella* sporozoites [122]. Mature oocysts from infected birds expressed the protein within sporocysts. In *T*. *gondii*, GRA12 helps establish infection in host cells, aids immune system evasion, and modulates pathogenesis. GRA12 mutants decrease virulence and tissue cyst burden *in vivo* and are more easily eliminated by host immunity [123]. Recently, the *E*. *tenella* GRA9 protein was tracked during parasite development using a CRISPR-Cas9 approach [110]. It was found to be a secreted protein that may assist sporozoite release from sporocysts and it may be important during invasion by sporozoites and merozoites. The high expression of *EAH_00049920* in mature oocysts in *E*. *acervulina* indicates GRA or GRA-related proteins are important for similar functions.

The cellular localization and function of these apical and surface proteins deserve confirmation, as microneme, SAGs and GRA proteins appear important as markers for mature oocysts, promoting host cell recognition, attachment, and invasion. As with other upregulated genes identified here, we believe expression indicates stocking elements of sporozoites that will be packaged in sporocysts and eventually emerge read to invade cells.

#### Serpins

Serpins are a large family of proteins that inhibit serine proteases and regulate proteolytic cascades [124] essential to many physiological processes. The two serpin-encoding genes we identified (*EAH_00001210*, *EAH_00002690*) were up-regulated at least 80-fold in mature vs. immature oocysts. 

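The serpin gene *EAH_00002690* and *EAH_00001210*, annotated as the serine proteinase inhibitor TgPI-2, both rose, but on different schedules. *EAH_00001210* was highest at T12 and T16, with 27.7 ± 18.5 TPM at T0, 252 ± 149 at T4, 1811 ± 1178 at T8, 4277 ± 1867 at T12, 4355 ± 906 at T16 and 2213 ± 582 at T24 (mean ± SD, n = 3, and n = 2 at T16). *EAH_00002690* rose to T24, with 44.8 ± 6.52 TPM at T0, 403 ± 201 at T8, 857 ± 433 at T12, 1543 ± 769 at T16 and 4400.2 ± 2058 at T24. At T24 the log2 fold change was 6.53 (standard error 0.44, adjusted p = 5.2e-08) in *EAH_00001210* and 6.53 (standard error 0.31, adjusted p = 2.6e-09) in *EAH_00002690*. A Kazal-type inhibitor gene (*EAH_00028370*) fell instead, from 48.6 ± 10.4 TPM at T0 to 6.91 ± 1.30 at T24. Of 5 inhibitor genes, 2 were higher and 1 lower (the same counts when adjusted over the list alone) at T24 and at T12, and the list did not move apart from other genes (camera, adjusted p = 0.267 at T24 and 0.274 at T12).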

While one study in *E*. *tenella* reported a serpin was up-regulated in mature oocysts [72], serpins are not exclusively expressed in mature oocysts of *E*. *maxima* [64], *E*. *acervulina* [124], and *E*. *tenella* [125]. Inhibiting serine proteases can prevent invasion of apicomplexan (including *Eimeria*) parasites into host cells [79, 81] and inhibition of serine/cysteine proteases prevents processing of GAM56, essential for incorporating peptides into the oocyst wall, in gametocytes of *E*. *tenella* [82]. An *E*. *tenella* serpin (encoded by *ETH_00011330*) homologous to *EAH_00002690* was up-regulated in mature oocysts and sporozoites (higher in sporozoites) [12]. A serpin was also upregulated in maturing *T*. *gondii* oocysts [68]. Two GO terms pertaining to metalloendopeptidase inhibition were associated with *EAH_00001210*. Metalloproteases are responsible for growth, replication, and invasion/egress in *P*. *falciparum* and *T*. *gondii* [80] and are important for development in *E*. *tenella* [126]. The peak expression of this gene midway through sporulation may indicate a balance of growth promotion and inhibition is required during parasite development. The range of functions of serpins, including their role in sporulation, remain ill-defined and serpins merit further investigation.

#### Glideosomal proteins

A group of genes encoding actin (and actin regulation) and myosin proteins were also up-regulated in mature oocysts. These included a few of the top highest-expressed genes we identified in mature oocysts (*EAH_00000650* [actin], *EAH_00045000* [actin depolymerizing factor], and *EAH_00057690* [profilin]) as well as *EAH_00019100* (myosin). 

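Genes of the actin and myosin motor, which drives gliding and host cell entry, were mostly higher at T24 than at T0, from high T0 levels in actin and profilin and from low ones in the myosins. Actin (*EAH_00000650*) went from 2524 ± 96.7 TPM at T0 to 4226 ± 1187 at T8, 9668 ± 2543 at T16 and 8164 ± 669 at T24 (mean ± SD, n = 3, and n = 2 at T16), a log2 fold change of 1.69 (standard error 0.19, adjusted p = 7.3e-06) at T24. Actin depolymerizing factor (*EAH_00045000*) went from 347 ± 8.05 TPM at T0 to 2834 ± 1582 at T8 and 9793 ± 3369 at T24, a log2 fold change of 4.77 (standard error 0.25, adjusted p = 5.5e-09). Profilin (*EAH_00057690*), which delivers actin monomers, went from 1531 ± 198 TPM at T0 to 7828 ± 4805 at T8, 19449.9 ± 8560.0 at T12 and 13911 ± 2143 at T24, a log2 fold change of 3.18 (standard error 0.21, adjusted p = 4.4e-08). The myosin light chain gene *EAH_00019100* peaked at T12, with 70.9 ± 48.4 TPM at T0, 2782 ± 1688 at T8, 5744 ± 2219 at T12 and 1699 ± 523 at T24, a log2 fold change of 4.81 (standard error 0.46, adjusted p = 1.5e-06) at T24. A myosin heavy chain gene (*EAH_00007460*) rose from 0.427 ± 0.166 TPM at T0 to 269 ± 112 at T24. Myosin light chain 2 (*EAH_00063620*) went from 7.03 ± 4.52 TPM at T0 to 481 ± 122 at T12 and 189 ± 64.4 at T24. Of 30 genes tested, 18 were higher and 2 lower (the same counts when adjusted over the list alone) at T24, with a median log2 fold change 2.21, which is 2.39 above the median of all genes (camera, adjusted p = 0.00265, and adjusted p = 0.591 with an estimated correlation).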

*EAH_00000650* was also a gene we identified as constitutively expressed and it is associated with a host of GO terms and some metabolic pathways. While it increases expression in mid to late oocysts, it is not greatly differentially expressed vs. T0 oocysts. In comparison, actin-facilitating proteins such as *EAH_00045000* and *EAH_00057690* have greater TPM throughout the time course and are expressed at least 10-fold greater in mature oocysts. *EAH_00019100* was not as highly expressed as the other genes, but it still was differentially expressed 24 times greater in mature vs. immature oocysts.

These proteins are known to make up the “glideosome”, responsible for gliding motility and invasion in extracellular stages of apicomplexan parasites [127, 128]. Several we identified were expressed in various stages of *E*. *tenella* (including multiple oocyst developmental stages) [12, 74, 129]. Myosins were also upregulated in sporulated oocysts in an *E*. *maxima* RNA-Seq study [94]. Gliding motility and invasion are intricately tied together in a process that involves microneme secretion and actin-based movement of the glideosome. The glideosome has been characterized in *T*. *gondii* and this model likely applies to other apicomplexans. It is made up of myosin and other proteins and is anchored to the outer membrane of the IMC and connected via actin and aldolase to a microneme protein complex, which, in turn, interacts with host-cell receptors [127, 128, 130]. Interestingly, we identified two aldolase enzymes (described above) up-regulated in mature oocysts. Both enzymes were expressed relatively low (by TPM) but steadily increased to T24. Each gene was differentially expressed >100 fold in mature vs. immature oocysts, however. Therefore, it is possible the expression of these enzymes factor in the bridging role of the glideosome in addition to glycolysis. The higher expression we noted for these proteins in mature oocysts may indicate important cytoskeletal involvement coinciding with sporozoite maturation, packaging, preparation for excystation. But general expression throughout could indicate parasite maintenance and additional roles in oocysts.

#### Stress response genes

Finally, we identified increasing expression of genes encoding proteins related to protein folding, stress (heat, oxidative), antioxidants, and detoxification- heat shock proteins (HSPs, *EAH_00002610*, *EAH_00044990*), peroxisomal catalase (*EAH_00041420*), peroxiredoxin (*EAH_00047270*), and superoxide dismutase (*EAH_00053040*). Catalase, peroxiredoxin, and superoxide dismutase are enzymes that protect cells against radical oxygen species. 

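Catalase, peroxiredoxin and superoxide dismutase, which remove reactive oxygen, and single heat shock genes were higher at T24 than at T0. Peroxisomal catalase (*EAH_00041420*), which breaks down hydrogen peroxide, went from 1.41 ± 0.528 TPM at T0 to 22.6 ± 25.1 at T8, 507 ± 397 at T16 and 1060.1 ± 423 at T24 (mean ± SD, n = 3, and n = 2 at T16), and its T24 fold change had an adjusted p of 7.3e-10. Peroxiredoxin (*EAH_00047270*) went from 18.9 ± 0.952 TPM at T0 to 104 ± 95.3 at T8 and 2878 ± 967 at T24, a log2 fold change of 7.19 (standard error 0.28, adjusted p = 7.3e-10). Superoxide dismutase (*EAH_00053040*) went from 19.0 ± 5.11 TPM at T0 to 116 ± 84.2 at T8 and 1911 ± 468 at T24, a log2 fold change of 6.65 (standard error 0.29, adjusted p = 1.4e-09). Thioredoxin (*EAH_00060350*) went from 6.63 ± 2.44 TPM at T0 to 374 ± 107 at T24. Of 22 antioxidant enzymes, 11 were higher and 4 lower (the same counts when adjusted over the list alone) at T24, with a median log2 fold change 1.36, which is 1.54 above the median of all genes (camera, adjusted p = 0.0317, and adjusted p = 0.593 with an estimated correlation). Over 11 alternatives the adjusted p at the preset correlation ran from 0.0120 to 0.0631, which was without T24-C. The heat shock gene *EAH_00002610* went from 45.5 ± 25.3 TPM at T0 to 9.64 ± 6.35 at T4, 987 ± 687 at T16 and 1092 ± 449.6 at T24, a log2 fold change of 4.64 (standard error 0.39, adjusted p = 4.2e-07) at T24. *EAH_00044990*, with an Hsp20 domain, went from 169 ± 13.9 TPM at T0 to 78.6 ± 50.4 at T4, 4880.2 ± 2495 at T16 and 3951 ± 569 at T24, a log2 fold change of 4.54 (standard error 0.23, adjusted p = 4.3e-09). *EAH_00067280*, annotated as a heat shock protein, had 0.347 ± 0.129 TPM at T0, 137 ± 87.4 at T12 and 393 ± 119 at T24. Of 52 heat shock proteins and chaperones, 14 were higher and 5 lower (the same counts when adjusted over the list alone) at T24, and their median (-0.10) lay below 0 while their mean (0.78) lay above it, with a median of 0.09 and counts of 15 higher and 1 lower under median-of-ratios scaling (camera, adjusted p = 0.267 without it). At T12, 6 chaperone genes were higher and 12 lower (adjusted p = 0.675), and 7 antioxidant genes higher and 6 lower (adjusted p = 0.598). The antioxidant median at T12 was -0.17, or 0.47 with median-of-ratios scaling.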

All these genes were expressed comparatively higher in mature oocysts vs. immature oocysts, ranging from ~26-fold (HSPs) to at least 111-fold expression with the others. Two genes encoded enzymes mapping to KEGG pathways: thiamine and purine metabolism (*EAH_00002610*) and tryptophan metabolism and Glyoxylate and dicarboxylate metabolism (*EAH_00041420*). Tryptophan can act as an antioxidant and remove reactive oxygen species and enhance resistance of the damage caused by free radicals [131]. A glyoxylate shunt is activated in response to oxidative stress in some organisms but it is not thought to be present in apicomplexans such as *Eimeria* spp., *P*. *falciparum* and *T*. *gondii* [132]. The up-regulation of these types of genes are likely interlinked and individual roles may be hard to discern.

*Toxoplasma* have enzymes associated with detoxification of reactive oxygen species and antioxidant proteins such as glutaredoxin, a putative glutathione/thioredoxin peroxidase and a superoxide dismutase) were upregulated in *T*. *gondii* sporulated oocysts [68, 133]. *E*. *tenella* encodes homologous enzymes and two (matching peroxisomal catalase and superoxide dismutase) were reported to be up-regulated in mature oocysts [12]. However, superoxide dismutase and catalase activity were also shown to be low (or comparatively lower to other stages) in mature *E*. *tenella* oocysts [12, 134]. Multiple genes encode these important enzymes, so these may exist to be expressed at various stages when needed in development.

HSPs are ubiquitous and a part of the cellular stress response, facilitating protein folding. Expression of HSPs increases during stress conditions such as heat, nutrient deprivation, or chemical exposure [135]. Indeed, HSPs may be activated under conditions that promote excystation of sporozoites (mechanical oocyst disruption or incubation in trypsin or bile salts [136]). Therefore, the conditions we subjected oocysts to may have caused the upregulation of these genes. *EAH_00002610* is annotated as a generic HSP but has homology to HSP70 in other apicomplexans, including *C*. *cayetanensis*. A gene encoding a homologous protein in *E*. *tenella* (ETH_00000210, hypothetical protein) was also upregulated in sporulated oocysts [12]. HSP70 is involved in development, differentiation, infectivity, and virulence in multiple parasites, including Coccidia [137–139]. HSP70 protein content accumulates in *E*. *tenella* during sporulation (sporoblasts, sporocysts, and sporozoites in late oocysts) but dissipates by the time oocysts are fully developed [136]. It was theorized that HSP70 activity is involved in the development of sporocysts and sporozoites. A subsequent study found inhibiting HSP70 in oocysts interfered with synaptonemal complex formation and inhibited sporulation [140].

*EAH_00044990* encodes a protein with a HSP20/alpha crystallin domain (characteristic of small heat shock proteins [sHSPs]). It had mid-range TPM in mature oocysts and expression peaked at T16, indicating a role for this protein in growth, likely around the time when sporocysts are maturing and sporozoites are under development. Homologs encoded by *E*. *tenella* (*ETH_00017510*, hypothetical protein; *ETH_00026340*, HSP28; and *ETH_00027135*, HSP20) were upregulated in sporulated oocysts [12]. sHSPs are regulated at different parasite developmental stages and likely play roles in parasite differentiation (including apicomplexans) like HSPs [141, 142]. HSP20 was shown to be important for *Plasmodium* sporozoite adhesion and migration motility [143]. Furthermore, HSP20 may regulate several aspects of actin activity in *Plasmodium* and other species, including binding and polymerization [144]. *EtsHsp20*.*4* in *E*. *tenella* was expressed in different parasite stages and it was highest in mature oocysts [139]. An *E*. *tenella* protein resembling HSP21 in *T*. *gondii* was up-regulated in sporulated oocysts [69]. Also, HSP20 was expressed more in mature than in immature *T*. *gondii* oocysts [68].

## Conclusions

Mature oocysts especially express genes that support respiration, carbon fixation, energy utilization, and related processes. Oocyst maturation is defined by these metabolic processes as well as by stress responses. In addition, genes implicated in oocyst sporulation, growth, development, and potentially invasion of the host cell and host-parasite interactions are upregulated in mature oocysts. As sporozoites are packaged and prepared for motility and harsh conditions in the gut, they store energy [94] and prepare proteins required for invasion, proliferation, and division. We identified constitutively expressed genes involved in a variety of basic functions and genes that allowed the discrimination of immature and mature oocysts. We more fully characterized the process of oocyst maturation for the purpose of developing, validating, and applying biomarkers demarcating viable, infectious oocysts.

Conclusively establishing the function for some of the most highly-expressed and differentially-regulated genes awaits progress in coccidian genome annotation. Such progress will enrich the understanding of mechanisms underlying sporulation and viability, in *Eimeria* and in related taxa, such as *C*. *cayetanensis*. With recent sequencing completed on *Eimeria* spp. [12] and isolates of *C*. *cayetanensis* [53, 55, 145–152], a growing fund of genomic data support homology studies. Such data will enhance efforts to understand the role genes we identified, elucidating key pathways supporting sporulation, invasion, growth, and development.

Such data portend many practical applications. For example, these results suggest transcripts that may serve as informative targets to rapidly detect viable (and infectious) oocysts, enhancing *Eimeria* vaccination efforts and enabling researchers, regulators, and growers to improve produce safety through improved control of *C*. *cayetanensis*.

Extending such studies to sporocyst excystation and invasion will further establish biomarkers for viability, as not all mature oocyst cohorts, enriched with sporulated oocysts, are infectious. Pairing gene expression with functional assays of infection in poultry could substantially contribute to risk assessment, novel treatments, and mitigation in *C*. *cayetanensis*, for which no animal or cell culture propagation system yet exists. Such applications await determination of the long-term fate of these transcripts in sporulated oocysts and in senescent and deceased oocysts. Because many of these genes have homologues in *C*. *cayetanensis*, they may prove useful as biomarkers for human risk. Therefore, future studies will aim to empirically determine whether expression profiles in *E*. *acervulina* parallel those in human parasites.

## Supporting information

S1 Fig Oocysts at hour zero. At hour 0, oocysts lack distinctive sporocysts. 100X under oil immersion.
(TIF)

S2 Fig Oocysts at hour 24. At hour 24, 83% of oocysts contain distinctive sporocysts. 100X under oil immersion.
(TIF)

S1 Table *E*. *acervulina* gene oligonucleotide sequences used in this study. Gene names and annotated protein descriptions (columns A, B), oligonucleotide sequence (column C), and suggested final concentration (nM, nanomolar) for use (column D) are included. All sequences are novel to this work.
(XLSX)

S2 Table RNA-Seq data for all *E*. *acervulina* annotated genes and biological replicates in the study. Included are the gene name (column A), original annotated protein description (column B), protein sequence (column C), Transcripts Per Million (TPM) per biological replicate in the 24-hour time course (columns D-V), overall mean TPM (column W), and TPM standard deviation (SD, column X).
(XLSX)

S3 Table Summarized RNA-Seq data for the study. Included are the *E*. *acervulina* annotated genes (column A), and mean TPM (columns B-H) and SD (columns I-O) for biological replicates at each time point.
(XLSX)

S4 Table Blast2GO results for the 53 constitutively expressed *E*. *acervulina* genes with >1,000 TPM. Gene names are included in column A and the mean overall TPM throughout the 24-hour time course is in column B. BLASTP hits and annotated protein descriptions are in columns C and D, respectively. Column D includes the original *E*. *acervulina* genome annotation and hits to *E*. *acervulina*, other *Eimeria* spp., *C*. *cayetanensis*, *T*. *gondii*, and other apicomplexan species. The table does not include all BLASTP results. Other data include the overall number of hits found (column E), hit e-value (column F), the mean percent similarity for hits (column G), and length of protein amino acid sequence (H). Gene Ontology (GO) data includes number of GO terms (column I), GO ID numbers (column J), and GO term names (column K). Kyoto Encyclopedia of Genes and Genomes (KEGG) biochemical pathway data includes enzyme codes (column L) and enzyme names (column M). Shading indicates genes for which KEGG analysis found important biochemical pathways. InterPro data include ID names (column N), GO ID numbers (column O), and GO names (column P). Bolded genes indicate those (originally annotated as hypothetical protein) where BLASTP identified more informative hits in other species. Italicized genes indicate those (originally annotated as hypothetical protein) where BLASTP found matches to hypothetical or uncharacterized protein in other species, or there was no other hit.
(XLSX)

S5 Table List of the 285 annotated GO terms for the constitutively expressed *E*. *acervulina* genes with >1,000 TPM. GO terms (column A) are stratified by GO subontologies Biological Process (BP), Molecular Function (MF), and Cellular Component (CC). The total number of GO terms for subontology is also provided at the bottom of columns B-D.
(XLSX)

S6 Table *E*. *acervulina* generic Transcription Factor (TF)-encoding genes and Blast2GO results in *E*. *acervulina* and *C*. *cayetanensis*. Data in the table include *E*. *acervulina* gene names and annotated protein descriptions (columns A, B), the number of GO terms (column C), GO ID numbers (column E), and GO term names (column F) found for the *E*. *acervulina* protein sequences. Also included are the top *C*. *cayetanensis* BLASTP hit that is annotated as a TF (but not necessarily the top overall BLAST hit) and hit e-value (column G). Columns H-N include mean TPM for biological replicates at each time point. The overall mean TPM for all samples (column O), log2 ratio differential expression between time points T24 and T0 (column P), and differential expression adjusted *p*-value (column Q) are also included.
(XLSX)

S7 Table *T*. *gondii* ApiAP2 TF-encoding genes for which we identified homologs in *E*. *acervulina* and *C*. *cayetanensis* by Blast2GO. Data in the table include *T*. *gondii* gene names and protein descriptions (columns A, B), the top BLASTP hit in *E*. *acervulina* and hit e-value (columns C, D) and *E*. *acervulina* gene identifier for each hit (column E). Sometimes more than one *T*. *gondii* gene matched to the same *E*. *acervulina* gene. Also included are the number of GO terms (column F), GO ID numbers (column G), and GO term names (column H) found for the *E*. *acervulina* protein sequences. The ApiAP2 or other transcription factor BLASTP hit and e-value are listed for *C*. *cayetanensis* after Blast2GO was run on the *E*. *acervulina* protein sequences (columns I, J). Columns K-Q include mean TPM for biological replicates at each time point. The overall mean TPM for all samples (column R), log2 ratio differential expression between time points T24 and T0 (column S), and differential expression adjusted *p*-value (column T) are also included. Genes in bold represent unique homologs in *E*. *acervulina* that met our criteria for significant differential expression.
(XLSX)

S8 Table Differentially expressed genes between *E*. *acervulina* immature and mature oocysts. DESeq2 was used in Geneious to compare expression between biological replicates of mature (T24) and immature (T0) oocysts. Data in the table include the gene identifier and protein description (columns A, B), log2 ratio between mature and immature oocysts, and adjusted *p*-value. Data are shown for all annotated *E*. *acervulina* genes and sorted high to low based on log2 ratio. NA indicates “not available” for genes with zero TPM among biological replicates.
(XLSX)

S9 Table Blast2GO results for the 8 significantly differentially expressed genes in immature (T0) *E*. *acervulina* oocysts. Data in the table include *E*. *acervulina* gene names (column A) and mean TPM at T0 (column B). BLASTP hits and annotated protein descriptions are in columns C and D, respectively. Column D includes the original *E*. *acervulina* genome annotation and hits to *E*. *acervulina*, other *Eimeria* spp., *C*. *cayetanensis*, *T*. *gondii*, and other apicomplexan species. The table does not include all BLASTP results. Other data include the overall number of hits found (column E), hit e-value (column F), the mean percent similarity for BLASTP hits (column G), and length of protein amino acid sequence (H). Gene Ontology (GO) data includes number of GO terms (column I), GO ID numbers (column J), and GO term names (column K). Also included is the total number of GO terms (bottom of column I). KEGG biochemical pathway data includes enzyme codes (column L) and enzyme names (column M). Shading indicates genes for which KEGG analysis found important biochemical pathways. InterPro data include ID names (column N), GO ID numbers (column O), and GO names (column P). Bolded genes indicate *E*. *acervulina* genes (originally annotated as hypothetical protein) where BLASTP identified more informative hits in other species. Italicized genes indicate *E*. *acervulina* genes (originally annotated as hypothetical protein) where BLASTP found matches to hypothetical proteins in other species.
(XLSX)

S10 Table List of the 37 annotated GO terms for the constitutively expressed *E*. *acervulina* genes with >1,000 TPM. GO terms (column A) are stratified by GO subontologies Biological Process (BP), Molecular Function (MF), and Cellular Component (CC). The total number of GO terms for subontology is also provided at the bottom of columns B-D.
(XLSX)

S11 Table Blast2GO results for the 56 significantly differentially expressed genes in mature (T24) *E*. *acervulina* oocysts. Data in the table include *E*. *acervulina* gene names (column A) and mean TPM at T24 (column B). Also included are the mean TPM at T24. BLASTP hits and annotated protein descriptions are in columns C and D, respectively. Column D includes the original *E*. *acervulina* genome annotation and hits to *E*. *acervulina*, other *Eimeria* spp., *C*. *cayetanensis*, *T*. *gondii*, and other apicomplexan species. The table does not include all BLASTP results. Other data include the overall number of hits found (column E), hit e-value (column F), the mean percent similarity for hits (column G), and length of protein amino acid sequence (H). Gene Ontology (GO) data includes number of GO terms (column I), GO ID numbers (column J), and GO term names (column K). KEGG biochemical pathway data includes enzyme codes (column L) and enzyme names (column M). Shading indicates genes for which KEGG analysis found important biochemical pathways. InterPro data include ID names (column N), GO ID numbers (column O), and GO names (column P). Bolded genes indicate *E*. *acervulina* genes (originally annotated as hypothetical protein) where BLASTP identified more informative hits in other species. Italicized genes indicate *E*. *acervulina* genes (originally annotated as hypothetical protein) where BLASTP found matches to hypothetical proteins in other species or there were no other hits.
(XLSX)

S12 Table List of the 215 annotated GO terms for the constitutively expressed *E*. *acervulina* genes with >1,000 TPM. GO terms (column A) are stratified by GO subontologies Biological Process (BP), Molecular Function (MF), and Cellular Component (CC). The total number of GO terms for subontology is also provided at the bottom of columns B-D.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

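Poly(A)-selected RNA was sequenced from *E*. *acervulina* oocysts of 3 chickens at 7 times of sporulation, T0 to T24, in 19 libraries. The times T16 and T20 had libraries of birds B and C only. According to the paper, stranded libraries were read in pairs on a NextSeq 500, and RNA was extracted by 1 of 2 methods, without the text naming which samples had which.

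The authors demultiplexed the reads with bcl2fastq (version not stated), trimmed them with BBDuk, mapped them to the *E*. *acervulina* Houghton assembly with the RNA mapper of Geneious Prime, and deposited TPM per gene and library, with 2 decimals and no scaling between libraries. Each library's TPM sum to just under 1e+06. For T24 against T0, the authors also deposited log2 ratios from DESeq2 as run in Geneious, with its own scaling of the libraries. The authors deposited an adjusted p-value for each of these ratios, and the paper's text does not name the adjustment. These deposited ratios and p-values were used only to count genes called here and there: with the same thresholds, 2592 genes were called in both tables, 0 of them with opposite signs, 312 only in the authors' table and 307 only here. Across 6556 genes, the 2 sets of log2 fold changes had a Pearson's r of 0.984, and the values here were lower by a median difference of -0.23.

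From the TPM, limma 3.58.1 in R 4.3.3 was fitted to log2(TPM + 0.1) with a trended prior variance, for each time against T0 and for each step between neighbouring times. Each fit held the libraries of 2 times and the genes with a mean of at least 0.1 TPM in them. Genes were called at a log2 fold change above 1.5 in size and a Benjamini-Hochberg adjusted p under 0.05, two-sided, and every adjusted p of a gene comes from limma. Changes over the whole course were called from limma's F test over 7 times, with an adjusted p under 0.05 and a range of at least 1.5 between time means. The 37 gene lists were 3 lists of the study's own choice by TPM and fold change, its annotated transcription factors and ApiAP2 homologs, and 32 lists of gene families drawn from the annotation by patterns in the protein descriptions, written with the wording of some descriptions in the paper's tables in view. Lists with at least 5 tested members (33 of them) were tested at T24 and T12 against T0 with camera on ranks, at a preset correlation of 0.01 and at an estimated one, with p adjusted over the lists. Transcript bias was compared by an exact permutation test between T0 and T4, and by a permutation test with 100000 resamples over all times.

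All comparisons, thresholds, gene lists and alternatives, except those the closing section names as chosen later, were set before the data were examined. The genes named were all genes the study names, the 12 largest rises and 12 largest falls at T24, the 5 largest of each at every other time, up to 4 members of each list, and, of the genes called by the F test, 5 for each peak time from T4 to T20 with a mean of at least 100 TPM. The values of genes in the paper's tables had been seen by then. For the largest changes and the list members, which had to be called, a mean of at least 10 TPM was required in the higher group, and for the former the same direction in every bird. The alternatives were pseudocounts of 1 and 0.01, no filter on low values or a mean of at least 1 TPM, a threshold of 1.5-fold in place of log2 1.5, median-of-ratios scaling, no trend in the prior variance, all 19 libraries in 1 fit, bird as a replicate block, label date as a term, each library left out in turn, and, for single results, other level thresholds (500 and 2000 TPM), beta tubulin as the reference and other correlations. The pairing of libraries by bird was checked on what was left after the time means: in 52 pairs of libraries of the same bird the median correlation across genes was 0.212, with 32 above 0.1.

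Read numbers come from the paper's Table 1 and are not held by the TPM, so no counting interval is given for any gene. The method was tested on simulated data made from the mean and spread of these genes, with 50 genes changed at each size. For T24 against T0 (6498 genes), changes of log2 1, 2, 3 and 5 were called in 4%, 76%, 82% and 100% of cases. For T12 against T8 (6353 genes) the shares were 0%, 68%, 92% and 98%, and for T20 against T16 (6516 genes), with 2 libraries each, 0%, 4%, 34% and 66%. Unchanged genes called numbered 12, 3 and 3. A simulated list of 20 genes raised by log2 1 had an adjusted p of 5.1e-08 in camera, with 0 of the other lists called. The simulated genes varied independently of each other, so this cannot show how camera behaves on lists of correlated genes. The changed genes were also drawn without regard to their spread, so the shares need not hold where the genes that change vary most between birds. In the real step from T8 to T12, 577 genes passed an unadjusted p under 0.05 in limma and the fold threshold, and 1 was called. RT-qPCR values, pathway assignments and sequence homology were not analysed here.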

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

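Of the tests below, those on label dates, on a swap of 2 labels, on a stage like T20 and on unsporulated oocysts, and the removal of genes above 1000 TPM, were chosen after the result was seen. No group had 4 to 10 libraries, so no library was tested as an outlier of its group.

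The following are signals in genes that the paper does not discuss. Of 27 RNA polymerase subunits, limma called 14 higher at T24 than at T0 and 0 lower. Of 40 splicing factors, 12 were called higher and 1 lower. Of all 6556 genes tested at T24, 1542 were called higher and 1357 lower. Of 330 genes above 100 TPM at T24 and called higher, 273 are not named in the paper (155 of these are annotated as hypothetical).

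By Pearson's r of TPM, T8-A and T12-B stood apart from the other libraries of their time. A difference between label dates is argued against only for the abundant transcripts that weigh most in Pearson's r. By that r, T12-A and T12-C, of different dates, correlated better than T12-B and T12-C, of the same date, by 0.218. On ranks the 2 correlations were 0.986 and 0.984, too close to decide, so a date difference in other genes stays open. A swap of the labels T8-A and T12-B stays open, since the exchange raised the lowest r at T12 from 0.768 to 0.868, still below the lowest at the times other than T8 and T12, 0.915, a bound first used against the swap that T8 as labelled (0.854) misses as well. Such a swap would not account for T4-A and T16-B, which came closest to T8 and to T12 in rank correlation (0.981 and 0.990). In these matches bird A came closest to the next time at T4, T8 and T12. Bird B came closest to the time before at T8, T12 and T16. T12-A and T8-B were matched to means that hold T12-B or T8-A, so their matches bear less on a swap. Bird B behind the other birds at T12 remains a candidate: across genes, the deviation of T12-B from another bird went with the change from T12 to T8 in a further bird (r = 0.732 and 0.530), whereas for bird A ahead of the other birds at T8 the same test (0.630 and 0.395) could not decide. These correlations share libraries that stand apart, and which sample had which RNA extraction method is not stated in the paper, so the cause stays open.

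More genes were called lower than higher at T4 and T8. With 159 genes above 1000 TPM taken out, which held 72.2% of TPM at T0, 81.5% at T4 and 76.5% at T8, the share of calls that were higher was 43.7% at T4 and 35.1% at T8 (32.3% to 37.4% with 1 library left out). This argues against a few genes taking most of the TPM as the cause at T8, while at T4 it may be the cause. For the scaling of the libraries, the lower of the 2 shares with median-of-ratios scaling was 47.5%, but this scaling sets the median fold change near 0 by construction and so decides nothing. TPM cannot show whether the RNA of an oocyst as a whole changed, so a biological cause stays open.

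T24-C resembled the T0 libraries more than T24-A and T24-B did, with a median Pearson's r of 0.935 with T0 against 0.744 and 0.865. At T20 bird C also lay nearer to T0: T20-C correlated with T0-B at 0.933 and T20-B at 0.890. At T16 it was the reverse, with 0.612 for T16-C and 0.780 for T16-B. T24-C correlated with T20-C at 0.994, and T24-B with T20-B at 0.993. Bird C at a stage like that of T16-B at 24 h is argued against, since across genes T24-C minus T24-A did not go with T16-B minus T24-B (r = -0.0875). T16-B itself came closest to T12 in rank correlation (0.990, against 0.973 with its own time), so the test cannot decide for T16 in general. For a stage like T20 the same test with T20-B (r = 0.301) could not decide, and the r with T0-B minus T24-B was 0.398. The deviation of T24-C was taken from T24-A alone. For unsporulated oocysts left in the bird C culture, 8 genes at 10% of T0 or less in the other birds were at 15.4% in T24-C against 6.04% (median excess 9.09 points), where the same choice gave excesses of -1.33 in bird A and -3.23 in bird B over 4 genes each. The test could not decide, because the quartiles of the excess lay 3.91-fold apart where a fixed share of T0 transcripts would raise all genes alike, and an earlier form of the test, at 1% of T0, left 0 genes. The paper gives 83% ± 4% of oocysts as sporulated by 24 h and not per bird, so a lower share in bird C may still be the cause.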

How the results depend on the processing

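The fits without T8-A and T12-B or without T20-C and T24-C, camera on the moderated t and the removal of genes above 1000 TPM were chosen after the data were seen. Of 371 alternatives of the counts and lists, 334 stayed within 1.5 times the value reported or on the same side of the threshold, and in none of 3634 alternatives did a called gene or list change direction. The balance of genes higher and lower turned at T8 (1358 and 894) and T12 (1664 and 805) with median-of-ratios scaling, at T16 without T16-C (1477 and 1561), at T16, T20 and T24 with a threshold of 1.5-fold, at T20 with bird as a block, without T0-A or without T20-C, and at T24 without T0-A or at a mean of at least 1 TPM. Of 2361 alternatives of single genes' fold changes, 2356 kept the call. These genes were the largest rises and falls in these data and the genes the study names, so the share does not extend to all genes.

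A threshold of 1.5-fold in place of log2 1.5 gave 3519 genes at T4, 4766 at T12, 4158 at T16, 3963 at T20, 4366 at T24 and 2098 between T4 and T8, since it admits smaller changes. Between T4 and T8, leaving out 1 library gave 0 (T4-B, T4-C or T8-C) to 1549 genes (T8-B), and 651 without T8-A, as with T8-A and T12-B both out. Between T8 and T12, 0 genes were called with a pseudocount of 1 or with median-of-ratios scaling, 2 with no filter, 403 at a mean of at least 1 TPM, 520 with all 19 libraries in 1 fit, 577 with bird as a block and 889 with label date as a term. Leaving out 1 library gave 0 (T8-B, T8-C or T12-C), 825 (T8-A) or 986 genes (T12-B), and without T8-A and T12-B the count was 1189. Bird as a block gave 357 genes between T12 and T16, 257 between T16 and T20 and 3 between T20 and T24, and apart from these and the step from T8 to T12 it moved the size of no other result. The last step gave 0 (T20-C) to 9 genes (T24-C) with 1 library left out, and 3 without T20-B. With an estimated correlation 0 lists were called at T24 and 0 at T12. At 500 TPM 101 genes and at 2000 TPM 34 genes stayed above the level at every time. Of genes above 1000 TPM at T0 and lower at T24, 20 were found with label date as a term, 6 when every library had to pass, and 8 (T0-C) to 16 (T24-C) with 1 library left out. With log2(TPM + 1) and no filter, 33 of the 50 most variable genes were shared. The cause was not tested for these, apart from the threshold. Where leaving out a library left 1 at T16 or T20, that library was assumed to vary like the others in the fit.

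Calls of lists that changed with 1 library were the constitutive genes (without T0-C, T12-B, T24-B or T24-C), antioxidant enzymes (T24-C), translation factors (T0-A), amylopectin enzymes (T0-A or T12-B) and inner membrane complex genes (T12-A, where over 11 alternatives the adjusted p at T12 ran from 0.0495 to 0.158). With camera on the moderated t the constitutive genes (adjusted p = 0.0362) and the amylopectin enzymes (0.0484 at T24, 0.0299 at T12) were called as well.

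For the 6 libraries of each pair of times, the 10 splits into 3 and 3 are too few for a share under 0.05, and 1 of 10, the real one, reached the real count each time: 1916 at T4, 3221 at T8, 3053 at T12, 2899 at T24, 1051 between T4 and T8 and 1 between T8 and T12, against 0 genes in every other split, those that part as many pairs of a bird included. For the lists the splits are too few as well, and 3 of 10 reached the real number at T24 (12 lists, highest other 14) and 3 of 10 at T12 (12, highest other 12). The number of lists called at the preset correlation thus does not set the real split apart from other splits of the same libraries. For the F test 1 of 100 splits, the real one, reached 4905 genes, with 1441 in the highest other, a share under 0.05. Depth may limit rare transcripts most at T20, where the paper's read numbers are lowest, but this was not tested. Having 2 libraries limits T16 and T20.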

Differences from the paper's values

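Genes were called at a log2 fold change above 1.5 in size and an adjusted p under 0.05, and the note of the paper's Table 2 gives its threshold as a fold change, not a log2 fold change. The paper's Methods give it as a log2 fold change, and its Results give the T24 counts of that table under the log2 threshold. The alternatives named below were set before the data were examined and bring the value to within the margin of the paper's (1.5 times for a count, and for a log2 fold change the SD of the gene's fold change over the birds at the time of the value, with the same sign), and for each value all others set then leave it different. With genes above 1000 TPM taken out, chosen after the data were seen, the counts were 677 higher and 872 lower at T4 and 1063 higher and 1967 lower at T8. At T4, the genes higher than at T0 numbered 477 (paper: 794; median-of-ratios scaling 676, a threshold of 1.5-fold 732), and the genes lower than at T0 numbered 1439 (paper: 780; a pseudocount of 1 1004, median-of-ratios scaling 748). At T8, the genes higher than at T0 numbered 982 (paper: 1554; a pseudocount of 0.01 1041, median-of-ratios scaling 1358, a threshold of 1.5-fold 1262, without T8-B 1055), and the genes lower than at T0 numbered 2239 (paper: 943; median-of-ratios scaling 894). At T12, the genes lower than at T0 numbered 1740 (paper: 836; a pseudocount of 1 1253, median-of-ratios scaling 805).

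Among the 17 transcription factors, 2 were highest and called higher at T24 (paper: 5; a threshold of 1.5-fold 6, label date as a term 5, without T24-B 4, without T24-C 4). Of the ApiAP2 homologs, 2 lay above a log2 fold change of 5.22 (paper: 5), and no alternative could count *EAH_00000660* and *EAH_00000670* of the paper's 5, which had 0 TPM in every T0 library and 0.0867 and 0.160 TPM on average at T24. In the RT-qPCR genes, the highest log2 fold change of *EAH_00033530* was 0.86 (paper: 1.8; median-of-ratios scaling 1.83), and the lowest of *EAH_00007450* was -0.45 (paper: 0.32; relative to beta tubulin 0.04, median-of-ratios scaling 0.19). For *EAH_00006770* the lowest was -4.10 (paper: -3.6; relative to beta tubulin -3.74, while median-of-ratios scaling gives -3.69 at T24, where the SD is 0.04) and the highest -3.41 (paper: -2.9; relative to beta tubulin -2.96, median-of-ratios scaling -3.01). For *EAH_00050370* the lowest was -3.001 (paper: -2.3; relative to beta tubulin -2.64, median-of-ratios scaling -2.64) and the highest -2.14 (paper: -1.6; ratio of mean TPM -2.08, relative to beta tubulin -1.79, median-of-ratios scaling -1.66). The lowest of *EAH_00032920* (4.32; paper: 3.3) and of *EAH_00033530* (0.04; paper: 0.39) lay within the SD, which was 1.12 and 0.45.

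In Table 3, 64 of 64 fold changes had the paper's sign, and of 256 TPM values compared, 0 differ by more than 1.5 times and by more than the SD between libraries, while some differ in the last digits. As T0 over T24, the log2 fold change was 3.88 in *EAH_00006770* (paper: 3.59; SD here 0.04; no alternative, the nearest being 3.65 without T24-A), 2.26 in *EAH_00048170* (paper: 1.94; median-of-ratios scaling 2.07, without T0-C 2.04, without T24-A 1.93), 1.96 in *EAH_00020350* (paper: 1.64; median-of-ratios scaling 1.77, without T0-C 1.80, without T24-A 1.69) and 3.04 in *EAH_00000360* (paper: 2.81; median-of-ratios scaling 2.85, without T0-B 2.92, without T0-C 2.93, without T24-A 2.90). As T24 over T0, it was 1.69 in *EAH_00000650* (paper: 1.9; median-of-ratios scaling 1.88), 12.08 in *EAH_00064490* (paper: 10.9; pseudocount of 1 10.85) and 9.24 in *EAH_00056010* (paper: 9.4; pseudocount of 0.01 9.30, median-of-ratios scaling 9.43, without T24-C 9.32). Larger gaps within the SD are not listed as differences, such as 11.03 in *EAH_00032920* (paper: 10.0; SD here 1.86), 2.83 in *EAH_00050370* (paper: 2.32; SD here 0.66), 2.46 in *EAH_00034940* (paper: 1.94; SD here 0.69) and 2.08 in *EAH_00031010* (paper: 1.61; SD here 0.54).

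In direction and membership, the paper describes part of the 50 most variable genes as lowered during sporulation, and here 0 of 50 were called lower than at T0 at any time by limma while 50 were called higher at T12. The paper's text does not state on which scale its 50 were ranked, so the 2 sets of 50 may differ. The paper's list of abundant genes higher in immature oocysts holds 8 genes, and 2 further ones, *EAH_00014220* and *EAH_00065710*, passed the same thresholds here. Of the ApiAP2 homologs, 19 were called at T24, fewer than the paper states at the same thresholds. Of the 56 genes of mature oocysts, 30 peaked before T24, 1 more than the paper counts.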

Other observations

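Some genes of transcription and splicing had more transcripts at T24 than at T0. Of 27 RNA polymerase subunits 14 were called higher at T24 and 0 lower: RPB6 (*EAH_00049370*) went from 16.9 ± 3.74 TPM at T0 to 1.94 ± 0.677 at T4, 30.1 ± 27.6 at T12 and 401 ± 217 at T24 (mean ± SD, n = 3), and *EAH_00054470* from 0.243 ± 0.101 TPM at T0 to 27.2 ± 16.6 at T24. The polymerase III subunit gene *EAH_00042390* was listed at 0 in every T0 library and had 18.8 ± 4.66 TPM at T24. Others of the 14 were scarce even at T24, such as *EAH_00053750* (means of 0.190 TPM at T0 and 1.34 at T24). *EAH_00064410* had means of 0 and 0.327 TPM, with 2 of its T24 libraries above all T0 libraries. The subunits had a median log2 fold change of 1.55 at T24, which is 1.74 above all genes (camera, adjusted p = 0.00471, and adjusted p = 0.593 with an estimated correlation). Of 40 splicing factors 12 were called higher and 1 lower at T24, among the higher ones the Sm-like gene *EAH_00001600*, from 9.07 ± 1.35 TPM at T0 to 55.4 ± 26.8 at T12 and 295 ± 101 at T24, and the U1 snRNP gene *EAH_00052560*, from 6.95 ± 0.876 TPM at T0 to 32.0 ± 8.01 at T24. Their median was 0.92, or 1.10 above all genes (camera, adjusted p = 0.0120, and adjusted p = 0.677 with an estimated correlation). At T12, 1 splicing factor was higher and 10 lower. Of all 6556 genes tested at T24, 1542 were higher and 1357 lower. Polymerase subunits and splicing factors first lay lower in TPM: against T0, 0 polymerase subunits were higher and 8 lower at T4, and 1 and 9 at T8. For splicing factors the counts were 0 higher and 15 lower at T4, and 1 and 18 at T8. Of all genes tested, 1439 of 6237 were lower at T4 and 2239 of 6336 at T8. With median-of-ratios scaling the medians at T4 and T8 were -0.50 and -0.14 for polymerase subunits and -0.39 and -0.52 for splicing factors. Ribosomal protein genes had a median of -1.48 at T4, -1.26 at T16 and -0.31 at T20, and proteasome subunits -1.66, -1.39 and -0.45. At T24 these lists did not stand apart from other genes (ribosomal proteins 10 higher and 10 lower of 74, adjusted p = 0.614; proteasome 7 higher and 6 lower of 30, 0.614). Neither did translation factors (7 higher and 9 lower of 42, adjusted p = 0.365), ribosome biogenesis genes (9 higher and 4 lower of 33, 0.267) or aminoacyl-tRNA synthetases (10 higher and 5 lower of 31, 0.280). Single members moved far: ribosomal protein S15 (*EAH_00024690*) rose from 0.190 ± 0.0520 TPM at T0 to 31.4 ± 6.16 at T24 and L37 (*EAH_00026860*) fell from 12.6 ± 4.37 TPM at T0 to 1.84 ± 1.11 at T24. Initiation factor 4A (*EAH_00017800*) went from 6.47 ± 0.450 TPM at T0 to 1.45 ± 0.514 at T4 and 129 ± 47.1 at T24, NIP7 (*EAH_00001640*) from 0.480 ± 0.0917 TPM at T0 to 42.9 ± 17.6 at T24 and prolyl-tRNA synthetase (*EAH_00010780*) from 0.803 ± 0.251 TPM at T0 to 31.6 ± 8.60 at T24.

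Genes of DNA replication were mostly lower at T24 than at T0, with 4 higher and 26 lower of 46 (4 higher and 21 lower with median-of-ratios scaling). Their median was -1.66, or -1.48 relative to all genes (camera, adjusted p = 2.5e-04, and adjusted p = 0.593 with an estimated correlation). The replication factor C gene *EAH_00028480* went from 48.8 ± 12.3 TPM at T0 to 6.03 ± 2.45 at T8 and 4.69 ± 2.69 at T24 (mean ± SD, n = 3, and n = 2 at T16) and the NEK kinase gene *EAH_00038800* from 63.7 ± 15.1 TPM at T0 to 7.65 ± 4.74 at T8 and 5.30 ± 2.57 at T24, while gamma tubulin (*EAH_00032880*) fell from 21.5 ± 3.81 TPM at T0 to 7.54 ± 3.89 at T24. Cell cycle kinases and cyclins (2 higher and 7 lower of 16, adjusted p = 0.218) and tubulins (0 higher and 2 lower of 5, 0.176) did not stand apart as lists. Of 3 meiosis genes and 4 oocyst wall and gametocyte genes, limma called 0 at T24. Vacuolar ATPase subunits were mostly higher at T24, with 9 higher and 0 lower of 14 and a median 2.18 above all genes (camera, adjusted p = 0.00466, and adjusted p = 0.593 with an estimated correlation), among them *EAH_00023550*, from 2.78 ± 0.0551 TPM at T0 to 45.5 ± 28.9 at T16 and 42.3 ± 16.8 at T24. IMC1 of the inner membrane complex (*EAH_00020140*) went from 97.2 ± 43.5 TPM at T0 to 2951 ± 767 at T12 and 526 ± 242 at T24 (list 2 higher and 0 lower of 5, adjusted p = 0.192). The calcium-dependent kinase gene *EAH_00022440* went from 5.21 ± 2.03 TPM at T0 to 255 ± 90.8 at T12 and 116 ± 31.0 at T24, while *EAH_00005310* fell from 22.2 ± 5.99 TPM at T0 to 5.03 ± 0.429 at T24. These kinases (5 higher and 4 lower of 16, adjusted p = 0.824) had a median of -0.02, a mean of 0.33 and a median of 0.17 with median-of-ratios scaling. Citrate synthase (*EAH_00011850*) rose from 3.25 ± 0.957 TPM at T0 to 80.3 ± 22.6 at T24 and cytochrome c (*EAH_00031760*) from 83.9 ± 8.00 TPM at T0 to 441 ± 73.0 at T24, with 3 higher and 0 lower of 12 citric acid cycle enzymes (adjusted p = 0.151) and 3 higher and 0 lower of 11 respiratory chain genes (0.218). Histone H3 (*EAH_00057800*) rose from 16.0 ± 6.60 TPM at T0 to 321 ± 166 at T24 (list 2 higher and 0 lower of 6, adjusted p = 0.131). Acyl-CoA synthetase (*EAH_00054500*) rose from 63.4 ± 13.3 TPM at T0 to 393 ± 89.8 at T24 and a desaturase (*EAH_00006990*) fell from 138 ± 32.9 TPM at T0 to 27.0 ± 19.0 at T24 (fatty acid genes, 1 higher and 2 lower of 15, adjusted p = 0.614). Of the genes listed by annotation as axoneme and flagellum genes, a roadblock-type dynein light chain gene (*EAH_00055020*) rose from 3.15 ± 1.74 TPM at T0 to 89.7 ± 34.9 at T24 (list 7 higher and 1 lower of 19, adjusted p = 0.151).

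At T12 the lists of these paragraphs that were not called by camera had adjusted p = 0.523 (RNA polymerase), 0.486 (splicing), 0.983 (ribosome biogenesis), 0.845 (aminoacyl-tRNA synthetases), 0.232 (cell cycle), 0.486 (tubulins), 0.0669 (inner membrane complex), 0.523 (calcium-dependent kinases), 0.586 (citric acid cycle), 0.845 (respiratory chain), 0.845 (histones), 0.486 (fatty acids) and 0.586 (axoneme). Of 3 meiosis genes 0 were higher and 1 lower, and of 4 oocyst wall and gametocyte genes 0 and 2. Without and with median-of-ratios scaling, the sign of the T12 median changed for RNA polymerase (-0.45 and 0.26), citric acid cycle (-0.21 and 0.45), respiratory chain (-0.60 and 0.04), histones (-0.34 and 0.32), axoneme genes (-0.62 and 0.04) and aminoacyl-tRNA synthetases (-0.31 and 0.33).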
